# Integrative multi-omics landscape of fluoxetine action across 27 brain regions reveals global increase in energy metabolism and region-specific chromatin remodelling

**DOI:** 10.1038/s41380-022-01725-1

**Published:** 2022-09-02

**Authors:** Nirmala Arul Rayan, Vibhor Kumar, Jonathan Aow, Naghmeh Rastegar, Michelle Gek Liang Lim, Nicholas O’Toole, Edita Aliwarga, Danusa Mar Arcego, Hui Ting Grace Yeo, Jen Yi Wong, May Yin Lee, Florian Schmidt, Hajira Shreen Haja, Wai Leong Tam, Tie-Yuan Zhang, Josie Diorio, Christoph Anacker, Rene Hen, Carine Parent, Michael J Meaney, Shyam Prabhakar

**Keywords:** Neuroscience, Depression

## Abstract

Depression and anxiety are major global health burdens. Although SSRIs targeting the serotonergic system are prescribed over 200 million times annually, they have variable therapeutic efficacy and side effects, and mechanisms of action remain incompletely understood. Here, we comprehensively characterise the molecular landscape of gene regulatory changes associated with fluoxetine, a widely-used SSRI. We performed multimodal analysis of SSRI response in 27 mammalian brain regions using 310 bulk RNA-seq and H3K27ac ChIP-seq datasets, followed by in-depth characterisation of two hippocampal regions using single-cell RNA-seq (20 datasets). Remarkably, fluoxetine induced profound region-specific shifts in gene expression and chromatin state, including in the nucleus accumbens shell, locus coeruleus and septal areas, as well as in more well-studied regions such as the raphe and hippocampal dentate gyrus. Expression changes were strongly enriched at GWAS loci for depression and antidepressant drug response, stressing the relevance to human phenotypes. We observed differential expression at dozens of signalling receptors and pathways, many of which are previously unknown. Single-cell analysis revealed stark differences in fluoxetine response between the dorsal and ventral hippocampal dentate gyri, particularly in oligodendrocytes, mossy cells and inhibitory neurons. Across diverse brain regions, integrative omics analysis consistently suggested increased energy metabolism via oxidative phosphorylation and mitochondrial changes, which we corroborated in vitro; this may thus constitute a shared mechanism of action of fluoxetine. Similarly, we observed pervasive chromatin remodelling signatures across the brain. Our study reveals unexpected regional and cell type-specific heterogeneity in SSRI action, highlights under-studied brain regions that may play a major role in antidepressant response, and provides a rich resource of candidate cell types, genes, gene regulatory elements and pathways for mechanistic analysis and identifying new therapeutic targets for depression and anxiety.

## Introduction

Depression is a severely debilitating mental health condition that affects ~300 million individuals worldwide and is now a leading global disability burden [1, 2]. Selective serotonin reuptake inhibitors (SSRIs) such as fluoxetine (FT) are routinely prescribed for depression, as well as for a range of co-morbid conditions such as anxiety and bipolar disorder [3, 4]. Approximately 81% of patients diagnosed as depressed receive at least one prescription for antidepressants (ADs), with SSRIs constituting 60% of such prescriptions (~250 million people worldwide) [5, 6]. Moreover, SSRIs have pronounced side effects, including mental sluggishness, sexual dysfunction and increased suicidality, perhaps indicating that they have complex effects on multiple brain regions [7, 8]. It is thus important to develop novel drugs and drug combinations that could deliver the beneficial effects of SSRIs with lower rates of treatment failure and fewer side effects [9].

A major hurdle in the development of alternative therapeutics is that the mechanism of action of SSRIs is not well characterised [9–12]. For example, although their clinical benefit was initially attributed to inhibition of serotonin reuptake [13–15], multiple additional mechanisms of action have subsequently been proposed, including enhanced adult neurogenesis and increased synaptic plasticity [16–20]. Even this list of candidate mechanisms is almost certainly incomplete, for reasons described below. It is thus imperative that a comprehensive, unbiased analysis of the molecular landscape of SSRI effects across the brain is performed, to advance our understanding of the biology of SSRI response and support the development of new therapeutics.

In agreement with the diversity of proposed mechanisms, multiple studies have shown that commonly-used antidepressants can alter the expression of few hundreds of genes [21–23], potentially by inducing epigenetic alterations [24, 25]. However, one major limitation is that previous studies of SSRI action have focused on a limited set of candidate brain regions or a limited set of gene loci [22, 26, 27]. Moreover, omics analyses of SSRI action are exclusively unimodal, i.e. based either on gene expression or epigenetic profiling, but not both [23, 26, 27]. Lastly, these omics studies rely exclusively on bulk-tissue profiling, which limits our ability to identify the underlying alterations in cell type abundance and cell-type-specific gene regulatory networks. Nevertheless, there is evidence that antidepressants induce a substantial number of molecular alterations in multiple brain regions, including changes in chromatin state and gene expression [28, 29]. Thus, a comprehensive, multimodal characterisation of gene regulatory changes associated with SSRI treatment, integrating both bulk and single-cell approaches, could reveal avenues for identifying novel targetable pathways and molecules [30–32]. The use of naïve, healthy animals in such an approach limits common confounds known to be associated with current models of depression [33].

We report a comprehensive multi-omics map of the molecular effects of fluoxetine on rat brain, a widely-used model of human depression and antidepressant response [34–36]. We profiled gene expression (bulk RNA-seq, 210 datasets) and chromatin state (bulk chromatin immunoprecipitation sequencing (ChIP-seq) for the histone marker H3K27ac, 100 datasets) in a broad, unbiased panel of 27 brain regions across the entire rodent brain, in naive and fluoxetine-treated animals. We complemented this approach with single-cell RNA-seq (scRNA-seq) analysis of two of the major zones of neuronal proliferation in the adult brain: the dorsal and ventral dentate gyri of the hippocampus [37]. Using diverse integrative data analysis techniques and comparisons to human genome-wide association studies (GWAS) and the Psychiatric disorders and Genes association NETwork (PsyGeNET), we characterised the complex and multifaceted effects of fluoxetine on region-specific and cell-type-specific gene regulatory networks and pathways. Remarkably, we observed profound molecular changes across the brain (>4000 differentially expressed genes and differentially acetylated ChIP-seq peaks each) that were highly region-dependent, with the raphe, nucleus accumbens, locus coeruleus and dorsal hippocampus emerging as the most strongly altered by fluoxetine. We observed a global shift in pathways related to histone and chromatin modifications, metabolism, and mitochondria, suggesting chromatin remodelling and increased energy production in 24/27 brain regions upon administration of fluoxetine. In bulk and single-cell analyses, specific oligodendrocyte and neuronal subtypes emerged as the major responders to fluoxetine. We also detected a steep gradient in molecular responses to fluoxetine along the dorso-ventral axis of the hippocampus. These results provide the first comprehensive map of the molecular effects of fluoxetine on the mammalian brain and suggest new directions for mechanistic investigation and eventual therapeutics development.

## Methods

### Animal housing and treatment

All procedures were performed in accordance with the guidelines established by the Canadian Council on Animal Care with protocols approved by the McGill University Facility Animal Care Committee. Long-Evans rats were purchased from Charles River (RRID:RGD_2308852) and bred at the Douglas Mental Health University Institute animal facility. 60-day old uncharacterised male rats were housed in pairs and separated as control (Sham) group and fluoxetine-treated (FT) group. Fluoxetine (18 mg/kg/day) was provided ad libitum in the drinking water and this formed the treatment group, while rats in the Sham group received only water. See Supplementary Methods for details on materials, animal handling and behavioural assessments.

### Bulk RNA-seq

Frozen, pooled brain tissue punches for each region were processed for RNA extraction and subsequent cDNA synthesis (Supplementary Methods, *n* = 4 replicates pooled from 40 animals per treatment group). cDNA libraries were prepared using 300 ng of total RNA, from 27 regions in every replicate. Multiplexed RNA-seq libraries were sequenced as paired-end, 76 bp reads on Illumina HiSeq 2500 v4. QC and all downstream data analysis pipelines are detailed in Supplementary Methods.

### Bulk ChIP-seq

For each ChIP-seq assay ~5–25 mg of frozen brain tissue per replicate per region was processed for pulldown assay (*n* = 2 replicates pooled from 20 animals per treatment group). ChIP and subsequent library preparation was performed as described in Supplementary Methods as well as here [38]. Protein-DNA complexes were immuno-precipitated using 3 µg of H3K27ac antibody of the same lot no. for all 108 (27 regions × 2 replicates × 2 treatment groups) ChIP experiments. Multiplexed ChIP-seq libraries were sequenced as paired-end, 76 bp reads on Illumina HiSeq 2500 v4. QC and all downstream data analysis pipelines are detailed in the Supplementary Methods.

### Single cell RNA-seq

dorDG and venDG tissues were punched from fresh brains of the two treatment groups (*n* = 5 replicates pooled from 15 animals per treatment group). Single cells gel emulsions and their cDNA were isolated following manufacturer’s recommendations for the 10x Genomics Chromium single cell 3’ reagent kit v2. Single cell libraries were sequenced on the Illumina HiSeq 4000. QC and all downstream data analysis pipelines are presented in the Supplementary Methods.

## Results

### Transcriptomic landscape of fluoxetine action across 27 brain regions

#### Affected brain regions and magnitude of region-specific changes

To confirm the behavioural effects of fluoxetine, we treated naïve rats with either vehicle or fluoxetine for 6 weeks, and tested behavioural despair using the forced-swim test (Fig. 1a) [39]. Animals that received chronic fluoxetine treatment for 6 weeks showed a significant increase in swim time and a corresponding reduction in immobility compared to control animals (*P-val* < 0.05, Fig. 1b, Supplementary Table TS1). Thus, our fluoxetine treatment of naïve animals successfully reproduced the well-known reduction in behavioural despair induced by antidepressants [39].

**Fig. 1:**
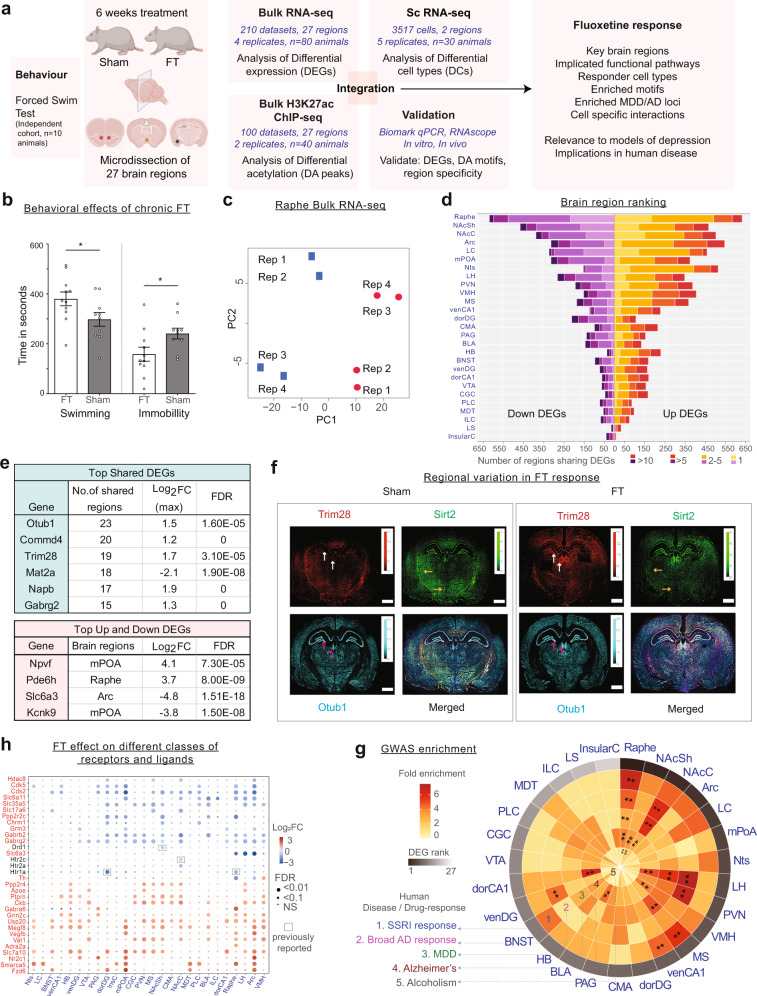
Genome-wide transcriptome changes by fluoxetine. **a** Schematic overview of data generation and workflow. **b** Forced swim test following chronic fluoxetine treatment in adult rats. Time spent swimming, being immobile are shown for sham and fluoxetine treated groups. * indicates *P-val* < *0.05*. **c** RNA-seq dataset QC: Principal Component Analysis (PCA) visualisation of eight samples of the raphe region. Sham replicates are coloured in blue and FT coloured in red. **d** Statistics of RNA-seq dataset: Number of upregulated and downregulated DEGs across 27 brain regions (and number in each category shared between regions). See Supplementary Tables TS1a for brain region names. **e** *Top:* table showing DEGs shared in ≥15 regions, along with the maximum log_2_FC and its corresponding FDR. *Bottom:* table showing strongest upregulated and downregulated region-specific DEGs. **f** Regional variation in fluoxetine DEGs as measured by RNAscope. For each gene, arrows denote regions with significant differential expression between FT and Sham that are consistent with bulk RNA-seq results. **g** Circular heat map showing the fold-enrichment of identified region-wise DEGs in GWAS loci for five phenotypes. * indicates FDR *Q-val* ≤ 0.05; ** FDR *Q-val* ≤ 0.01. **h** Differential expression status of key neurotransmission genes identified. Grey boxes denote previous findings reported in the literature (see Supplementary Tables TS6).

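RNA from brain punches was sequenced for 196 samples of 25 brain regions, which are abbreviated as in Supplementary Table TS1. Of these, 98 came from rats treated with fluoxetine (FT) and 98 from control rats (Sham). FT rats had received fluoxetine at 18 mg/kg per day for 6 weeks, and each sample pooled punches from 10 of the 40 animals in its group. The replicates carry the numbers 1, 3, 4 and 5. The authors deposited the number of reads counted on each of 29188 rat transcripts, listed by Ensembl transcript identifier without coordinates or names, and applied no normalization to them. Between 4586 and 50893913 reads per sample were counted on transcripts, with a median of 12254662 in Sham and 11514846 in FT. The dorCA1 and venCA1 samples were not analysed here. Each region was tested alone with edgeR's quasi-likelihood test after TMM normalization and removal of transcripts with low counts by filterByExpr. The replicate number entered as a block, since the Supplementary Methods state that the FT and Sham samples of a replicate were processed in parallel. An FT sample and the Sham sample with the same number are called a replicate pair. A transcript was called a differentially expressed gene (DEG) at an absolute log2 fold-change (log2FC) of at least log2(1.25) and a Benjamini-Hochberg adjusted p of at most 0.1. DESeq2 with the same block, which is the method given in the Supplementary Methods, was run as an alternative. Gene names were taken from Supplementary Table TS4a, which names 1845 transcripts, each listed there for 2 or more regions. Expression is given as TMM-normalized CPM, as mean ± SD over samples.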

Next, to comprehensively characterise the genome-wide transcriptomic response to fluoxetine, we used bulk RNA-seq to profile four treated (FT) and four control (Sham) samples from each of 27 regions spanning the entire rat brain (27*8 = 216 transcriptomes; Fig. 1a, Supplementary Table TS1). To reduce the effects of inter-animal biological variation within treatment groups, each sample was pooled from ten animals (40 in Sham, 40 in FT; 80 animals in total). 

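In mPoA, 4 Sham and 2 FT samples were available, and in Arc 2 Sham and 4 FT samples, so that each of these regions had 2 complete replicate pairs, numbers 4 and 5. The Supplementary Methods state that 2 CGC replicates were removed as outliers, and the pair of replicate 1, far from the rest in Supplementary Fig. S1b, was left out of the CGC test. The lowest total belonged to the Sham Nts sample of replicate 3, in which 903 transcripts had a count. The Sham ILC sample of replicate 3 had 543403 reads on transcripts, the next lowest total. By replicate number, the median total was 15183650 in Sham and 13789052 in FT for replicate 1 and 5759060 and 6733738 for replicate 3. It was 12407422 in Sham and 12714862 in FT for replicate 4, and 14442194 and 11565829 for replicate 5. The 50 most abundant transcripts of a sample took a median of 67.5% of its counts in FT and 68.6% in Sham for replicate 3. In the other replicates this median lay between 28.2% and 37.2%. Reads aligned outside any annotated feature made up a median of 23.7%, 38.2%, 46% and 45% in replicates 1, 3, 4 and 5.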

Most datasets were found to be of high quality; only six RNA-seq profiles were discarded during quality-control (QC, Supplementary Methods). As expected, the averaged transcriptomes of the 27 brain regions formed distinct clusters based on anatomical proximity (Supplementary Fig. S1a). 

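Mean log2 CPM was computed for each of the 25 regions over the 5838 transcripts with the highest counts, and each region was matched to the region with the highest Pearson's r. This r is taken across transcripts, which are not independent replicates. For 22 of 25 regions the nearest region lay in the same anatomical group, with groups read from the colours of Supplementary Fig. S1a. Shuffled group labels gave 3.33 regions on average and at most 15 (one-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The exceptions were BLA, nearest to NAcSh, CMA, nearest to venDG, and raphe, nearest to VTA. Cortical regions had a mean r of 0.975 with each other, 0.937 with the nucleus accumbens and 0.946 with the hippocampal regions. Their mean r was 0.876 with the thalamic and hypothalamic regions and VTA, and 0.843 with the brainstem nuclei. With all 15809 transcripts that passed the low-count filter, 23 of 25 regions were matched within their group.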

For example, cortical regions clustered with the striatal and hippocampal substructures and were relatively distant from the thalamic and caudal nuclei. Thus, the data were consistent with the expected anatomical relationships in the brain.

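Within each region, principal components were computed from log2 CPM after subtracting the mean of each replicate pair. The first component placed all FT samples on one side of all Sham samples in 15 of 25 regions and explained a median of 55.6% of the variance. Of the 22 regions with 4 replicate pairs, 12 were separated, where random signs of the pairs would give 12.5%, but regions share pools of animals and their signs are not independent. The others were CGC, with 3 pairs, and mPoA and Arc, with 2 pairs each, for which chance separation is more frequent. Among the 12 was Nts, where the first component explained 98.2% and the Sham library of replicate 3 held 4586 counts. On the transcripts called there by edgeR, Nts was not separated. When the means of the replicate pairs were kept, which moved the result most, the separation was present in 2 of 25 regions, mPoA and Arc, with 4 samples each. The log2 ratio of FT to Sham was also computed within each replicate pair and correlated across 11365 transcripts, which are not independent replicates. Between different regions, the median r was 0.557 within replicate 4 and 0.699 within replicate 5. It was 0.075 within replicate 1 and 0.081 within replicate 3. Between a ratio of replicate 4 and one of replicate 5 from different regions the median r was 0.429, and between replicates 1 and 3 it was 0.06. Ratios of the same region had a median r of 0.504 between replicates 4 and 5 and 0.35 between replicates 1 and 3. For the same region, the medians between replicate 1 or 3 and replicate 4 or 5 lay between 0.01 and 0.031.

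**Figure D1:**
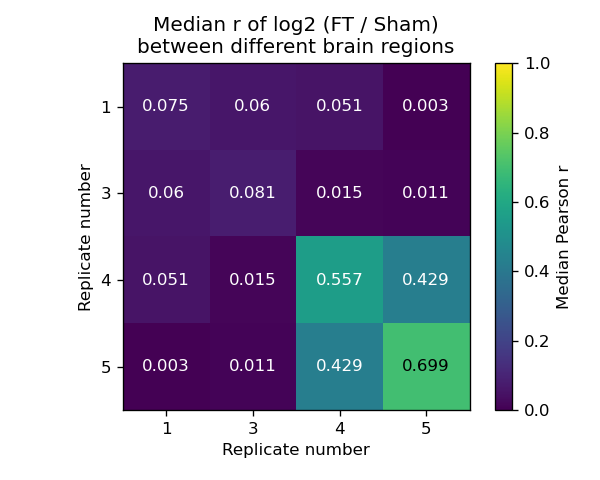
Median Pearson's r, across 11365 transcripts, of the log2 ratio of FT to Sham between different brain regions, by the replicate numbers of the ratios compared. Each cell gives the median over all pairs of regions, 0.699 within replicate 5 and 0.003 between replicates 1 and 5.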

Within each brain region, the transcriptomes of treated and untreated samples were clearly distinct, indicating strong and widespread gene expression changes in response to fluoxetine (Fig. 1c, d, Supplementary Fig. S1b, Supplementary Table TS2). Strikingly, as many as 4447 transcripts were altered by antidepressant treatment in at least one brain region (absolute log_2_ fold-change (log_2_FC) ≥ log_2_ (1.25), false discovery rate (FDR) *Q-val* ≤ 0.1). 

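In the 25 regions, edgeR called 4291 transcripts differentially expressed in at least 1 region. Among these, 4 were called in opposite directions in different regions. DESeq2 called 4398 transcripts, 113 of them in opposite directions. Without the replicate block, which moved the edgeR result most, 1 transcript was called. Within the edgeR calls, Arc and mPoA contributed 3551 and 1428 transcripts, each from 2 replicate pairs. When replicate 4 was left out, 209 transcripts were called in the 23 regions that could still be fitted, and without replicate 5 there were 396. Without replicate 1 the number was 6292 and without replicate 3 it was 4480, both with Arc and mPoA included. Of the calls without replicate 1, 4345 were made in Nts, where the Sham library of replicate 3 is shallow. DESeq2 called 2859 without replicate 1.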

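The median number of DEGs per region was 2 with edgeR, and in 10 of 25 regions no transcript passed the threshold. Those regions were PLC, InsularC, PVN, VMH, BLA, dorDG, HB, venDG, VTA and PAG. In them, between 1042 transcripts (InsularC) and 2080 (PVN) had an unadjusted p under 0.05. With DESeq2 the median was 297 DEGs, from 49 in LS to 1237 in raphe. Without the low-count filter, the edgeR median was 588.

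**Figure D2:**
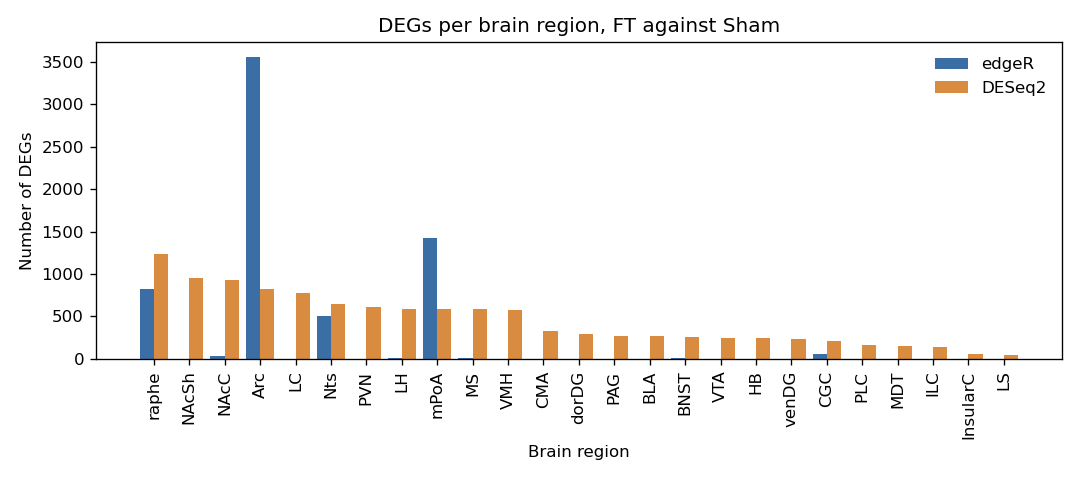
Number of DEGs in each of 25 brain regions for FT against Sham, from edgeR (blue bars) and DESeq2 (orange bars), both with the replicate number as a block. Regions are ordered by the DESeq2 count, from raphe (1237) to LS (49), and the highest edgeR bar is Arc, which has 2 replicate pairs.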

The median number of differentially expressed genes (DEGs) in any individual brain region was 311 (Fig. 1d, Supplementary Table TS2). These statistics imply that fluoxetine has strong effects on gene expression that vary substantially across brain regions.

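In the raphe, edgeR called 828 transcripts, 387 higher and 441 lower in FT, from 4 replicate pairs. Without the replicate block, no transcript was called there. From the number of altered transcripts and the counts of DEGs per region, the paper concludes that fluoxetine has strong effects on expression that differ between brain regions.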

The brain region where the transcriptome was most strongly affected by fluoxetine treatment was the raphe (1243 DEGs, Fig. 1d, Supplementary Table TS3). The next four brain regions, in descending order, were nucleus accumbens shell (NAcSh) and core (NAcC), arcuate nucleus (Arc) and the locus coeruleus (LC). 

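With DESeq2, NAcSh had 948 DEGs, NAcC 925, Arc 819 and LC 779. With edgeR, NAcSh had 2 DEGs and 2234 transcripts with an unadjusted p under 0.05. NAcC had 30 DEGs, 10 higher and 20 lower in FT (521 higher and 404 lower with DESeq2), and LC had 3. The Arc DEGs from edgeR comprised 1988 higher and 1563 lower transcripts, and those from DESeq2 505 higher and 314 lower. The mPoA DEGs from edgeR comprised 722 higher and 706 lower, and DESeq2 called 584 transcripts in mPoA, 338 higher and 246 lower. Nts had 511 DEGs with edgeR, 221 higher and 290 lower, and 650 with DESeq2, with the library of 4586 counts among its Sham samples. The remaining regions had between 0 and 61 DEGs with edgeR, the highest number in CGC.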

Notably, all of the five brain regions highlighted by this unbiased molecular analysis are major monoaminergic centres [40, 41]. Thus, our transcriptomic analysis supports the centrality of monoaminergic signalling to fluoxetine response, including brain regions such as LC [42] and Arc [43] that have not previously been characterised in omics studies of fluoxetine response (Fig. 1d).

We hypothesised that some DEGs may be shared across brain regions, due to sharing of cell subtypes and long-range neural circuitry. Indeed, we found that, while 47% of DEGs were specific to a single brain region, 33% were altered in three or more regions (Fig. 1e, Supplementary Table TS4a). 

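Of the transcripts called by edgeR, 2818 (65.7%) were called in a single region and 513 (12.0%) in 3 or more regions. No transcript was called in more than 7 regions. With DESeq2, 2090 transcripts (47.5%) were called in a single region and 1387 (31.5%) in 3 or more, up to 21 regions. Tsc22d2, DEPP, Tmem126b and Dpm3 were each called higher in 5 regions by edgeR. The 55 genes that the paper names and that have an identifier had a call in 8 of 25 regions when p was adjusted over all transcripts. Adjusted over these 55 genes alone, 694 of 1284 combinations of gene and region were called, in 25 of 25 regions, but the list was drawn from DEGs of the same samples.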

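Otub1 (ENSRNOT00000028752) had a positive log2FC in 25 of 25 regions, from 0.55 to 1.97 with a median of 1.13. edgeR called it in mPoA, raphe and Arc, and DESeq2 called it in 21 regions. In the raphe its expression was 944 ± 482 CPM (SD, 4 samples) in FT and 382 ± 109 CPM in Sham (4 samples). This gave a log2FC of 1.19 (standard error 0.32, adjusted p = 0.0856 from edgeR), with FT higher in 4 of 4 replicate pairs. In Arc the log2FC was 1.59 (standard error 0.22, adjusted p = 0.0172 from edgeR), higher in both replicate pairs. By replicate pair, Otub1 was higher in FT in 19 of 22 regions for replicate 1 and in 20 of 23 for replicate 3. It was higher in 25 of 25 regions for replicate 4 and for replicate 5. The median log2 ratio was 0.66, 0.32, 1.68 and 1.66 in replicates 1, 3, 4 and 5.

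**Figure D3:**
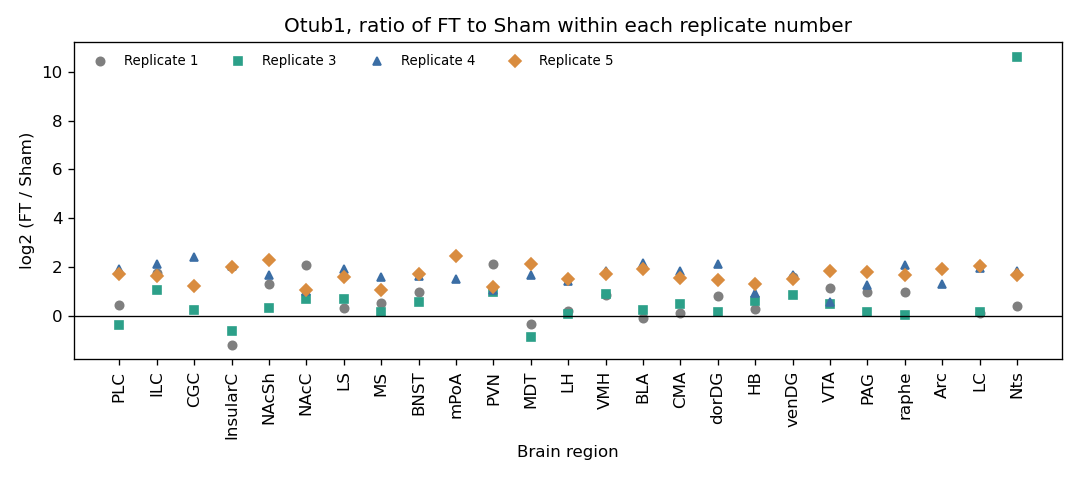
Otub1, log2 ratio of FT to Sham CPM within each replicate pair, for 25 brain regions. Each point is 1 replicate pair, with replicates 4 and 5 above 0 in every region, and the point above 10 in Nts rests on the Sham library of 4586 counts.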

Intriguingly, *Otub1*, the most broadly upregulated gene (23/27 regions), contributes to neurogenesis and elevates protein synthesis and cellular metabolism [44, 45]. 

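Trim28 (ENSRNOT00000029996) had a positive log2FC in 25 of 25 regions, with a median of 1.02 and a range from 0.30 to 1.76. edgeR called it in mPoA, raphe, Arc and Nts, and DESeq2 in 18 regions. In the raphe it rose from 63.1 ± 10.2 CPM in Sham to 144.4 ± 65.7 CPM in FT (SD, 4 samples each). The raphe log2FC was 1.10 (standard error 0.29, adjusted p = 0.0797 from edgeR), with FT higher in 4 of 4 replicate pairs. Across regions, FT exceeded Sham in 17 of 22 for replicate 1, 21 of 23 for replicate 3, 25 of 25 for replicate 4 and 24 of 25 for replicate 5.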

*Trim28* (*KAP1*), an epigenetic co-repressor gene upregulated in 19 brain regions, has a knockout phenotype of heightened anxiety [46]. Thus, two of the three most broadly upregulated DEGs are functionally associated with hallmark therapeutic effects of fluoxetine treatment. 

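Mat2a (ENSRNOT00000018170) was lower in FT in 5 regions with edgeR (CGC, MS, mPoA, raphe and Arc) and in 17 with DESeq2. In the raphe it fell from 49.9 ± 23.3 CPM in Sham to 12.6 ± 8.85 CPM in FT (SD, 4 samples each), a log2FC of -2.21 (standard error 0.29, adjusted p = 0.0426 from edgeR). FT was lower in 4 of 4 replicate pairs there. Napb (ENSRNOT00000006329) had a negative log2FC in 25 of 25 regions, was called lower in 6 by edgeR and in 16 by DESeq2. Cds2 (ENSRNOT00000028888) had a negative log2FC in 25 of 25 regions, was called lower in mPoA, raphe and Arc by edgeR and in 15 regions by DESeq2. Mat2a was higher in FT in 8 of 22 regions for replicate 1, 7 of 23 for replicate 3, 1 of 25 for replicate 4 and 0 of 25 for replicate 5. Its median log2 ratio was -1.18, -0.19, -2.11 and -2.48 in that order. Cds2 was higher in FT in 7 of 22 and 14 of 23 regions for replicates 1 and 3, and in 0 of 25 for replicates 4 and 5.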

Remarkably, amongst the most broadly downregulated genes, four of the top five annotated transcripts contribute to neurotransmitter synthesis, packaging or release: *Mat2a* [47], *Napb* [48], *Cds2* [49] and *Gabrg2* [50] (Fig. 1e). Their downregulation could potentially dampen serotonin release at synapses as part of a homoeostatic negative feedback loop [51, 52] compensating for the perturbation introduced by drug treatment.

Fluoxetine-responsive genes with the strongest region-specific upregulation were *Npvf* (log_2_FC:4.1, mPoA), a neuropeptide gene in the hypothalamic circuit regulating pain, sleep and appetite [53], and *Pde6h* (log_2_FC:3.7, raphe), a phosphodiesterase gene that regulates light sensitivity and pain perception [54]. 

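In mPoA, Npvf (ENSRNOT00000014437) had 986 and 63 reads in the FT samples of replicates 4 and 5. It had 4 and 2 reads in the paired Sham samples and 0 in both unpaired Sham samples. The log2FC was 7.56 (standard error 0.61, adjusted p = 2.7e-14 from edgeR), from 2 of 2 replicate pairs. DESeq2 gave a log2FC of 6.40 with an adjusted p of 0.126 and did not call it. In DESeq2 fits chosen after the data were seen, Npvf was called without replicate 1 or 3 (adjusted p = 0.0148 and 0.0179). Those replicates hold only unpaired Sham samples in mPoA. It was also called by DESeq2 without the replicate block (adjusted p = 0.00299). The log2 ratios of the 2 pairs had an SD of 3.05. Pde6h (ENSRNOT00000007905) in the raphe had 7.95 ± 8.07 CPM in FT and 0.391 ± 0.42 CPM in Sham (SD, 4 samples each). Its log2FC was 4.08 (standard error 0.49, adjusted p = 0.0426 from edgeR), with FT higher in 4 of 4 replicate pairs. The Sham counts behind it were 3, 0, 5 and 12 reads in replicates 1, 3, 4 and 5.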

*Slc6a3* (log_2_FC:-4.8, Arc), the dopamine reuptake transporter gene [55], and *Kcnk9* (log_2_FC:-3.8, mPoA), a potassium channel gene implicated in sleep regulation [56], showed the strongest region-specific downregulation in response to fluoxetine. Thus, in addition to monoamine signalling, the most strongly altered genes are involved in pain perception and sleep regulation, two well-known targets of fluoxetine [7]. Indeed, SSRIs are prescribed for problems of chronic pain and to enhance sleep quality [57, 58]. 

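Slc6a3 (ENSRNOT00000040291) in Arc had 460 and 339 reads in the Sham samples of replicates 4 and 5 and 10 and 6 reads in the paired FT samples. The unpaired FT samples of replicates 1 and 3 had 5 and 10 reads. The log2FC was -5.47 (standard error 0.33, adjusted p = 0.00884 from edgeR), lower in 2 of 2 replicate pairs, and DESeq2 also called it. The SD of the 2 paired log2 ratios was 0.584. Kcnk9 (ENSRNOT00000012408) in mPoA had 67 reads in the Sham sample of replicate 5 and 2 in its pair, and 8 in the FT sample of replicate 4. Its log2FC was -4.42 (standard error 0.56, adjusted p = 6.3e-08 from edgeR), lower in 2 of 2 replicate pairs. In the unpaired Sham samples Kcnk9 had 10 reads in replicate 1 and 77 in replicate 3. Among named transcripts, the largest fall in Arc was that of Ormdl3, with a log2FC of -6.66.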

Overall, the above results reveal considerable variation in the molecular response to fluoxetine across brain regions and provide novel mechanistic hypotheses for the known therapeutic and adverse effects of fluoxetine (Fig. 1e, Supplementary Table TS4b, and Supplementary Fig. S2).

To assess the reliability of our expression analysis, we prioritised 96 top-ranked DEGs from six brain regions (8 up and 8 downregulated genes per region, Supplementary Methods) for independent validation using the Fluidigm Biomark qPCR assay. We quantified the expression of the 96 genes in the corresponding brain regions and observed that expression fold-changes in the qPCR assay were consistent with “Up” and “Down” status in the RNA-seq dataset (Supplementary Fig. S3a). To further corroborate our results, we performed single-molecule RNA-FISH (RNAscope) on brain sections from sham and fluoxetine-treated animals. For this analysis, we prioritised the abovementioned *Otub1* and *Trim28* genes, as well as *Sirt2*, a DEG that may play a role in depressive behaviour and modulation of chromatin by SSRIs [59]. All three genes showed substantial region-specific changes in expression consistent with their respective bulk RNA-seq status (Fig. 1f, Supplementary Fig. S3b–e). Thus, these independent assays support the robustness of our DEG set.

#### Correspondence with independent analyses

To assess relevance to human clinical phenotypes, we asked whether the DEGs identified in our data overlapped with those identified by GWAS. We examined GWAS gene sets and summary statistics for five phenotypes: SSRI response, broad antidepressant response, MDD, Alzheimer’s and alcoholism (Supplementary Methods). In seven brain regions, we found highly significant overlap (FDR *Q-val* ≤ 5e-5) between our DEGs and those associated with SSRI/antidepressant response. Notably, six of these seven regions ranked above the median in terms of number of DEGs, including two monoaminergic-related centres (raphe and NAcC, Fig. 1g). The identification of the raphe as a highly-enriched region is in agreement with reports of SSRI effects on Htr1a autoreceptor regulation in this region [60]. Consistent with the idea that antidepressants target molecular processes dysregulated in depression [61], DEGs in four of the above six regions (raphe, NAcC, LH and MS) also showed highly significant overlap with MDD genes. Intriguingly, DEGs in three of the four brain regions were enriched for genes associated with Alzheimer’s. This result is potentially attributable to the genetic relationship between Alzheimer’s and depression [62] and consistent with the use of fluoxetine as a treatment for Alzheimer’s [63]. Finally, two regions (raphe and NAcC) showed significant overlap between DEGs and genes associated with alcoholism, which is often co-morbid with MDD [64] (Fig. 1g, Supplementary Table TS5). In addition, to capture overlap with neuropsychiatry gene sets beyond GWAS, we performed enrichment analyses using the PsyGeNET database (Supplementary Methods). We observed a significant enrichment between our DEGs and curated gene sets linked to depressive phenotypes, bipolar disorder, schizophrenia and cocaine (min FDR *Q-val*: 0.0027, Supplementary Table TS5, Supplementary Fig. S5a). Interestingly, some of the overlapping genes are known targets of drugs used in the treatment of psychiatric disorders (*see Discussion*). Overall, these results indicate strong correspondence between our DEG sets and genes related to human depression, treatment response and therapeutic relevance in psychiatric disorders.

Next, we examined the overlap in gene expression changes between our data from naïve rats and antidepressant-response studies of stressed mice [65, 66] (Supplementary Fig. S6, Supplementary Methods). Transcriptional alterations associated with effective behavioural response to fluoxetine in stressed mice (FT responders in stressed mice (corticosterone +FT); [66]) showed a significant overlap with the naïve fluoxetine response, with a stronger concordance (*max(–log*_*10*_*p-value*) = 18.3) among the downregulated genes in the hippocampus (Supplementary Fig. S6a). This finding suggests similarity in SSRIs response across both naïve and stressed animals. Next, to assess the influence of a different stress model and non-SSRI treatment, we performed the overlap analysis with gene expression changes associated with responders to the tricyclic antidepressant, imipramine [65]. We again observed a strong concordance in gene expression changes in 6/7 brain regions examined, particularly in the amygdala (BLA, CMA; *max (–log*_*10*_*p-value)* *=* *52.6*) and the nucleus accumbens (NAcC, NAcSh; *max (–log*_*10*_*p-value)* *=* *54.6*) (Supplementary Fig. S6b) suggesting common gene regulatory mechanisms between fluoxetine and imipramine. Finally, we compared differential expression in our data with fluoxetine-induced changes in mouse venDG following chronic variable stress (Anacker et al., unpublished). We once again observed significant overlap within both up-and down-regulated genes (*max (–log*_*10*_*p-value)* *=* *12.4*) across datasets (Supplementary Fig. S6c). Taken together, the analyses suggest that the gene expression changes in fluoxetine-treated naïve rats overlap substantially with antidepressant treatment in several paradigms of stressed rodents.

Lastly, we examined the correspondence between previously reported effects of SSRIs on serotonin receptors and our datasets. In the hippocampus and raphe, fluoxetine and other SSRIs are known to decrease *Htr1a* receptor expression and serotonin binding. Moreover, Htr1a blockade reverses depressive behaviours in mice [60, 67, 68]. 

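Htr1a (ENSRNOT00000013618) in the raphe had 1.18 ± 1.04 CPM in FT and 3.13 ± 1.88 CPM in Sham (SD, 4 samples each). The log2FC was -1.57 (standard error 0.44, adjusted p = 0.0931 from edgeR), and DESeq2 also called Htr1a there (adjusted p = 0.0725). The FT counts behind it were 28, 5, 4 and 2 reads in replicates 1, 3, 4 and 5. Without replicate 3, 4 or 5, neither tool called Htr1a in the raphe (adjusted p = 0.118, 0.376 and 0.191 from edgeR). In dorDG it had 4.03 ± 6.84 CPM in FT and 10.1 ± 6.58 CPM in Sham (SD, 4 samples each), a log2FC of -2.56 (standard error 0.56, adjusted p = 0.221 from edgeR). DESeq2 gave a log2FC of -2.63 in dorDG and called it (adjusted p = 0.00102). FT was lower in 4 of 4 replicate pairs in each region. The FT dorDG sample of replicate 3, at 14.3 CPM, lay far above the other FT samples of that region.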

Consistent with this, we observed a significant reduction in *Htr1a* expression in the raphe and dorDG (Fig. 1h). Similarly, we recapitulated the previously reported SSRI-induced downregulation of *Htr2c* in NAcC [69–71] (Fig. 1h). Examining a broader set of signalling receptors, we find that fluoxetine significantly modulates receptor expression in a plethora of brain regions not previously subjected to unbiased transcriptome profiling. These include broad downregulation of the GABA receptor subunits *Gabrb2* and *Gabrg2* in >10 regions and upregulation of the NMDA receptor subunit *Grin2c* in 7 regions, as well as *Grm3* and *Chrm*1 in 3 regions (Fig. 1h, Supplementary Fig. S4a). 

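Gabrb2 (ENSRNOT00000004970) had a negative log2FC in 25 of 25 regions and was called lower in NAcC, mPoA and Arc by edgeR and in 11 regions by DESeq2. In NAcC it had 1.95 ± 1.38 CPM in FT and 8.15 ± 5.71 CPM in Sham (SD, 4 samples each). The NAcC log2FC was -2.06 (standard error 0.37, adjusted p = 0.0761 from edgeR), lower in 4 of 4 replicate pairs. Grin2c had a positive log2FC in 23 of 25 regions and was called in 0 regions by edgeR and in VMH, BLA, HB and PAG by DESeq2. Grm3 was called lower in FT in mPoA and Arc by edgeR and in venDG by DESeq2, and higher in no region by either. Chrm1 was called lower in mPoA by edgeR and lower in 6 regions by DESeq2, and higher in none.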

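Of the signalling genes that could be traced to a transcript, Fzd6 was called higher in FT in 3 regions by edgeR and 6 by DESeq2. Nr2c1 was called higher in 2 and 4 regions, Adora2a in 1 and 2, and Slc7a10 in 2 and 13. Bmpr1a was called lower in 1 region by edgeR and 6 by DESeq2, Ntrk2 in 2 and 3, and Slc6a11 in 3 and 8. Apoe was called higher in 0 regions by edgeR and in 4 by DESeq2. Its log2FC lay between -0.31 and 0.84, and it was positive in 21 of 25 regions. Lrp5, P2ry1 and Nr4a2 were not analysed here.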

We also detected numerous region-specific alterations in the expression of Wnt-Notch (*Fzd6*, *Megf8*, *Lrp5*), purinergic (*Adora2a*, *P2ry1*), nuclear hormone (*Nr2c1*, *Nr4a2*) and transmembrane protein kinase (*Bmpr1a, Ntrk2*) signalling receptors, as well as their downstream solute carriers (*Slc6a11*, *Slc7a10*) and metabolite regulators (*Apoe*, *Cds2*) (Fig. 1h, Supplementary Fig. S4b, Supplementary Table TS6). These results demonstrate the diversity of fluoxetine’s effects and highlight novel fluoxetine-responsive receptor categories for further investigation.

#### Cell type and pathway signatures of fluoxetine response

We asked if fluoxetine-induced DEGs in the 27 brain regions could be matched to specific cell types. To address this, we tested for enrichment of DEGs in cell-type markers derived from the BRETIGEA database [72] (Supplementary Methods). In multiple brain regions, upregulated DEGs were significantly enriched for oligodendrocyte (6 regions), neuronal (5 regions) and microglial (3 regions) markers. Downregulated DEGs were overwhelmingly enriched for neuronal (17 regions) and oligodendrocyte (12 regions) markers (Supplementary Fig. S5b, Supplementary Table TS7). Together, these results extend previous low-throughput studies that suggested oligodendrocyte and neuronal alterations in depression and antidepressant response [73]

MDD and rodent stress models report dysregulation of oligodendrocyte-specific genes, including those related to myelin, in the NAc as a whole [74, 75]. However, the NAcC and NAcSh are functionally distinct subregions with disparate roles in regulation of depression and addiction [76, 77]. Indeed, we observed distinct fluoxetine responses in these subregions. 

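Marker sets listed by hand from common cell-type markers were tested with limma's camera on the edgeR fit, against the named transcripts of each region. The 9 oligodendrocyte markers had a mean log2FC of 0.55 in NAcC, with 7 of 9 higher in FT (adjusted p = 0.52 over regions from limma's camera). In NAcC, the mean log2 ratio of this set was -0.25 and -0.22 in replicates 1 and 3 and 1.00 and 1.63 in replicates 4 and 5. In NAcSh the same set had a mean log2FC of -0.51 (adjusted p = 0.0756 from limma's camera), with 3 of 9 higher in FT. By replicate 1, 3, 4 and 5 its mean log2 ratio there was -0.07, 0.09, -0.91 and -1.12. The 7 neuronal markers had a mean log2FC of 0.11 in NAcSh, with 4 of 7 higher in FT (adjusted p = 0.894 from limma's camera), and mean log2 ratios of 0.14, 0.41, 0.54 and -0.59 in replicates 1, 3, 4 and 5. A background of all tested transcripts, chosen after the data were seen, moved the first result most. With it, the NAcC oligodendrocyte p from limma's camera was 0.00157. With the named transcripts, that p before adjustment over regions was 0.0883.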

Upregulated DEGs in NAcC were strongly associated with oligodendrocytes (FDR *Q-val: 1.5e-20*), whereas those in NAcSh were enriched for neuronal markers (FDR *Q-val: 6.6e-6*) (Supplementary Fig. S5b, Supplementary Table TS7). Thus, our results suggest that fluoxetine may influence distinct cell types in these two components of the NAc.

Next, we asked if fluoxetine-induced DEGs could elucidate molecular pathways modulated by the drug. To determine the global relationship between DEGs, we used k-means clustering of all 4,447 DEGs to identify co-regulated gene modules (Fig. 2a). For each module, we detected enriched functional categories using anRichment (FDR *Q-val* ≤ 0.05, Supplementary Methods) and GOrilla (FDR *Q-val* ≤ 0.05, enrichment ratio ≥ 1.5, Supplementary Methods). We used gene set enrichment analysis (GSEA, Supplementary Methods) on GO categories functionally related to the k-mean modules (Fig. 2b). Finally, we complemented the above module-centric analyses by using Ingenuity Pathway Analysis (IPA) to identify pathways enriched in region-wise DEGs (Fig. 2c, Supplementary Table TS9, Supplementary Methods).

**Fig. 2:**
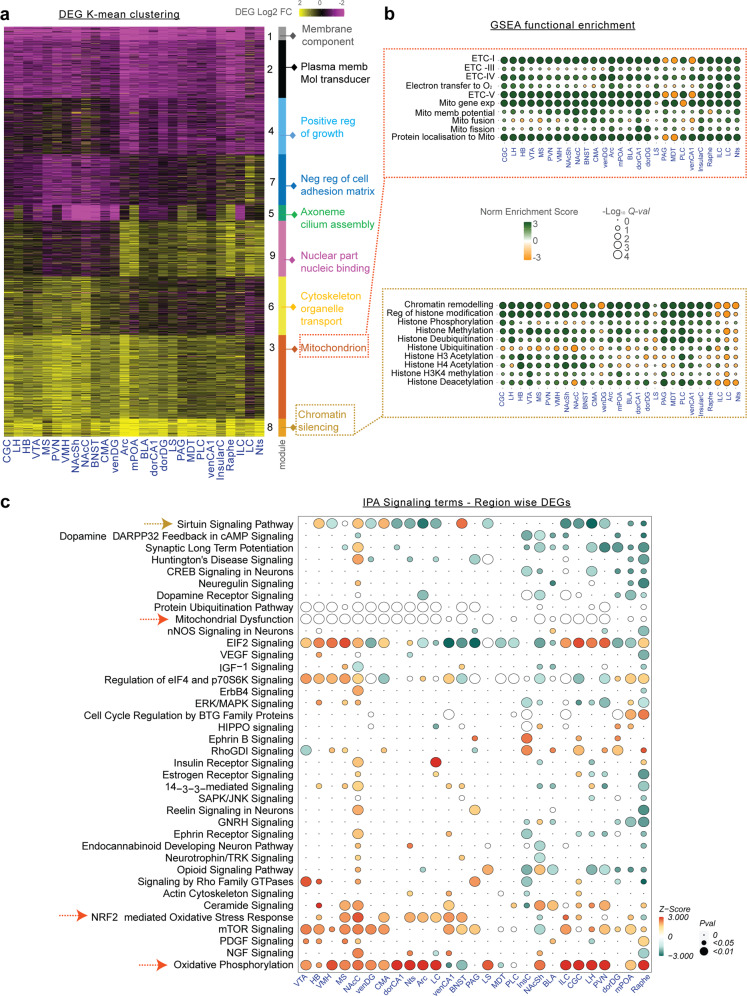
Functional signatures of fluoxetine induced transcriptome alterations. **a** k-means clustering of the union set of region-wise DEGs. Top gene ontology terms are shown for each co-regulated gene module. **b** GSEA enrichment ratios of upregulated (*green bubble*) and downregulated (*yellow bubble*) DEG sets with their corresponding functional activity (normalised enrichment score, NES) per the GO database. Circle size indicated –Log_10_(*Q-val*) and the colour indicates NES. **c** Pathway enrichment analysis of region-wise DEGs using IPA. Pathways that had at least five genes in the foreground DEG set and with FDR *Q-val* < 0.01 in >3 regions are represented in the plot. Green circles denote positive z-score (pathway activation), red circles denote negative z-score (pathway inhibition) and white denotes neutral score. Red arrows indicate broadly altered pathways related to energy metabolism, while tan arrow indicates pathways related to chromatin modifications.

Strikingly, we observed two DEG modules (module 3 and 8) upregulated in almost all 27-brain-regions (Fig. 2a). 

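The log2FC of the 4291 transcripts called by edgeR in any region, scaled within each region, were grouped into 9 modules by k-means. Transcripts that were not tested in a region were set to 0. Of the 9 modules, 2 had a positive median in 25 of 25 regions and held 1030 transcripts. A further 3 modules had a negative median in 25 of 25 regions and held 784 transcripts. Counting a module as raised or lowered when its median had that sign in 13 or more regions, a limit set after the data were seen, 4 were raised and 5 lowered. The transcripts entered because they were called in some region, so their grouping by direction is not independent of the calls. With each transcript scaled across regions instead, 3 modules were raised and 0 lowered in 25 of 25 regions.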

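Genes of the mitochondrion that could be traced to a transcript were higher in FT wherever they were called. Uqcrq (ENSRNOT00000073964) was called in 3 regions by edgeR and 11 by DESeq2, with a median log2FC of 1.26. In Arc it had 637 ± 246 CPM in FT (SD, 4 samples) and 156 ± 39.4 CPM in Sham (SD, 2 samples). The Arc log2FC was 1.56 (standard error 0.18, adjusted p = 0.0145 from edgeR), higher in both replicate pairs. For edgeR and DESeq2, the numbers of regions were 2 and 6 for Ndufb4, 1 and 9 for Ndufa7, 0 and 3 for Atp5f1, and 0 and 1 for Sdhb. They were 2 and 12 for Tomm6, 2 and 5 for Timm17a, 1 and 9 for Mdh2, and 3 and 9 for Mrps7. Uqcrq was higher in FT in 12 of 22 regions for replicate 1, 18 of 23 for replicate 3 and 25 of 25 for replicates 4 and 5. Sirt1, Dnajc3 and Dnajc19 were not analysed here.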

Module 3 was enriched for genes with mitochondrial functions (GO:0005739, FDR *Q-val:1.4e-6*) such as electron transport complex (ETC) subunits (*Ndufb4, Ndufa7, Uqcrq, Atp5f1, Sdhb*), inner and outer mitochondrial membrane genes (*Tomm6, Timm17a*), mitochondrial matrix components (*Mdh2, Mrp15, Mrps7*) and transport chaperones (*Sirt1, Dnajc3, Dnajc19*) (Fig. 2a, Supplementary Table TS8a, c). Correspondingly, GSEA analysis showed enrichment for gene sets modulating ETC I-V activity and mitochondrial protein import (Fig. 2b, Supplementary Table TS8b, c). In parallel, IPA highlighted pathways related to mitochondrial function as systematically altered in the majority of brain regions (red arrows, Fig. 2c). In particular, the oxidative phosphorylation (oxphos) pathway was significantly upregulated in 19/27 regions, suggesting a widespread increase in energy production upon fluoxetine administration. 

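Nuclear-encoded subunits of the oxphos complexes, 29 transcripts, were tested as a set with limma's camera against the named transcripts of each region. The set was higher in FT at an adjusted p of at most 0.05 in 5 of 25 regions. These were ILC (mean log2FC 0.77, adjusted p = 5.5e-05), CGC (0.63, adjusted p = 0.0108), LH (0.51, adjusted p = 0.0108), Arc (0.78, adjusted p = 0.0253) and Nts (0.53, adjusted p = 0.00531), the last with the Sham library of 4586 counts. In ILC, 27 of 29 transcripts had a positive log2FC. The Sham ILC samples of replicates 1 and 3 had 82.85% and 85.75% of their counts in their 50 most abundant transcripts. The paired FT samples had 42% and 75.88%, so an effect of these Sham libraries on the ILC result is not excluded. Against all tested transcripts as background, an alternative chosen after the data were seen, the set was higher in 22 regions. The named transcripts had a positive median log2FC of their own, 0.43 in Arc and 0.23 in ILC. By replicate pair, the mean log2 ratio of the set was positive in 9 of 22 regions for replicate 1 and 20 of 23 for replicate 3. For replicates 4 and 5 it was positive in 25 of 25 regions, with medians of 0.50 and 0.74 against -0.04 and 0.20 in replicates 1 and 3. When FT and Sham labels were swapped within replicate pairs, the set passed as higher in 3 to 17 regions.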

Antidepressant-induced higher energy levels positively regulate mTOR signalling [78]. Consistent with this, we observed an upregulation of mTOR signalling across >15 regions. Increased energy production often leads to cellular damage from oxidative stress. Accordingly, IPA inferred a significant increase in oxidative stress response across brain regions (Fig. 2c, Supplementary Table TS9, *P-value* ≤ 3.6e-4 in 12/27 regions). Thus, gene-module and region-wise DEG analysis consistently suggest a near-global increase in energy production and related antioxidant defences as one of the most prominent molecular effects of fluoxetine administration. 

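Atp5j2 (ENSRNOT00000033537) was called higher in FT in 3 regions by edgeR and 7 by DESeq2. In the raphe it had 948 ± 160.8 CPM in FT and 399.9 ± 157.3 CPM in Sham (SD, 4 samples each), a log2FC of 1.31 (standard error 0.23, adjusted p = 0.0473 from edgeR). FT was higher in 4 of 4 replicate pairs there. Atp5i was called higher in 3 regions by edgeR and 6 by DESeq2, and Ndufa5 in 2 and 3. Mt-atp8 was not analysed here.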

Importantly, these effects seem primed to oppose the downregulation of oxphos genes previously reported in MDD (*Atp5j2, Atp5i, Ndufb4, Ndufa5, Mt-atp8*) and the well-known depletion of ATP in MDD brain [79, 80].

The second co-regulated gene cluster that exhibited global upregulation across brain regions was module 8 (Fig. 2a). 14/195 DEGs within this module are transcription factors (*MSigDB*). GSEA showed that upregulated genes were significantly enriched for roles in covalent chromatin modification (*Setdb1*, *Auts2, Ctcf, Hdac2/5/8/9, Hist1h1d*), histone and DNA methylation (*Jmjd6*, *Kdm4a*) and deubiquitination (*Usp22*, *Kat2a*) (Fig. 2b, Supplementary Table TS8b). 

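Of the chromatin genes, Setdb1 (ENSRNOT00000028709) had a positive log2FC in 25 of 25 regions and was called higher in 2 by edgeR and 9 by DESeq2. In Arc it had 168 ± 174 CPM in FT (SD, 4 samples) and 91.5 ± 34.9 CPM in Sham (SD, 2 samples). The log2FC from the paired samples was 1.78 (standard error 0.16, adjusted p = 0.0128 from edgeR), higher in 2 of 2 pairs. Jmjd6 was called higher in 2 and 8 regions by edgeR and DESeq2, and Kat2a in 1 and 3. Hdac8 had a negative log2FC in 25 of 25 regions, and Auts2 had a positive one in 4 of 25. As a set, these 5 genes and Trim28 passed an adjusted p of 0.05 in 0 of 25 regions (limma's camera), and at an unadjusted p under 0.05 in 1 region, BNST. Ctcf, Hdac2, Hdac5, Hdac9, Hist1h1d, Kdm4a and Usp22 were not analysed here.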

Intriguingly, the LC was a notable exception to the above trend in that it showed downregulation of genes from the same functional categories (*see Discussion*). 

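In LC, the 6 chromatin genes had a mean log2FC of 0.13, with 3 of 6 higher in FT (adjusted p = 0.921 from limma's camera). Their mean log2 ratio was -0.17 and -0.07 in replicates 1 and 3 and 0.34 and 0.35 in replicates 4 and 5. Setdb1 in LC had a log2FC of 0.96 (standard error 0.21, adjusted p = 0.122 from edgeR), with FT higher in 4 of 4 replicate pairs, and DESeq2 called it higher.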

IPA also highlighted fluoxetine-induced chromatin changes via the sirtuin signalling pathway (Fig. 2c), which is known to be energy-metabolism-dependent and represses transcriptional activity via deacetylation of histones, transcription factors and cofactors. Sirtuin signalling was differentially altered in most regions (18/27) and significantly repressed in a majority of these (13/18). Taken together, our results suggest that fluoxetine globally influences chromatin organisation by upregulating multiple genes involved in histone methylation, acetylation, and deubiquitination.

Lastly, we observed two globally downregulated DEG modules (module 1 and 2, Fig. 2b), which were enriched for membrane components (FDR *Q-val: 1.36e-4*), including ion channels (*Kcnj10, Kcna2, Cacna1i)*, membrane-bound receptors (*Calcrl, Erbb3, Nr3c2, Lrrtm2)*, solute transporters (S*lc6a11, Slc6a7)* and neuromodulators *(Adcy1, Slitrk2, Gabrg2, Epha6, Notch2)*. 

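Kcna2 (ENSRNOT00000050149) had a negative log2FC in 25 of 25 regions and was called lower in 4 by edgeR and 7 by DESeq2. In the raphe it had 2.70 ± 3.39 CPM in FT and 11.3 ± 4.98 CPM in Sham (SD, 4 samples each), a log2FC of -2.66 (standard error 0.39, adjusted p = 0.0426 from edgeR), lower in 4 of 4 replicate pairs. Kcnj10 was called lower in 3 regions by edgeR and 8 by DESeq2, Cacna1i in 1 and 4, Calcrl in 1 and 1, and Erbb3 in 3 and 3. Slc6a7 was called lower in 4 and 5 regions, Lrrtm2 in 2 and 5, Notch2 in 2 and 3, and Nr3c2 in 2 and 2. Adcy1 was called lower in 0 regions by edgeR and 3 by DESeq2. None of these genes was called higher in any region by either tool. Slitrk2 and Epha6 were not analysed here.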

Inhibition of a number of these genes has been shown to exert therapeutic effects on depression, anxiety and other CNS disorders [81]. IPA analysis of region-wise DEGs highlighted brain-region-specific modulation of opioid, hippo, ephrin and dopamine signalling (Fig. 2c), suggesting potential molecular mechanisms for these known antidepressant and anxiolytic effects of SSRIs [82].

In summary, our bulk RNA-seq results indicate that chronic fluoxetine administration triggers profound and complex gene expression changes across the entire brain. These include major alterations in oligodendrocyte- and neuron-specific genes, as well as genes involved in energy production, chromatin modification and diverse pathways beyond serotonin.

### Genome-wide H3K27ac landscape of Fluoxetine action

MDD is marked by reduced histone acetylation in hippocampus and PFC [31]. Consistently, histone deacetylase inhibitors, which increase global histone acetylation levels, show strong antidepressant-like activity [83]. To complement our multi-regional transcriptome map, we used ChIP-seq to profile genome-wide fluoxetine-induced histone acetylation changes in each of the 27 brain regions. In this analysis, we targeted H3K27ac, the most well-studied acetylation signature of active regulatory elements such as enhancers and promoters [84]. We used DFilter (Supplementary Methods) to call a consensus set of 48,006 H3K27ac ChIP-seq peaks across the 27 regions—these peaks represent potential gene regulatory elements. Reassuringly, as in the case of RNA-seq, the average chromatin profiles of the 27 brain regions clustered primarily based on anatomical proximity (Supplementary Fig. S7a). However, the profiles of treated and untreated samples were clearly distinct (Supplementary Fig. S7b). Remarkably, 4511 peaks within the consensus set showed significant differential acetylation between sham and fluoxetine-treated animals in at least one brain region (abs log_2_FC ≥ log_2_ (1.25), FDR *Q-val* ≤ 0.1, Supplementary Table TS10, Supplementary Methods), indicating strong chromatin modulation by fluoxetine.

Amongst the 27 regions, the dorDG, PLC, raphe, NAcSh, MS and LC showed the most striking differential acetylation between fluoxetine-treated and control groups (Fig. 3a, Supplementary Table TS11). Importantly, raphe, NAcSh and LC were among the six top-ranked brain regions for differentially acetylated peaks as well as DEGs (Fig. 1d), suggesting that these were the most prominent fluoxetine-responsive regions. Of the six brain regions listed above, the dorDG and LC showed the greatest correlation in fold-change between DEGs and their corresponding differentially acetylated promoter peaks (*R* = 0.59 and 0.55 respectively; correlation *P-val* < 0.01 for both, Fig. 3b). As noted in multiple previous studies, the correlation between differential acetylation and expression is diminished by multiple factors, including post-transcriptional regulation, DNA methylation, presence of poised promoters, and measurement noise [38, 85]. Indeed, out of top 14 regions ranked by differential peaks, seven had higher correlations while the other seven brain regions showed lower correlation (*P-val* > 0.05; Fig. 3b, Supplementary Table TS12).

**Fig. 3:**
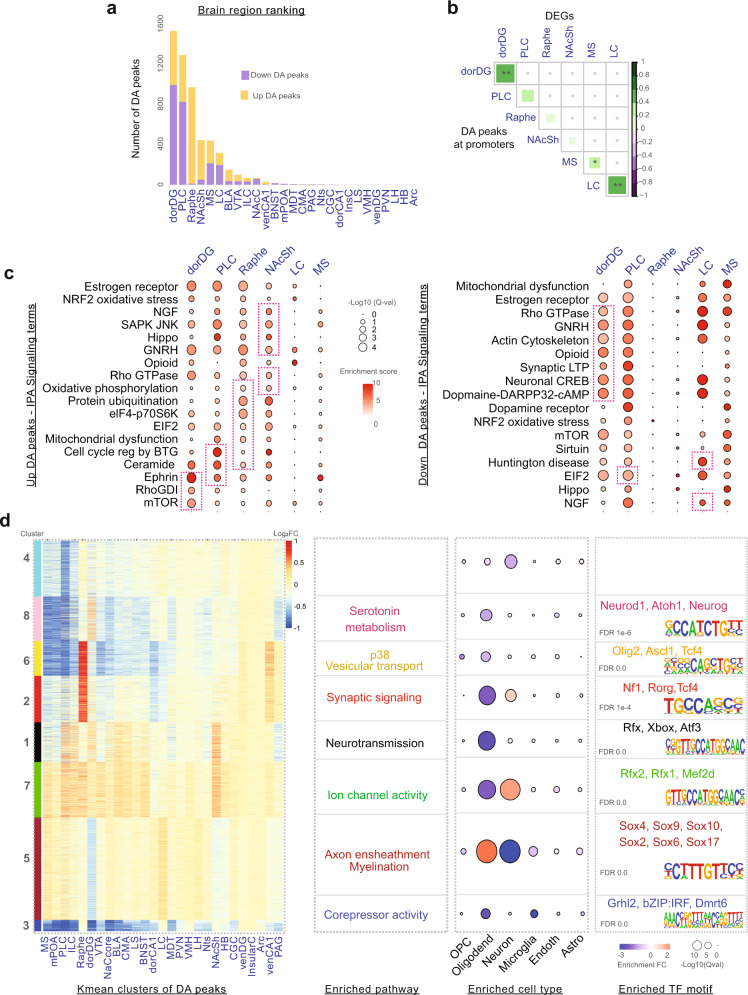
Histone acetylome-wide status of fluoxetine action. **a** Statistics of ChIP-seq dataset: Number of significant differentially acetylated (DA) peaks in the consensus set (FDR *Q-val* ≤ 0.1). Brain regions are ranked by the number of DA peaks. **b** Spearman correlations of DEG log_2_ fold-changes and their associated promoter DA peak log_2_ fold-changes in the top 6 brain regions (ranked by number of DA peaks). The intensity of the green denotes a higher correlation value as coloured in the scale bar, **: correlation *P-val* ≤ 0.01, *: *P-val* ≤ 0.05. **c** GREAT enrichment of region-wise DA peaks for IPA pathways in the top 6 brain regions as in **b**. Magenta boxes indicate pathway terms that were also enriched in the corresponding region-wise DEG set. Dot size indicates FDR *Q-val* and the colour denotes enrichment. **d** Functional annotation of the eight DA co-regulated gene clusters: top enriched pathways, enriched cell types and HOMER transcription factor motifs of each cluster are listed (FDR *Q-val* ≤ 0.1).

To examine the functional correlation between differentially acetylated peaks and DEGs, we applied the GREAT algorithm to IPA gene sets associated with fluoxetine-responsive DEGs (Fig. 3c, Supplementary Methods). Differentially acetylated peaks in the top six regions were enriched for cellular functions such as protein metabolism (eIF2 signalling, eIF4 signalling, ubiquitination), energy production (mitochondrial dysfunction, oxidative phosphorylation, mTOR signalling) and modulation of neuronal signalling (Rho-, opioid-, ceramide- and dopamine-signalling pathways). A substantial number of IPA annotations associated with DEGs were also associated with genes near differentially acetylated peaks (magenta boxes, Fig. 3c, Supplementary Methods). For example, in dorDG, multiple pathways enriched in downregulated differentially acetylated peaks were also identified as repressed in RNA-seq, and vice versa (magenta boxes, Fig. 3c). These trends were also evident among upregulated peaks in raphe and NAcSh. These results suggest strong functional consistency between differentially acetylated peaks and DEGs.

To identify and characterise differentially acetylated peaks modulated by fluoxetine in a similar manner across brain regions, we used k-means clustering to cluster differentially acetylated peaks by their fold-change profiles (Fig. 3d). For each cluster of differentially acetylated peaks, we identified enriched functional categories (GREAT, Supplementary Methods), transcription factor (TF)-binding motifs (HOMER, Supplementary Methods) and cell-type-specific markers (BRETIGEA database, Supplementary Methods). As in the case of DEGs, we observed two differentially acetylated clusters (Clusters 1 and 7) upregulated in >8 brain regions that were significantly enriched for ion channels (FDR *Q-val*: *5.8e-4*), synaptic signalling (FDR *Q-val: 0.01)* and neuron-specific markers (FDR *Q-val: 1.1e-14)* (Fig. 3d, Supplementary Tables TS13,14). Importantly, TF motifs of Rfx1/2, Mef2d and Atf3, all of which are implicated in depression and anxiety [86], were enriched in this cluster (Fig. 3d, Supplementary Tables TS15). Cluster 3, representing co-regulated differentially acetylated peaks globally downregulated by fluoxetine, was enriched for RNA polymerase II transcription corepressor activity (FDR *Q-val: 5.8e-4)* and for TFs associated with co-repressor functions (Grhl2, Dmrt6, Bzip:Irf). Cluster 5 consisted of differentially acetylated peaks upregulated in LC and downregulated in dorDG. This cluster showed strong enrichment for functional categories and cell type markers specific for oligodendrocytes. Interestingly, HOMER identified the Sox family of TFs, which are known to be dysregulated in MDD [87], as the most strongly enriched in Cluster 5.

Overall, the above results indicate consistency between differentially regulated pathways inferred from RNA-seq and ChIP-seq, namely energy and protein metabolism, ion channels and synaptic transmission. Analysis of histone acetylation changes in response to fluoxetine suggests the presence of distinct gene regulatory modules altered in neurons and glia, and provide candidate TFs that may contribute to these changes.

### Single-cell transcriptome analysis of the hippocampal DG

Thus far, we have used bulk-sample omics assays to characterise fluoxetine response in 27 brain regions. Though bulk-based assays are efficient for large-scale sample processing, they cannot resolve the heterogeneity of cellular responses within a tissue. We therefore complemented the above-described assays with scRNA-seq analysis of two brain regions. In this analysis, we prioritised the dorDG, which ranked first among the 27 regions in terms of the number of differentially acetylated peaks and third in the composite ranking based on the sum of log-ranks in ChIP-seq and RNA-seq (Supplementary Tables TS12). 

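In dorDG and in venDG, edgeR called 0 transcripts, with an unadjusted p under 0.05 for 1767 transcripts in dorDG and 1591 in venDG. With DESeq2, 41 transcripts were called in both regions, 25 higher and 16 lower in FT, out of 8435 tested in both. Fisher's exact test gave p = 1.2e-23, but it takes transcripts as independent, and both regions come from the same pools of animals. This p therefore does not tell a shared drug effect from a difference between pools. Without the low-count filter, edgeR called 128 in both, and without replicate 3 it called 7. The edgeR log2FC of dorDG and venDG had a Pearson's r of 0.589 across 12921 transcripts, which are not independent replicates. This r was 0.339 without replicate 4 and 0.766 without replicate 1.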

For comparison, we also included the venDG, a region at the other end of the hippocampus that shared 39 DEGs with dorDG. Note however that the majority of DEGs were distinct in these two regions (Fig. 4a). 

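A difference between dorDG and venDG in the response to fluoxetine was tested as an interaction of treatment and region in a joint edgeR fit with a block for each replicate of each region. Of 14265 transcripts, 0 passed an adjusted p of 0.1, and 175 had an unadjusted p under 0.05. This is a smaller share than that threshold gives by chance, so the fit was conservative and does not exclude a difference. This fit leaves out that both regions come from the same pools of animals. With a treatment effect for each replicate number shared by both regions, a fit chosen after the data were seen, 0 passed and 818 had an unadjusted p under 0.05. DESeq2 called 297 transcripts in dorDG and 238 in venDG, each region fitted alone.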

The relevance of these two regions was further supported by the fact that they have been widely implicated in MDD and antidepressant response [88–91].

**Fig. 4:**
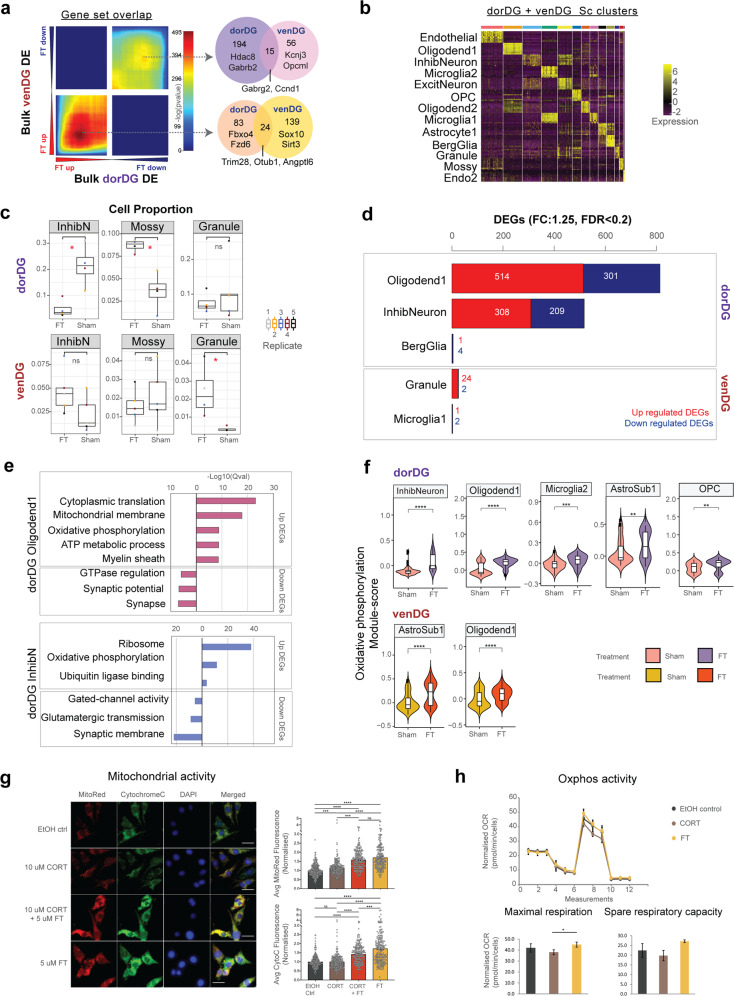
Cellular landscape of fluoxetine action in dorDG and venDG. **a** Rank-rank hypergeometric overlap (RRHO) maps show the threshold-free differential expression comparison between dorsal and ventral DG in this study. Pixels represent the overlap between the transcriptome of each comparison, with the significance of overlap (–log_10_ (*P-val*) of a hypergeometric test) colour coded. Genes along each axis are sorted from most significantly up-regulated (lower left) to most down-regulated (top right). Venn diagram shows overlap of significant DEGs in dorDG and venDG. **b** Heatmap showing 12 cell types obtained by clustering 3,517 single cells from 5 replicates per treatment group. Two-step clustering using supervised RCA2 clustering, followed by Seurat unsupervised clustering was performed. Top 10 markers specific for each cluster are plotted. **c** Cell types with significant changes in proportion between Sham and FT groups in dorDG or venDG (both regions shown to highlight region-specific differences). *: Wilcoxon *P-val* ≤ 0.05. **d** Treatment-specific DEGs (FT vs Sham) for dorDG and venDG cell types. Single cells from each cell type were aggregated by replicate into an averaged pseudo-bulk expression profile. Pseudo-bulk expression profiles were then used to calculate DEGs (absolute log_2_FC ≥ log_2_(1.25), FDR *Q-val* < 0.2). **e** Top GO terms following gene set enrichment analysis of cell-type-specific pseudo-bulk DEGs (FT vs Sham). **f** Module-score analysis for the oxidative phosphorylation gene set in dorDG and venDG cell types. Cell types with significant FT vs Sham module score are plotted. **** indicates: FDR *Q-val* < 3e-05, ***: FDR *Q-val* < 5e-03, **: FDR *Q-val* < 0.05. **g** *Left*, representative images of CRL-2199 glial line treated with vehicle control, corticosterone (CORT), fluoxetine (FT) and CORT + FT, stained with DAPI (blue) and MitoTracker Red (red) and immunostained against cytochrome c (green). Scale bars, 20 μm. *Right*, quantification of average MitoTracker Red (top) and cytochrome c (bottom) fluorescence signals normalised to vehicle control (*n* = ~200 cells per group using three independent experiments; values for individual cells are shown as open circles; error bars denote SEM). SEM, standard error of the mean. **h** Oxygen consumption rate (OCR) measurements normalised to cell number measured by Hoechst 33342 fluorescence signal (mean of 3 biological replicates ±SD, technical replicates =34). SD, standard deviation.

We generated single-cell gene-expression profiles from dorDG and venDG micro-punches (*n* = 5 replicates, each replicate pooled from three animals). After stringent QC (Supplementary Methods, Supplementary Fig. S8), we retained 3,517 high quality cells for further analysis. Using supervised and unsupervised clustering of single cell transcriptomes [92, 93], we identified 12 distinct cell types in dorDG and venDG (Fig. 4b, Supplementary Fig. S9, Supplementary Tables TS16–17*and* Supplementary Methods). We hypothesised that fluoxetine may alter cell type proportions as well as cell-type-specific gene expression, and that these alterations may differ between the two dentate gyri. Indeed, we observed a substantial increase in granule cell counts in the fluoxetine-treated venDG (*P-val*: *0.03*, Fig. 4c, Supplementary Tables TS18). This cellular phenotype of treated animals could potentially have behavioural consequences, since increased granule cell proliferation has been observed in the ventral hippocampus of antidepressant responders and stress-resilient animals [94, 95]. Notably, no such shift was observed in dorDG (Fig. 4c). Rather, in dorDG, fluoxetine drove a significant decrease in the number of inhibitory neurons relative to control and an increase in mossy cells (*P-val*: 0.03 in both cases). The fluoxetine-induced shifts observed in dorDG could also have behavioural consequences, since mossy cell depletion is associated with increased anxiety in rodents and inhibitory neuron abundance is positively associated with MDD [96, 97]. In summary, these results highlight distinct cell types in these two hippocampal brain regions that could be prioritised in studies of the mechanism of action and therapeutic effects of SSRIs.

Next, we sought to identify the cell types whose transcriptomes were substantially altered by fluoxetine, i.e. the cell types with a substantial number of DEGs (Supplementary Tables TS19, Supplementary Methods). In the dorDG, two cell types contributed the vast majority of DEGs: oligodendrocyte1 (514 up, 301 down) and inhibitory neurons (308 up, 209 down) (Fig. 4d, Supplementary Tables TS19). Notably, a substantial number of DEGs were shared between these two cell types (148 up, 47 down). Although DEGs may be detectable in additional cell types in larger cohort sizes, this result nevertheless suggests that these two cell types may be the strongest responders in dorDG. The transcriptional response of the venDG was more modest (Fig. 4d, Supplementary Tables TS19). The finding that fluoxetine substantially alters gene expression in oligodendrocytes in dorDG constitutes yet another link to previous results on depression, namely that glial cell types play a prominent role in the etio-pathology of MDD [45, 78].

To link cell-type-specific DEGs to known biological pathways, we tested for enriched gene annotations (FDR *Q-val* ≤ 0.05, Fig. 4e, Supplementary Tables TS20 and Supplementary Methods). In both oligodendrocyte1 cells and inhibitory neurons, upregulated DEGs showed strong enrichment for cytoplasmic protein translation machinery (*Rps3, Rpl18, Rpl23a*), ETC complex and ATP metabolism genes (*Uqcrh, Uqcrq, Ndufsv2, Atp5f1d, Cox6*) (Fig. 4e). DEGs downregulated in oligodendrocyte1 were enriched for synapse and GTPase regulators (*Gabrb1, Gria2, Gria3, Syt1*), while those in inhibitory neurons were enriched for ion channels and glutamatergic transmission (*Cacna1a, Nlgn2, Epha7, Ntrk2, Gria2*). Importantly, these terms were strongly concordant with the broad trends inferred from bulk RNA-seq and ChIP-seq (Figs. 2c, 3c). Next, we used a gene-module-scoring approach (Supplementary Methods) to examine in a hypothesis-driven manner if these gene sets might show systematic upregulation in additional cell types. Notably, the oxidative phosphorylation module score was significantly increased by fluoxetine administration in 5 of 12 dorDG cell types (oligodendrocyte1, inhibitory neurons, astrocyte1, oligodendrocyte precursor cells and microglia2) and in oligodendrocyte1 and astrocyte1 cells in venDG (FDR *Q-val* ≤ 0.01, Fig. 4f, Supplementary Tables TS21). These results consistently suggest that increased energy metabolism may constitute a central mechanism of action of fluoxetine, and that glial subtypes (oligodendrocyte1, astrocyte1 and microglia2) could be potential mediators of this effect.

We examined if these transcriptomic changes would result in functional alterations in mitochondria and oxphos activity. To assess the mitochondrial membrane potential gradient generated as a result of oxidative phosphorylation, we treated the glial line CRL-2199 with FT, corticosterone (CORT, a glucocorticoid stressor) and corticosterone+fluoxetine (CORT + FT) for 3 days (Supplementary Methods). Following the different treatments, we labelled live cells with MitoTracker Red, a dye that localises to the mitochondrial membrane in a membrane potential-dependent manner, and immunostained for the oxphos membrane protein cytochrome c. Quantification of the average fluorescence signal revealed that MitoTracker Red was significantly upregulated in the fluoxetine group by 1.7-fold relative to vehicle control (*P-val* < 0.0001) and by 1.6-fold in the CORT + FT group (*P-val* < 0.0001, Fig. 4g, Supplementary Methods). This suggests an increase in mitochondrial abundance. Similarly, there was a 1.7 and 1.4-fold increase in cytochrome c levels in the FT and CORT + FT group compared to vehicle, respectively, suggesting a fluoxetine-induced increase in oxphos activity. Next, we measured the oxygen consumption rate (OCR) of cells as a proxy for the oxidative phosphorylation rate. In the presence of a stressor, the OCR decreased, whereas fluoxetine administration increased oxygen consumption by 11 percent relative to the CORT group (*P-val*: 0.04, FT vs CORT, Fig. 4h), indicating a shift towards higher oxidative phosphorylation in glial cells. Taken together, these assays show that fluoxetine upregulates mitochondrial abundance and mitochondrial ATP pathways in vitro, which corroborates with the concerted transcriptomic and epigenomic regulation of energy metabolism genes as revealed by the bulk and single-cell analysis.

We next sought to explain the above-described patterns of differential expression by identifying cell-type-specific ‘regulons’, which are defined as TFs coupled with their downstream targets. Using SCENIC (Supplementary Methods), we detected 178 regulons in dorDG and 173 in venDG (Supplementary Tables TS22a, Supplementary Fig. S10), of which 136 and 131, respectively, were differentially active in at least one cell type (FDR *Q-val* < 0.1, Fig. 5a, Supplementary Tables TS22b). Consistent with the sharing of DEGs between oligodendrocyte1 and inhibitory neurons in dorDG, we identified a shared set of fluoxetine-activated regulons (*Atf4, Jun, Crem, Fosb, Ets2, Sox15, Srebf1, Fos, Spi1*) in these two cell types (blue box, Fig. 5a). These transcription factors drive ATP synthesis, as well as transcription and translation of cytoprotective genes, in response to mitochondrial signalling [98, 99]. Intriguingly, the regulons of four of the above-mentioned TFs (*Crem, Atf4, Fos, Fosb*) were also activated by fluoxetine in venDG astrocyte1 and oligodendrocyte1 cells, albeit less strongly (Fig. 5b). These are precisely the venDG cell types in which the oxidative phosphorylation gene module was upregulated (Fig. 4f). Taken together, these results suggest that the above-mentioned TFs may contribute to hippocampal activation of energy metabolism genes in response to fluoxetine.

**Fig. 5:**
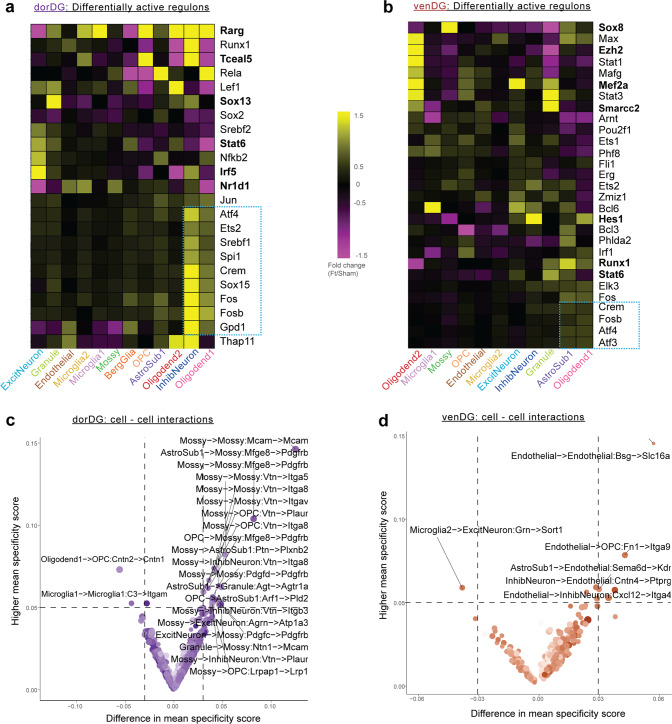
Association of dorDG and venDG cell types with master regulators and cellular cross-talks. **a** Heatmap of differentially active regulons identified by SCENIC in dorDG cell types, coloured by fold-change of regulon activity score in FT vs sham. Blue rectangle indicates regulons related to energy metabolism. Bold indicates the top differential regulon for major cell types. **b** As in **a**, but for venDG. **c**. NATMI-identified differential ligand-receptor pairs in dorDG cell types between FT and Sham. Top differential interactions (by higher specificity score and greater difference in specificity score) are labelled. **d** As in **b**, but for venDG.

In addition to treatment-specific regulatory programs, we investigated fluoxetine-induced changes in signalling between pairs of cell types. We performed signalling analysis using NATMI (Supplementary Methods), which leverages a literature-curated catalogue of ligand-receptor pairs to estimate their interaction strength in pairs of cell types. By comparing fluoxetine-treated vs. control samples, we detected 22 ligand–receptor combinations with differential interaction scores in dorDG and 6 in venDG (Fig. 5c, d, Supplementary Tables TS23, Supplementary Fig. S11). Interestingly, mossy cells were prominent in dorDG, participating in 18/20 signalling interactions with higher scores in the fluoxetine-treated group (Fig. 5c, d). Of these, *Pdgfrb* stood out as the receptor with the largest number of differential interactions (5/20 interactions). SSRI treatment in vitro activates *Pdgfrb* via serotonin receptors *(Htr1a, Htr2b)*, resulting in increased neuroprotective growth factor signalling [100]. In addition, mossy cells have an established role in adult neurogenesis [101, 102] and mediate anti-anxiolytic and neurogenic responses to antidepressants [103]. Together with the observed increase in mossy cell abundance (Fig. 4c), these results suggest that mossy cells could be an important mediator, and provide candidate signalling interactions that may contribute to the mechanism of action of fluoxetine.

In summary, scRNA-seq analysis of the two hippocampal sub-regions highlights 1) the substantial differences between dorDG and venDG in their molecular responses; 2) increased energy metabolism as a prominent mechanism of fluoxetine action; and 3) glial subtypes, inhibitory neurons and mossy cells as cellular effectors of fluoxetine.

## Discussion

Here we mapped the transcriptomic and epigenomic landscape of chronic fluoxetine exposure across the rodent brain. Prior studies examined fluoxetine-mediated genome-wide transcriptional alterations in limited brain regions using microarrays [22, 23, 104, 105] or targeted profiling of candidate genes [106]. Our work expands current understanding of fluoxetine action by investigating a broader panel of 27 brain regions, adopting a multimodal approach of RNA-seq, H3K27ac ChIP-seq profiling, and complementary scRNA-seq of two hippocampal regions. The unique breadth of our study enabled comprehensive insights into fluoxetine action including: a) the occurrence of thousands of region-dependent molecular changes across the brain, a majority of which are previously unknown; b) identification of the raphe, nucleus accumbens (NAc), dorsal dentate gyrus (dorDG), locus coeruleus (LC) and pre-limbic cortex (PLC) as the most strongly affected regions; c) increases in chromatin remodelling, energy metabolism and mitochondrial gene expression; d) cell-type-specific changes in oligodendrocyte and neuronal subtypes; and e) stark differences in fluoxetine response along the dorso-ventral axis of the dentate gyrus.

Fluoxetine treatment produced profound changes in transcription and chromatin openness across multiple regions of the brain. We identified 4447 transcripts and 4511 peaks that underwent alterations in at least one brain region following fluoxetine treatment (Figs. 1d, 3a). Of these, we observed significant enrichment of DEGs for single nucleotide polymorphisms identified in GWAS studies for MDD, SSRIs and antidepressant response (Fig. 1g, Supplementary Tables TS5). This study therefore expands the list of MDD-informative brain regions that warrant modelling in animal studies of stress and antidepressant mechanisms. Notably, several region-wise DEGs that coincided with GWAS and PsyGeNET loci (e.g. *Opkr1*, *Kcnk9*, *Sst*, *Slc6a3*, *Slc5a7*, *Slc7a10*, *Negr1*) have been investigated as druggable targets for improving the efficacy and safety of neuropsychiatric drugs [107, 108] (Fig. 6). Moreover, 58 differentially regulated transcripts identified in this study overlapped candidates from three gene expression studies of MDD [45, 109] (Supplementary Tables TS24), a vast majority of which were altered in multiple regions beyond the single region profiled in the respective human studies (e.g. *Arhgef25*, *Kmt2a*, *Mettl9*, *Rhoa*, *Mgat4c)*. Consistent with this, we observed a good overlap of transcriptional changes between our datasets and antidepressant responses in multiple stress paradigms. We also identified specific cell types in which known MDD genes were altered by fluoxetine (e.g. *Dock4* in dorDG oligodendrocyte1, *Prkar1b* in venDG granule and *Klf26b* in inhibitory neurons) (Supplementary Tables TS24). These analyses highlight the relevance of fluoxetine-induced alterations identified in this study to human clinical phenotypes of MDD and treatment response, and reveal additional brain regions, gene candidates and cell types for further investigation.

**Fig. 6:**
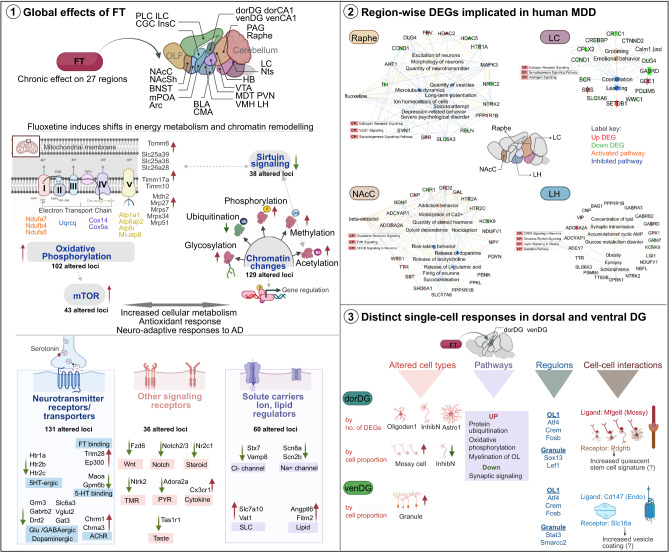
Schematic summary of effects of chronic fluoxetine identified in this study. **1**. Broad effects of chronic fluoxetine: Enriched functional terms and overarching pathways. **2**. DEGs across brain regions showed significant enrichment for MDD associated gene loci. A network diagram for 4 regions and their respective MDD-DEGs are illustrated. Region specific downstream pathways and functional implications are shown. Red – upregulated gene, green- downregulated gene; Orange terms indicate upregulated functional activity, while blue denotes inhibition of the functional term. **3**. Fluoxetine-induced effects at single-cell resolution.

Our composite ranking of the 27 brain regions, based on the sum of log-ranks in ChIP-seq and RNA-seq (Figs. 1d, 3a, Supplementary Tables TS4), revealed raphe, NAcSh, dorDG, LC, NAcC and PLC as the regions with the strongest molecular response to fluoxetine. The NAcSh and LC showed the next strongest accumulation of transcriptomic and epigenomic changes, contrary to a previous microarray study that detected merely 39 DEGs in LC and ranked the region’s fluoxetine response as low [22]. Though biochemical studies [110–112] have highlighted that neurotransmitter levels in the LC and NAc regulate fluoxetine-induced behavioural responses, a map of the underlying transcriptomic and epigenetic correlates has been missing hitherto. The extensive alterations in multiple receptor-driven signalling pathways (Fig. 6) across multiple regions, could explain molecular adaptations leading to the therapeutic and side effects of chronic fluoxetine regimes.

To examine the biology underlying these antidepressant-induced gene regulatory changes, we identified pathways and co-regulated network modules enriched in differentially expressed genes and acetylated peaks (Figs. 2a–c, 3c, d). We found evidence for functional consistency between DEGs and differentially acetylated loci. Functional enrichment analysis of k-means cluster modules and region-wise pathway enrichment identified chromatin remodelling, cellular metabolism and mitochondrial themes across most regions.

Fluoxetine drove an overall increase in the transcription of genes involved in energy production. MDD patients show both reduced brain glucose metabolism and mitochondrial impairments [113–116]. Interestingly, antidepressant treatments normalised some of these dysregulated proteins and reversed depressive behaviour [117–120]. The >100 DEG and DA loci we identified in this functional category form an unprecedented candidate list of potential SSRI-induced energy metabolism regulators (Fig. 6). 

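In venDG, Mdh2 (ENSRNOT00000001958) had 736 ± 308 CPM in FT and 411 ± 163.8 CPM in Sham (SD, 4 samples each), a log2FC of 0.86 (standard error 0.27, adjusted p = 0.358 from edgeR), higher in 4 of 4 replicate pairs. Pfkl (ENSRNOT00000001625) had a venDG log2FC of 0.71 (standard error 0.18, adjusted p = 0.325 from edgeR), also higher in 4 of 4 pairs. DESeq2 called Pfkl (adjusted p = 0.019) and Mdh2 (adjusted p = 0.0681) in venDG. In dorDG, neither was called by edgeR or DESeq2, with a log2FC of 0.54 for Pfkl and 0.45 for Mdh2. Sdhb, Cox5a, Aacs and Ckb, the creatine kinase gene found in the files, were called in neither region by either tool. The paper's calls could lie in dorCA1 or venCA1, hippocampal subregions that were not analysed here. Their log2FC in these regions lay between 0.19 and 0.88. Cox5a in venDG had a log2FC of 0.19, which became -0.02 without replicate 3 and -0.07 without replicate 5. In the FT venDG samples, 1 value lay far above the others for Mdh2 (replicate 1), Sdhb (replicate 1) and Cox5a (replicate 3).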

Of the energy metabolism DEGs, upregulation of *Sdhb*, *Mdh2*, *Cox5a, Pfkl, Ck and Aacs* transcripts in specific hippocampal subregions is in agreement with their increased activity or protein levels in response to antidepressants [118, 121, 122]. We observed such changes in diverse additional regions (>9) beyond the hippocampus.

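Across the 25 regions, Pfkl was called higher in FT in 2 regions by edgeR and 14 by DESeq2, and Ckb in 1 and 12. Aacs was called higher in 2 and 6 regions, and Cox5a in 1 and 2. By replicate pair, Pfkl was higher in FT in 19 of 22 regions for replicate 1, 20 of 23 for replicate 3 and 25 of 25 for replicates 4 and 5.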

In addition to mitochondrial alterations, we found widespread regulation of histone modifications and chromatin signatures (Fig. 6). Studies have shown that chronic stress and depression reduces H3 histone methylation, resulting in deregulation of neuronal plasticity [123]. It has been suggested that antidepressants reverse these chromatin alterations, although these reports are largely limited to modifications at specific gene promoter loci and single brain regions [123–125]. Here, we find that fluoxetine pervasively influences chromatin permissiveness by regulating the expression of a gamut of genes involved in histone methylation, phosphorylation and deubiquitination. Together with AD-induced global increases in energy metabolism, these changes in chromatin remodelling could synergistically drive transcriptional cascades involved in neurotransmitter and ion transport, vesicular trafficking, protein synthesis, protein folding and clearance [126]. Antidepressant induced chromatin changes have also been shown to resemble epigenetic signatures seen in stress-resilient animals [127]. We propose that further investigation of our genome-wide candidate loci could potentially reveal fundamentally novel AD and stress resilience mechanisms.

We then examined specific cell types associated with fluoxetine response. We found that oligodendrocytes and neurons were the two major fluoxetine-responsive cell types in our analyses, however there was a strong heterogeneity across the 27 brain regions (Supplementary Fig. S5b). Interestingly, oligodendrocyte subtypes and a subset of the DEGs we identified have been implicated in a recent single-cell study on the PFC in MDD [45] (Supplementary Tables TS24). Our scRNA-seq data from dorDG and venDG provided a higher resolution map of fluoxetine-induced effects and their regional differences: five cell types in dorDG and 2 in venDG showed a significant increase in oxidative phosphorylation scores and shared relevant upstream regulators (Figs. 4f, 5a, b). Taken together, these five hippocampal cell types could be prioritised for further investigations of SSRI-induced metabolic changes. We propose that ligand-receptor interactions involving mossy cells (*Pdgfrb*, *Megf8/Vtn*) could be important signalling mediators of fluoxetine action in dorDG (Fig. 5c), and promising candidates for follow-up studies.

Studies on differences in antidepressant efficacy between males and females have led to inconclusive findings [128]. While some studies have reported sex-dependence of antidepressant-induced behavioural and molecular changes [129, 130] others have concluded that some changes are sex-independent [131, 132]. Due to the known influence of variations in the female rat’s oestrus cycle on fluoxetine’s efficacy [133, 134] and the additional resources and handling associated with syncing the oestrus phase of a large cohort, we chose to focus our study on male rats. Future studies are needed to investigate sexual dimorphism of fluoxetine’s response across diverse brain regions to complement the current dataset [135] leveraging the region-specific effects reported here.

In summary, our results greatly expand the current understanding of the spatial molecular complexity of fluoxetine response. This dataset highlights understudied brain regions and provides a framework for selecting candidate genes, pathways and cell types for further mechanistic analysis and identification of targetable pathways for depression and anxiety.

## Data and codes availability

Raw data have been deposited at the NCBI’s Gene Expression Omnibus, under the following accession numbers: ChIP-seq- ***GSE193040***; RNA-seq- ***GSE194289;*** scRNA-seq- ***GSE197622***. Codes for most of the routines are available at Github (https://github.com/arulrayan/Integrative-multi-omics-landscape-of-fluoxetine-action-across-27-brain-regions) or upon reasonable request.

## Supplementary information

Supplementary Methods

Supplementary Figures

Supplementary Tables

# Supplementary material for: Integrative multi-omics landscape of fluoxetine action across 27 brain regions reveals global increase in energy metabolism and region-specific chromatin remodelling
**Source:** Mol Psychiatry. 2022 Sep 2;27(11):4510–25. doi: 10.1038/s41380-022-01725-1
**Supplement:** Supplementary file 1 — Supplementary Methods

## **Supplementary Methods:**

### **Animal housing and treatment**

All procedures were performed in accordance with the guidelines established by the Canadian Council on Animal Care (CCAC) with protocols approved by the McGill University Facility Animal Care Committee (FACC). Long-Evans rats were purchased from Charles River (RRID:RGD\_2308852) and bred at the Douglas Mental Health University Institute animal facility. Offspring were weaned on postnatal day 22. 60-day old uncharacterized male rats were housed in pairs and separated as control (Sham) group and fluoxetine-treated (FT) group. Food and water were provided *ad libitum* and bedding was changed weekly. Body weights were collected at the start of treatment and on the sac date. Fluoxetine (18 mg/kg/day) was provided *ad libitum* in the drinking water. This formed the treatment group rats, while rats in the Sham group received only water. Fluoxetine dosing was controlled by estimating the water consumption. We first estimated the baseline consumption by measuring the 24h water intake of the animals. To ensure a dose of 18mg/kg/day (bw), the fluoxetine concentration in the water was individually adjusted per cage according to the baseline consumption and the weight gain per week. During the six-week treatment, the animals were weighed weekly, and water consumption was measured every 48 hours, three times a week. The bottles containing the solutions were covered in aluminium foil and placed on a plexiglass sheet within the cage top. Rats were pair housed. Fluid consumption was measured every Monday, Wednesday and Friday and the solutions were replaced in new water bottles at this interval. Animals of both Sham and FT group were sacrificed after 6 weeks, between 10:00 am and 12:00 pm.

### **Behavioural scoring – Forced Swim Test**

During day 1 (training or acclimatization session) rats were placed individually into a clear plexiglass cylinder (25cm diameter, 65cm height) with water at a depth of 35-40 cm (23-25°C) for a period of 15 min. This session was recorded using a video camera and the total time the rat spent immobile or swimming was measured.

Day 2 (test day, 24-hr post-training session): The training phase and the testing phase of the experiment were completed at the same time of day for each rat. The test session lasted 10 min. Both training and test sessions were recorded using a digital camera kept at water level to observe the entire body length of the animal and assist in better coding the activity. Time spent immobile was defined as the period of time the animal spent motionless or floating, or only taking the minimal actions required to keep its head above water level. Swimming was measured as any coordinated motion of the animal in the container away from the walls. To ensure accuracy, immobility was calculated as follows:  $T_{\text{immobile}} = 600\text{s} - (\text{Time}_{\text{Climbing}} +$

Time<sub>Swimming</sub>). The time spent immobile in the FST was used as a measure of “behavioural despair” (*Figure 1b, Supplementary Table TS1b*).

Note: Forty rats per condition were used in the omics-data generation (bulk RNA-seq, ChIP-seq, and scRNA-seq assays), whereas these behavioral assays were performed on an independent cohort of 10 animals per group (Sham vs. FT). This strategy was employed to avoid any confounding effect on the transcriptome induced by the battery of behavioral tests conducted.

### **Tissue collection**

Rat brains were rapidly removed, flash frozen using cold isopentane and stored at -80°C. We did a 200 µm thickness coronal slicing of the frozen brain. We then micro-punched different brain regions from these 200 µm sections, using 1 mm and 0.5 mm diameter tissue punchers, while maintaining -20°C cryostat chamber conditions. We chose the bregma planes of each of the 27 regions following the well-defined illustration found in Paxinos atlas [1], *Supplementary Table TS1*. Tissue material for any particular region was pooled across 2-3 consecutive sections of the brain. Tissue punches of a region were pooled across 10 animals/brains to form one replicate. There were 4 biological replicates (40 animals per treatment group) for RNA-seq and 2 biological replicates (20 animals per treatment group) for ChIP-seq. In order to avoid introduction of batch effects/technical processing artefacts, corresponding Sham and FT samples of one replicate were processed in parallel.

### **Bulk RNA-seq data generation**

Frozen, pooled brain tissue punches for each region were thawed on ice in 1 ml Trizol. Tissue was then homogenized using a manual glass douncer with 7-15 slow strokes on ice. RNA was extracted from each replicate sample using the Qiagen RNA Mini kit (Qiagen, Cat# 74104) as per the manufacturer’s instructions with on-column DNase I treatment. RNA quality was examined using a Bioanalyzer 2100 (Agilent technologies, Santa Clara, USA). RNA Integrity Number (RIN) values ranged from 7.1 to 10, with a median value of 9.5. cDNA libraries were prepared using 300 ng of total RNA, from 27 regions in every replicate, using the Illumina TruSeq Stranded Total RNA LT set (Illumina, Cat# RS-122-2301). Paired-end, 76 bp read length RNA-seq was carried out on the Illumina HiSeq 2500 at a depth of 20M reads per sample.

### **RNA-seq data analysis**

- a) Mapping: RNA-seq data were aligned to the *Rattus norvegicus* rn5 genome (Rn5 ENSEMBL) with the STAR aligner. Read counts were concurrently calculated using HTseq. Any dataset that failed the default Fastqc sequencing parameters and < 75% mapping rate was discarded.
- b) Visualisation using Principal component analysis (PCA) and t-Distributed Stochastic Neighbor Embedding (tSNE):  
Each brain region had 8 datasets (4 Sham and 4 FT replicates). The RNA-seq read counts were quantile normalised, followed by log transformation. Batch correction was performed using limma, adopting default parameters with replicates specified as batches. Following normalisation and batch correction, the top 20% of genes (by read counts) were visualised using tSNE and PCA (**Supplementary Figure S1a**). (Note that the normalisation and batch correction described here were performed for visualisation purposes only.)
- c) Outlier removal: Region-wise PCA plots (PC1 and PC2 loadings) of normalised read counts were reviewed for outlier detection. Outliers were defined as data points outside 1.5 standard deviations from the mean of both PC loadings (PC1 & PC2). Two biological replicates of CGC region were identified as outliers and removed from further downstream analysis (**Supplementary Figure S1b**).
- d) Differential analysis (DEG calling):  
DESeq2 (<https://bioconductor.org/packages/release/bioc/html/DESeq2.html>) was used for computing differential expression statistics between Sham and FT samples per region. We provided the original read count matrix as input for DESeq2, and used the recommended batch correction mode, wherein replicate numbers constituted batches. DEG cut-offs were as follows: absolute  $\log_2\text{FC} \geq \log_2(1.25)$  and  $\text{FDR } Q\text{-val} \leq 0.1$  (**Supplementary Figure S2, Supplementary Table TS4b**). All read counts of region-wise DEGs were also visualised by tSNE (**Supplementary Table TS2, Supplementary Figure S1**).

## **Validation of DEGs**

### **High-throughput qPCR**

The expression levels of 16 top DEGs from six brain regions (8 upregulated and 8 downregulated genes per region; 96 in total) were assayed using high-throughput Fluidigm BioMark™ HD System Real-Time PCR. Briefly, diluted cDNA samples from FT and Sham groups were mixed with reaction reagents (primers, RT enzymes) and loaded on microfluidic chips. Chips were read by the Fluidigm BioMark™ HD System Real-Time PCR suite. qRT-PCR results were analysed using the formula,  $2^{-\Delta\text{Ct}}$  ( $\Delta\text{Ct} = \text{Target gene} - \text{Reference gene (B2M)}$ ), and fold changes were computed. We plotted qPCR fold changes of the 8 ‘Up’ and 8 ‘Down’ RNA-seq DEGs using box-plots, and calculated the statistical significance between the two

groups using Wilcoxon rank sum test (**Supplementary Figure S3a**).  $P\text{-val} < 0.05$  was accepted as statistically significant.

#### RNAscope, Image Acquisition and Analysis

To validate the regional heterogeneity of DEGs, we used RNAscope on brain tissue sections covering 3-4 regions. *Otub1*, *Trim28* and *Sirt2* were the DEGs chosen for single molecule RNA validation. 10  $\mu\text{m}$ -thick sections of frozen fluoxetine-treated and untreated rat brains were sectioned and stored at  $-80^{\circ}\text{C}$ . RNAscope Multiplex Fluorescent V2 assay (ACDBio, Cat# 323100) was implemented following the manufacturer's instructions for fresh frozen samples. In summary, sections were fixed in 4% paraformaldehyde in 1x PBS at  $4^{\circ}\text{C}$  for 15 min and then dehydrated in increasing concentrations of 50%, 70%, 100% ethanol. The sections were treated with hydrogen peroxide for 10 min, followed by RNAscope Protease IV for 30 min, both at room temperature. The probes were diluted to a working concentration as specified by the manufacturer and then hybridized with the sections for 2 h at  $40^{\circ}\text{C}$ . Sections were stored in 5x SSC overnight before hybridization with AMP 1, AMP 2 and AMP 3 for 30 min, 30 min and 15 min respectively at  $40^{\circ}\text{C}$ . Fluorescent dyes used were Opal 520 (Akoya Biosciences, Cat# FP1487001KT), Opal 570 (Akoya Biosciences, Cat# FP1488001KT) and Opal 690 (Akoya Biosciences, Cat# FP1497001KT), diluted at 1:1000, 1:1000 and 1:750 respectively in TSA buffer. Sections were then incubated with HRP-C1 for 15 min at  $40^{\circ}\text{C}$ , with the Opal dye for 30 min at  $40^{\circ}\text{C}$  and lastly with HRP blocker for 15 min at  $40^{\circ}\text{C}$ . The incubation process for HRP-C1 was repeated for HRP-C2, HRP-C3 and HRP-C4. Slides were then briefly dried to remove excess liquid and stained with DAPI using NucBlue Fixed Cell ReadyProbes Reagent (DAPI) (Life Technologies, Cat# R37606). The sections were mounted using ProLong Gold Antifade Mountant (Life Technologies, Cat# P36930) and allowed to dry overnight.

Images were acquired using a Leica confocal microscope. The same laser settings were used for Sham and fluoxetine-treated samples. Quantification of RNA expression was done using Python. Briefly, the images were manually cropped to selected regions of interest. The images were then clipped at the 99.99<sup>th</sup> percentile and smoothed using a Gaussian blur. Quantification of fluorescence was calculated at a selected percentile threshold for the treated samples. The selected thresholds were usually between 95<sup>th</sup> to 99.5<sup>th</sup> percentile. The absolute value used for thresholding the fluoxetine-treated sample was then used for the paired untreated sample. The number of pixels above the threshold was treated as an indication of the level of expression. An estimate of the number of cells in the image was obtained by quantifying the DAPI fluorescence. The DAPI images were clipped at the 99.99<sup>th</sup> percentile, smoothed and thresholded using multi-otsu thresholding. An estimate of the mRNA expression per cell was calculated by taking the number of pixels above threshold for each mRNA divided by the number of pixels for DAPI (**Figure 1f**, **Supplementary Figure S3b-e**).

## **Functional enrichment analysis of DEGs**

### **GWAS enrichment:**

GWAS catalogue genes associated with five clinical phenotypes (SSRI response [2], broad antidepressant response [3], MDD [4], Alzheimer's [5] and alcoholism [6]) were used for this analysis. For every region, the proportion of GWAS catalogue genes within the list of DEGs was calculated. For each phenotype, we simulated a random gene set wherein the gene length was similar to that of the GWAS genes. For every region analysed, the ratio of the fraction of GWAS genes in the list of DEGs versus the fraction of GWAS genes in the list of the random gene set was calculated, and referred to as GWAS enrichment score. We re-ran the above step 100 times to make sure we obtained a fair distribution of random control genes. Two-proportion z-test was used to calculate the *P-val* of the difference in fractions (**Figure 1g, Supplementary Table TS5a**).

### **PsyGeNET enrichment:**

To query the PsyGeNET database, which manually curates genes involved in multiple human cognitive disorders by literature search, we downloaded the PsyGeNET “all gene-disease associations file”, available at <http://psygenet.org/web/PsyGeNET/menu/downloads>. For each disease, we first intersected the total number of disease-associated genes with our list of all rat genes. Enrichment of disease-associated DEGs within each region-specific list of DEGs was then calculated using Fisher's exact test. This process was performed on all brain regions; we corrected for multiple testing (Benjamini-Hochberg) per psychiatric disorder (**Supplementary Figure S5a**).

### **Rank-Rank hypergeometric analysis (Supplementary Figure S6):**

To examine the overlap in gene expression changes between our dataset and prior results in the literature, we downloaded raw HTSeq counts from ([65], GSE81672) and raw microarray data from ([66], GSE43261). For Bagot et al., we focused on stress-susceptible imipramine responders versus stress-susceptible saline controls (to examine the effect of a successful imipramine response on prior-stressed animals) in three regions – amygdala, nucleus accumbens and prefrontal cortex. For Carazo-Arias et al., we considered the comparison between control and fluoxetine responders, as well as between control and all fluoxetine-treated animals (i.e. non-responders and responders).

For each data set, we used DESeq2 to re-analyze the raw counts for the designated comparison as the complete set of analyzed results was not made publicly available. To calculate enrichment in overlap, we used the rank-rank hypergeometric overlap (RRHO2) package (<https://github.com/RRHO2/RRHO2>), ranking all genes found in both the external dataset and our dataset by the degree of differential expression

( $-\log_{10}(P\text{-}val) \times \text{effect size direction}$ ), and correcting all values by Benjamini-Hochberg. For Bagot et al., we ran the RRHO2 analysis on all corresponding anatomically equivalent regions: for amygdala, we calculated the RRHO overlap for the basolateral amygdala (BLA) and central medial amygdala (CMA); for the nucleus accumbens, we calculated the RRHO overlap for the nucleus accumbens core (NAcC) and nucleus accumbens shell (NAcSh); for the prefrontal cortex, we calculated the RRHO overlap for the cingulate cortex (CGC), infralimbic cortex (ILC) and prelimbic cortex (PLC).

#### Cell type enrichment:

To test the enrichment of DEGs for cell type specific markers, we used the BRETIGEA database (<https://github.com/andymckenzie/BRETIGEA>) that provides a marker list for each of the following cell types – neurons, oligodendrocytes, microglia, oligodendrocyte progenitor cells (OPC), astrocytes and endothelial cells. For each cell type, we calculated the enrichment of cell type-specific DEGs (for up and downregulated DEGs) within the provided list of cell type-specific genes (against a background of all genes in the database) using Fisher's exact test. This process was performed on all brain regions; we corrected for multiple testing (Benjamini-Hochberg) per cell type (***Supplementary Figure S5b, Supplementary Table TS7***).

#### Co-regulated gene clustering and pathway enrichment:

We constructed the  $\log_2FC$  matrix over the union set of DEGs across 27 brain regions. This matrix was z-transformed and used as input for k-means clustering (no. of clusters=9). We used anRichment to perform gene set enrichment within a larger, comprehensive collection of GO, HDSigDB, MSigDB and several well-curated neurogenomics gene sets. anRichment is available as an R function:

(<https://horvath.genetics.ucla.edu/html/CoexpressionNetwork/GeneAnnotation/>). In addition, we also ran enrichment using GOrilla (<http://cbl-gorilla.cs.technion.ac.il/>). To test enrichment for each k-means module, DEGs in that module constituted the foreground set, while the union of DEGs in the remaining modules served as the background set. Gene categories with enrichment ratio  $\geq 1.5$  and FDR  $Q\text{-}val \leq 0.01$  were retained. Additionally, we discarded the enriched gene categories if there were less than 5 DEGs in that category. Redundancy between two functional categories was defined as overlap of  $\geq 40\%$  in the number of DEGs. To display the non-redundant significantly enriched gene categories in ***Figure 2a***, we further selected the top non-redundant category terms from anRichment and GOrilla results. Almost all enriched terms overlapped in both anRichment and GOrilla results. The complete anRichment results and cluster 3 GOrilla results are listed in ***Supplementary Table TS8a***.

#### Gene Set Enrichment Analysis (GSEA):

We ran GSEA using the ‘Run GSEA Preranked’ tool. For each region, genes were first sorted according to their log<sub>2</sub>FC values (positive or negative), and then ranked according to their FDR values by taking the inverse of the FDR (i.e., we calculated 1/FDR for genes with positive log<sub>2</sub>FC values, and -1/FDR for genes with negative log<sub>2</sub>FC values). The ranked gene list was then passed into GSEA. GO Biological Process terms (c5.go.bp.v7.5.1.symbols.gmt, <http://www.gsea-msigdb.org/gsea/downloads.jsp>; **Figure 2b**) or GO Molecular Functions terms (c5.go.mf.v7.5.1.symbols.gmt, <http://www.gsea-msigdb.org/gsea/downloads.jsp>; **Supplementary Figure S4**) were loaded as the reference GSEA database. The following settings were used: number of permutations = 500, enrichment statistic = classic, max gene set size = 400, min gene set size = 5, normalization mode = meandiv, omit features with no symbol match = true, seed for permutation = 123. Following GSEA, we set a FDR threshold of 0.1 to denote significance (**Figure 2b, Supplementary Figure S4, Supplementary Table TS8b**).

#### Ingenuity Pathway Analysis (IPA):

IPA (www.ingenuity.com) was used to explore and compare the relationship among the region-wise DEGs. The log<sub>2</sub>FC and FDR matrix of region-wise DEGs, along with the gene identifiers (RefSeq gene names) were uploaded into IPA. The canonical pathway tool was used to identify the top pathways associated with DEGs between compared conditions. The “Expr log Ratio” option and default IPA settings (absolute log<sub>2</sub>FC > 0.32 and FDR < 25%) were used to compute IPA enrichment. DEGs that positively and negatively correlated with a canonical pathway were assigned a positive and negative activation z-score value respectively. The right-tailed Fisher’s exact test was used to calculate a *P-val* determining the probability that each pathway assigned to the data set was due to chance alone, and *P-val*s were corrected for multiple comparisons (Benjamini-Hochberg). To display the non-redundant significantly enriched pathways in **Figure 2c**, we selected for pathway terms that had at least 10 DEGs associated with it, passed the pathway enrichment significance cutoffs: *P-val* < 0.05 and FDR *Q-val* < 0.1, and finally was a significant pathway in at least 3 regions (**Figure 2c, Supplementary Table TS13**).

### **Bulk ChIP-seq data generation**

For each ChIP-seq assay approximately 5-25 mg of frozen brain tissue per replicate per region was aliquoted and thawed on ice in 1 ml PBS buffer. Tissue was homogenized using a manual glass douncer with 7-15 slow strokes on ice. The cell suspension was filtered with a 50 µm cell strainer (Falcon) by spinning at 2000 rpm for 1 min at 4°C in a swing bucket centrifuge (Eppendorf Centrifuge 5810R). Pellets were then washed twice with cold PBS, crosslinked with 1% formaldehyde for 12 min at room temperature and excess formaldehyde quenched by addition of glycine (0.625 M). Cells were lysed with FA buffer and nuclei were collected and re-suspended in 300 µl SDS lysis buffer (1% SDS, 1% Triton X-100, 2 mM EDTA, 50 mM HEPES-KOH, pH 7.5, 0.1% Sodium deoxycholate, Roche 1X Complete protease inhibitor). Nuclei were lysed for 20 min, after which sonication was used to fragment chromatin to an average size of 200–500 bp (Bioruptor Next gen, Diagenode). Protein-DNA complexes were immuno-precipitated using 3 µg of H3K27ac antibody of the same lot no. for all 108 (27 regions x 2 replicates x 2 treatment groups) ChIP experiments (Active Motif, Cat# 39133) coupled to 50 µl protein G Dynabeads (Invitrogen) overnight. The beads were washed and protein-DNA complexes were eluted with 150 µl of elution buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8), followed by protease treatment and de-crosslinking at 65°C overnight. After phenol/chloroform extraction, DNA was purified by ethanol precipitation. 5% of sheared chromatin was aliquoted and treated with pronase and RNase following de-crosslinking in the same manner as the ChIP DNA. To prepare pooled input libraries for each brain region, DNA was quantified and equal amounts of FT and Sham samples were pooled together. 100 ng of pooled DNA from input and ChIP samples were used for library preparation. Library preparation was performed as described here [7]. After 15 cycles of PCR using indexing primers, libraries were size selected for 300-500 bp using AMPure beads for size selection. 4 ChIP libraries were pooled and sequenced in one lane of 76 bp paired-end type, using the Illumina HiSeq 2500 with V4 reagents. All input libraries were multiplexed and sequenced in one HiSeq lane.

### **ChIP-seq data analysis**

#### **a) Read alignment, peak calling and peak height normalization:**

ChIP-sequencing reads were aligned to the Rn5 rat genome (Ensembl). Each brain region had 4 ChIP-seq libraries (2 replicates per region, 2 treatment groups – FT, Sham). DFilter was used to call peaks from each ChIPseq library. This peak list was further filtered to construct a consensus peak set using the following filtering cut-offs: DFilter *P-val* < 1e-6 in at least one out of four libraries and a minimum of 20 normalised read counts per 1kb window, in at least two out of the four libraries. This filtering yielded a consensus peak set ~48K peaks across 27 brain regions.

Normalisation: The number of reads in each library within 200bp bins were counted and scaled to normalise for sequencing depth. These binned counts were then normalised for GC bias, using the input (no antibody) ChIP-seq library. Following the above normalisations, within each peak region the sum of binned counts were defined as the peak height and blurred within a 1kb-wide mean filter. These computed peak heights for all peaks in the consensus set were collated as one matrix.

b) Visualisation using tSNE and PCA analysis:

Read counts of each brain region were quantile normalised, centred and visualised on PC1 and PC2 loadings of PCA. Read counts of Sham and FT samples within each brain region were also visualised by PCA (*Supplementary Figure S7a-b*).

c) Differential peak calling (DA peaks):

We used DESeq2 to call differentially acetylated peaks (DA peaks) from the consensus peak set (~48K peaks across 27 brain regions). DA cut-offs were as follows: absolute  $\log_2FC: \geq \log_2(1.25)$  and FDR  $Q\text{-val} \leq 0.1$ . We called a peak in any region as a differential peak under the following conditions: a) the peak featured in the consensus list, b) the peak passed the DESeq2 DA cut-offs. This resulted in the identification of a 4,511 significant DA peak set, wherein any peak was DA in at least one brain region (*Figure 3a, Supplementary Table TS10-11*). Next, as a quality metric we i) calculated the correlation between the different replicates per brain region and ii) compared the fraction of region-wise DA peaks to ChIP-seq signal quality in that respective region. ChIP-seq signal quality for every brain region was defined as the ratio of mean read count of top 10,000 peaks in that region to the read count of random genomic bins not lying on peaks (*Supplementary Figure S7c-f*).

### **Functional enrichment of DA peaks**

#### **GREAT enrichment analysis for co-regulated gene cluster modules and IPA enrichment tests for region-wise DA peaks.**

We performed k-means clustering (no. of clusters=8) on the DA peaks set (4511 DA peaks). To functionally annotate the 8 DA k-means modules, we used the GREAT [8] tool to compute statistically significant enrichment for any gene categories. DA peaks were associated with genes using GREAT's 'basal+extension association rule'. To test enrichment for each k-means module, DA peaks in that module constituted the foreground set, while the union of the remaining modules served as the background set. Gene ontology categories with enrichment ratio  $\geq 1.5$  and FDR  $Q\text{-val} \leq 0.05$  were retained. Additionally, we discarded the enriched gene category if less than 5 genes were associated with DA peaks in that category. Redundancy between two functional categories was defined as overlap of  $\geq 40\%$  in the number of genes

associated with DA. To display the non-redundant significantly enriched gene categories in **Figure 3d**, we further selected the top non-redundant category terms from GREAT. The complete list of GREAT results are listed in **Supplementary Table TS13a**.

IPA enrichment tests were performed on DA peak sets of the top 6 highly ranked regions (as per DA peak ranking). Region-wise upregulated and downregulated peaks were considered separately as foreground sets, while the consensus peak set formed the background set. IPA pathway gene sets that were significantly enriched in the DEG set of these 6 brain regions were selected (IPA analysis of RNA-seq datasets). DA peaks were annotated to a gene that was within 1Mbp of the peak. Fisher's exact test was used to calculate *P*-vals (**Figure 3c**, **Supplementary Table TS13b**).

#### Cell type enrichment:

To test the enrichment of DA k-means modules for cell type specific markers, we used the BRETIGEA database as described in the RNA-seq methods above. DA peaks were annotated to the nearest gene, whose TSS fell within 1Mbp of the peak. For each cluster, enrichment of annotated genes in that cluster (against a background of all annotated genes) with cell type-specific genes from the BRETIGEA database was assessed through Fisher's exact test. This process was repeated for all cell types and brain regions, and then corrected for multiple testing on a cell type level (Benjamini-Hochberg) (**Figure 3d**, **Supplementary Table TS14**).

#### Motif Analysis:

The eight DA k-mean modules were tested for enrichment of TF-binding motifs. We used the HOMER pipeline's findMotifsGenome.pl script (<http://homer.ucsd.edu/homer/ngs/peakMotifs.html>). The position weight matrices (PWM) of motifs were drawn from the TRANSFAC vertebrate database (<https://genexplain.com/transfac/>). We listed the top 3 enriched, non-redundant motifs in **Figure 3d** (FDR *Q*-val < 0.01). The complete list is provided in **Supplementary Table TS15**.

#### Comparison of fold changes in Histone acetylation and RNA-seq counts

In order to find coherence between changes in histone acetylation and RNA levels (**Supplementary Table TS12b**), we specifically looked at the differential H3K27ac level at promoters of DEGs. For this purpose, we first estimated the read count of H3K27ac ChIP-seq within 1 kb of transcription start site of every gene. The read count of promoters from replicates in every brain region was normalised using quantile-quantile normalization before calculating fold changes between fluoxetine and sham samples. We then calculated the spearman correlation of this log2 (fold-changes) for DA peaks at promoters and compared it with the corresponding log2 (fold-changes) of DEGs (as called by DEseq2). DEG cut-offs were

as follows: absolute  $\log_2\text{FC} \geq \log_2(1.5)$  and FDR  $Q\text{-val} \leq 0.1$ , DA promoter cutoffs (ratio of normalised read-counts) for this analysis was: absolute  $\log_2\text{FC} \geq \log_2(1.5)$ ; no FDR cutoff was applied.

### **Rank-rank hypergeometric overlap analysis (Figure 4a)**

Overlaps between the differential expression of the two independent RNA-seq comparisons were visualized and measured with a rank-rank hypergeometric overlap analysis. dorDG and venDG bulk RNA-seq datasets were compared by creating a threshold-free list of DEGs that were ranked by increasing log fold-change. We then used the RRHO2 “stratified” method to detect the overlap between genes differentially expressed in the same or opposite directions, where the bottom left and top right quadrant display overlap of genes with concordant differential expression, and the top left and bottom right discordant overlap.

### **Single cell RNA-seq data generation**

dorDG and venDG tissues were punched from fresh brains of the two treatment groups. Single cell suspension from one portion was prepared using the papain dissociation system (Worthington, Cat# LK003150) as per manufacturer’s instructions. Single nucleus suspension from an aliquot was prepared according to the demonstrated protocol for nuclei isolation from mouse brain tissue by 10x Genomics. Following manufacturer’s recommendations for the 10x Genomics Chromium single cell 3’ reagent kit v2, single cell and single nucleus suspensions were diluted to a range of between 1,200 and 1,300 cells or nuclei per  $\mu\text{l}$  and loaded into each well of the 10x Genomics single cell chip A, targeting a recovery of 4000 cells and nuclei per reaction. 12 to 13 cycles were used for cDNA amplification. Libraries were prepared and each library was sequenced on the Illumina HiSeq 4000 with 26 cycles for read 1, 100 cycles for read 2, and 8 cycles for i7 index.

Filtered matrices from Cell Ranger were analyzed using Seurat v3.2 (<https://github.com/satijalab/seurat>) in R v3.6.1. We used Reference Component Analysis (RCA2)<sup>118</sup>, to divide cells into seven major cell types: (i) neurons, (ii) astrocytes, (iii) mature oligodendrocytes, (iv) OPCs, (v) myelinating oligodendrocytes, (vi) endothelial and (vii) microglia. To do so, we projected cells against RCA’s in-built mouse brain panel and assigned each cell to the cell type that showed the highest Pearson correlation. We verified these assignments (i) by considering the expression of canonical marker genes and by (ii) calling differentially expressed genes (DEGs) for each major cell type cluster using Seurat’s *FindAllMarkers* function with default parameters. Using RCA2’s cell type specific quality control functionality, we applied stringent cut-offs for all seven major cell types separately to discard cells of low

quality while preserving cell type. Libraries with number of detected genes (NODG) < 1000 genes, UMIs > 20,000 (unique molecular identifiers) and proportion of mitochondrial reads > 25%, were filtered from the dataset. The Seurat integration method based on identification of “anchors” between pairs of datasets was used to eliminate biological and technical batch effects of the samples and scRNA-seq libraries. Subclustering and further downstream analysis was then done using the Seurat pipeline. Dimensional reduction was carried out using the first 30 principal components, with clusters identified using K-nearest neighbours at a resolution of 0.8. Specific cluster markers were identified using the built-in Seurat function *FindAllMarkers*, with a minimum log<sub>2</sub> fold-change of 0.25 and expression in > 25% of cells. Clusters were annotated using common marker genes from the literature and previously published datasets. We identified 13 cell types, out of which cluster ‘Endo2’ that resembled Hba+ cells and was therefore removed from further analysis. We finally arrived at 12 cell types in dorDG and venDG single cells (Data QC: **Supplementary Figure S8a-g, Supplementary Table TS16**). The cell type clusters and the cluster-specific markers are listed in **Supplementary Table TS17, Supplementary Figure S9**. Cell type proportions statistics shown in **Figure 4c** are provided as a table in **Supplementary Table TS18**.

#### **Single cell DEG calling:**

To identify DEGs within each cell type, we first created pseudo-bulk expression vectors for each replicate using Seurat, giving us 5 replicates for both Sham and FT groups. To remove outlier replicates, we first discarded genes with an average expression value (across both groups) of less than 0.5 transcripts per 10k (tp10k < 0.5). Outliers were then removed using the following procedure: within each group (Sham or FT), we 1) scaled the pseudo-bulk vectors across genes, 2) calculated the pairwise Euclidean distance between the scaled replicates, 3) for each replicate, took the median of the pairwise distances (MPD), 4) calculated the median absolute deviation (MAD) using the median of the pairwise distances across replicates, and 5) removed replicates that were at least 3 MADs away from the median of the MPDs.

Following outlier removal, we again discarded genes with a tp10k < 0.5, after which we transformed the expression vectors using log<sub>2</sub> (expression+0.01), where 0.01 denotes the pseudocount. We then called DEGs using Student’s t-test on the transformed values, after which we corrected t-test p-values for multiple testing. To calculate log<sub>2</sub>FC values, we applied the pseudocount to all values, and then took the log<sub>2</sub> of the mean of FT values divided by the mean of Sham values. Genes with absolute (log<sub>2</sub>FC) ≥ log<sub>2</sub>(1.25) and an FDR *Q-val* ≤ 0.2 were considered DEGs (**Figure 4d, Supplementary Table TS19**). Functional enrichment of DEGs were tested using GSEA-Go enrichment function-‘enrichGO’ (**Supplementary Table TS20**).

### **Canonical Oxphos signalling module score:**

We computed a gene module score in single-cell space using Seurat's *AddModuleScore* implementation with default parameters. A module is a list of genes that defines a phenotype and in our case, we defined the 'oxphos' module as a list of 150 genes from the 'oxidative phosphorylation pathway' curated in the Ingenuity Knowledge base (IPA). The module scores for each cell type and each group (FT and Sham) were computed separately and the differences were assessed using a Wilcoxon rank sum test, and the *P*-vals were corrected for multiple testing (**Figure 4f, Supplementary Table TS21**).

### **Validation of Mitochondrial and Oxphos trends:**

#### a) Cell culture

C6 rat glioma cell line (ATCC CRL-2199, RRID:CVCL\_5657) was cultured in DMEM (4.5 g/L glucose) (Gibco, Cat# 11995065) supplemented with 10% heat-inactivated fetal bovine serum (Gibco, Cat# 10082147) and incubated at 37°C with 5% CO<sub>2</sub> in a humidified atmosphere.

#### b) Drug treatment

C6 rat glioma cells were seeded at a density of 50,000 cells into T25 flasks and treated with fluoxetine (Sigma, Cat# F132) after overnight incubation at 37°C with 5% CO<sub>2</sub> in a humidified atmosphere. 6 h after addition of fluoxetine, either corticosterone (Sigma, Cat# 27840) or ethanol was added for the respective treatment groups and incubated for another 66 h (total 72 h).

#### c) Mito stress assay

After 72 h drug treatment, cells in all treatment groups were harvested and seeded at a density of 30,000 cells (in respective treatment media) into each well of a Seahorse XF96 V3 PS microplate (Agilent Technologies, Cat# 101085-004) for the mito stress assay and a 96-well black, clear bottom plate (Corning, Cat# 3904) for cell number normalisation. Cells were then left in the culture hood at room temperature for 1 h to prevent edge growth effects before incubation at 37°C with 5% CO<sub>2</sub> in a humidified atmosphere. After overnight incubation, the basal and maximal respiration/oxygen consumption rate (OCR) of cells in the Seahorse microplate were measured using the Seahorse XFe96 analyzer and mito stress test kit (Agilent Technologies, Cat# 103015-100) as per manufacturer's recommendations. Briefly, cells were washed twice with Seahorse XF DMEM medium, pH 7.4 supplemented with 10 mM XF glucose, 1 mM XF pyruvate, and 2 mM XF glutamine (Agilent Technologies). Following incubation at 37°C in a non-CO<sub>2</sub> incubator for 1 hour prior to the assay, 1.5 µM of oligomycin, 1 µM of carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP), and 0.5 µM of a mixture of rotenone and antimycin A were sequentially injected during the assay. Cells in the 96-well black, clear bottom plate were stained with Hoechst 33342 (Sigma, Cat# 62249) and the fluorescence signal was measured with the GloMax plate reader (Promega). OCR

values from the mito stress assay were normalized to cell number using the fluorescence signal (*Figure 4h*).

d) MitoTracker Red and Cytochrome c Immunofluorescence; image acquisition and analysis

Cells were plated in clear 12-well plates overnight at 50-80% confluency. After attachment of cells to the plate, MitoTracker Red CMXRos (300 nM, Thermo Fisher Scientific) was added into live cells for 20 min at 37°C. Cells were then washed three times for 5 min in PBS and fixed in 4% PFA for 15 min at room temperature. Following 3 washes of PBS, cells were then incubated in blocking buffer (5% horse serum, 1% BSA, 0.2% Triton-X in PBS) for 1 h at room temperature. Cytochrome c antibody (BD Pharmingen, clone 6H2.B4) was added at 1:1000 dilution in blocking buffer and incubated overnight at 4°C. The next day, cells were washed three times for 5 min in PBS and incubated with Alexa Fluor 488-conjugated anti-mouse antibody (Life Technologies) at 1:400 dilution in blocking buffer for 1 h at room temperature. Nuclei were stained with DAPI in blocking buffer.

Imaging was performed with a Zeiss Axio Observer Z1 epifluorescence microscope. Images were then analysed using a custom MATLAB script, with analysis being performed blind to the treatment conditions. For each image, we determined the mean background fluorescence for every channel by drawing regions of interest (ROIs) across the image where there were no cells, and then computing the average pixel intensity across all background ROIs. We then drew, for each cell, an ROI around its border as defined by the MitoTracker Red staining. We then computed the average pixel intensity per cell, defined as the average intensity within the cellular ROI minus the mean background intensity value, for each channel. Similarly, total intensity per cell was calculated by multiplying the average pixel intensity by the number of pixels in the cellular ROI. Intensity values for each channel and cell were then normalized to the average value of cells in the vehicle (ethanol-treatment) condition. We used a one-way ANOVA with multiple comparisons to compare the normalized values across the 4 conditions (ethanol, corticosterone, corticosterone+fluoxetine, fluoxetine). Statistical analysis and graphs were generated using Prism 8 (Graphpad Holdings, LLC) (*Figure 4g*).

SCENIC analysis:

To identify upstream regulators and their downstream targets (regulons), we implemented the SCENIC pipeline [9] with several modifications. For each region, we first removed single cells from the total matrix if they belonged to outlier replicates (see above on single cell DEG calling). This method removed ~5% of cells and did not have a sizeable impact on cell numbers. We then transformed the raw counts matrix into a  $\log_2(\text{counts}+1)$  matrix, where 1 denotes the pseudocount, and passed that into SCENIC to calculate correlations. To calculate links between TFs and their downstream targets, we used Grnboost2

from the python implementation of SCENIC, pySCENIC, rather than GENIE3 from the R implementation, as this greatly sped up calculations. The link file that resulted (also known as adjacencies in pySCENIC) was then passed back into SCENIC for construction of regulons and AUC scoring. To construct regulons, we used the database:

`'mm10__refseq-r80__500bp_up_and_100bp_down_tss.mc9nr.feather'`.

Following regulon identification and AUC scoring, we calculated cell type specific markers and differentially activated regulons (DARs). For each cell type, potential markers needed to have nonzero AUC values in at least 10% of cells in that cell type. We then calculated marker enrichment (or  $\log_2$  fold-change) by taking the  $\log_2$  of the mean of the AUC values in that cell type divided by the mean of the AUC values in all other cell types. P-values were calculated using Wilcoxon, again comparing the cell type versus all other cell types, and then adjusted using FDR (*Supplementary Table TS22a*).

Likewise, to calculate DARs, potential DARs needed to have nonzero AUC values in at least 2% of cells in either the Sham or FT group. We then calculated marker enrichment (or  $\log_2$  fold-change) by taking the  $\log_2$  of the mean of the AUC values in the FT group divided by the mean of the AUC values in the Sham group. P-values were calculated using Wilcoxon applied to the two groups and adjusted using FDR (*Figure 5a-b, Supplementary Figure S10, Supplementary Table TS22b*).

### **NATMI Signalling analysis:**

To infer differential signalling interactions between FT and Sham, we first used NATMI's [10] (git commit: f35f677) 'ExtractEdges.py' command to compute expression and specificity scores for each interaction edge, defined by a sender cell type, receiver cell type, ligand and receptor. Scores were computed using the counts-per-10k values extracted from the scRNA-seq expression within each sample. Then, for each interaction, we tested the difference in the expression and specificity scores using the Wilcoxon-rank sum test. We reasoned that top differential interactions should be relatively specific, and that the ligands and receptors should be expressed by a non-negligible fraction of cells within the sender and receiver cell types in the condition with the higher score. Hence, to prioritize top differential interactions for inspection, we applied the following filters: absolute difference in specificity score  $> 0.03$ ; specificity score in condition with higher score  $> 0.05$ ; average fraction of ligand expressed in sender cell type in samples from the condition with the higher score  $> 0.1$ ; average fraction of receptor expressed in receiver cell type in samples from the condition with the higher score  $> 0.1$ ; unadjusted Wilcoxon p-value testing difference in expression or specificity score  $< 0.05$ . This resulted in 22 top interactions for dorDG and 6 top interactions for venDG. Then, for each unique ligand-receptor pair, the  $\log_2$  fold-change in average expression score (calculated using a pseudocount of 1) and the average difference in specificity score between the conditions

were visualized as a dotplot, with dot size corresponding to the unadjusted Wilcoxon p-value (**Figure 5c-d, Supplementary Figure S11, Supplementary Table TS23**).

### **References in Methods:**

1. Paxinos G, Watson C. The Rat Brain in Stereotaxic Coordinates. 1982: iv.
2. Biernacka JM, Sangkuhl K, Jenkins G, Whaley RM, Barman P, Batzler A, et al. The International SSRI Pharmacogenomics Consortium (ISPC): a genome-wide association study of antidepressant treatment response. *Transl Psychiat*. 2015;5:e553.
3. Uher R, Perroud N, Ng MYM, Hauser J, Henigsberg N, Maier W, et al. Genome-Wide Pharmacogenetics of Antidepressant Response in the GENDEP Project. *Am J Psychiat*. 2010;167:555–564.
4. Howard DM, Adams MJ, Clarke T-K, Hafferty JD, Gibson J, Shirali M, et al. Genome-wide meta-analysis of depression identifies 102 independent variants and highlights the importance of the prefrontal brain regions. *Nat Neurosci*. 2019;22:343–352.
5. Lambert J-C, Grenier-Boley B, Chouraki V, Heath S, Zelenika D, Fievet N, et al. Implication of the Immune System in Alzheimer’s Disease: Evidence from Genome-Wide Pathway Analysis. *J Alzheimer’s Dis*. 2010;20:1107–1118.
6. Kranzler HR, Zhou H, Kember RL, Smith RV, Justice AC, Damrauer S, et al. Genome-wide association study of alcohol consumption and use disorder in 274,424 individuals from multiple populations. *Nat Commun*. 2019;10:1499.
7. Sun W, Poschmann J, Rosario RC-H del, Parikshak NN, Hajan HS, Kumar V, et al. Histone Acetylome-wide Association Study of Autism Spectrum Disorder. *Cell*. 2016;167:1385-1397.e11.
8. McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, et al. GREAT improves functional interpretation of cis-regulatory regions. *Nat Biotechnol*. 2010;28:495–501.
9. Sande BV de, Flerin C, Davie K, Waegeneer MD, Hulselmans G, Aibar S, et al. A scalable SCENIC workflow for single-cell gene regulatory network analysis. *Nat Protoc*. 2020;15:2247–2276.
10. Hou R, Denisenko E, Ong HT, Ramilowski JA, Forrest ARR. Predicting cell-to-cell communication networks using NATMI. *Nat Commun*. 2020;11:5011.

# Supplementary material for: Integrative multi-omics landscape of fluoxetine action across 27 brain regions reveals global increase in energy metabolism and region-specific chromatin remodelling
**Source:** Mol Psychiatry. 2022 Sep 2;27(11):4510–25. doi: 10.1038/s41380-022-01725-1

## Supplementary Figures

### Integrative multi-omics landscape of fluoxetine action across 27 brain regions reveals global increases in energy metabolism and region-specific chromatin remodeling

#### Supplementary Fig. S1a

tSNE plot: average counts in all 27 regions

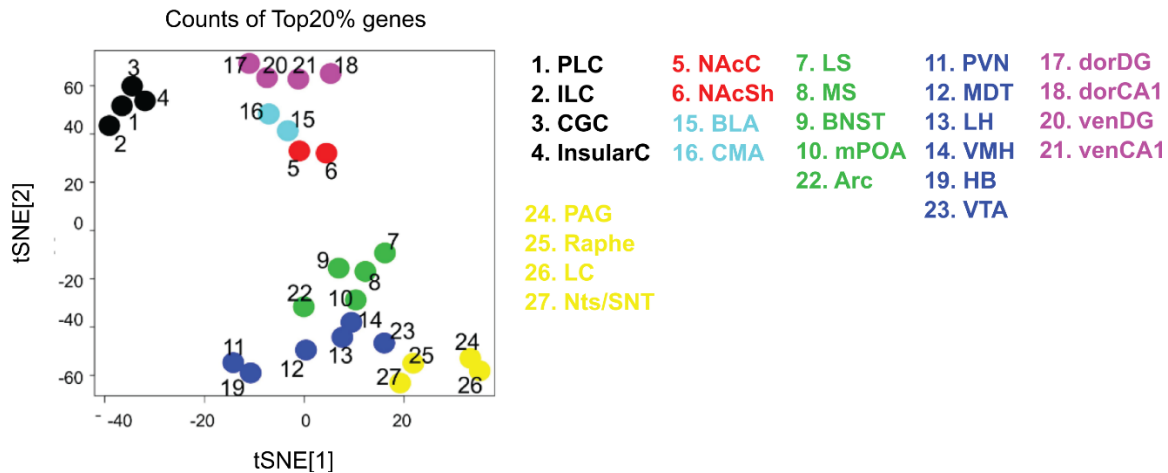

#### Supplementary Fig. S1

- a. T-distributed stochastic neighbour embedding (tSNE) visualization of all samples per region: Top 20% of genes (average read counts of all samples) detected in each brain region were visualised using tSNE. Each dot represents a brain region, and the color of the dot denotes anatomically proximal region-groups.

## Supplementary Fig. S1b

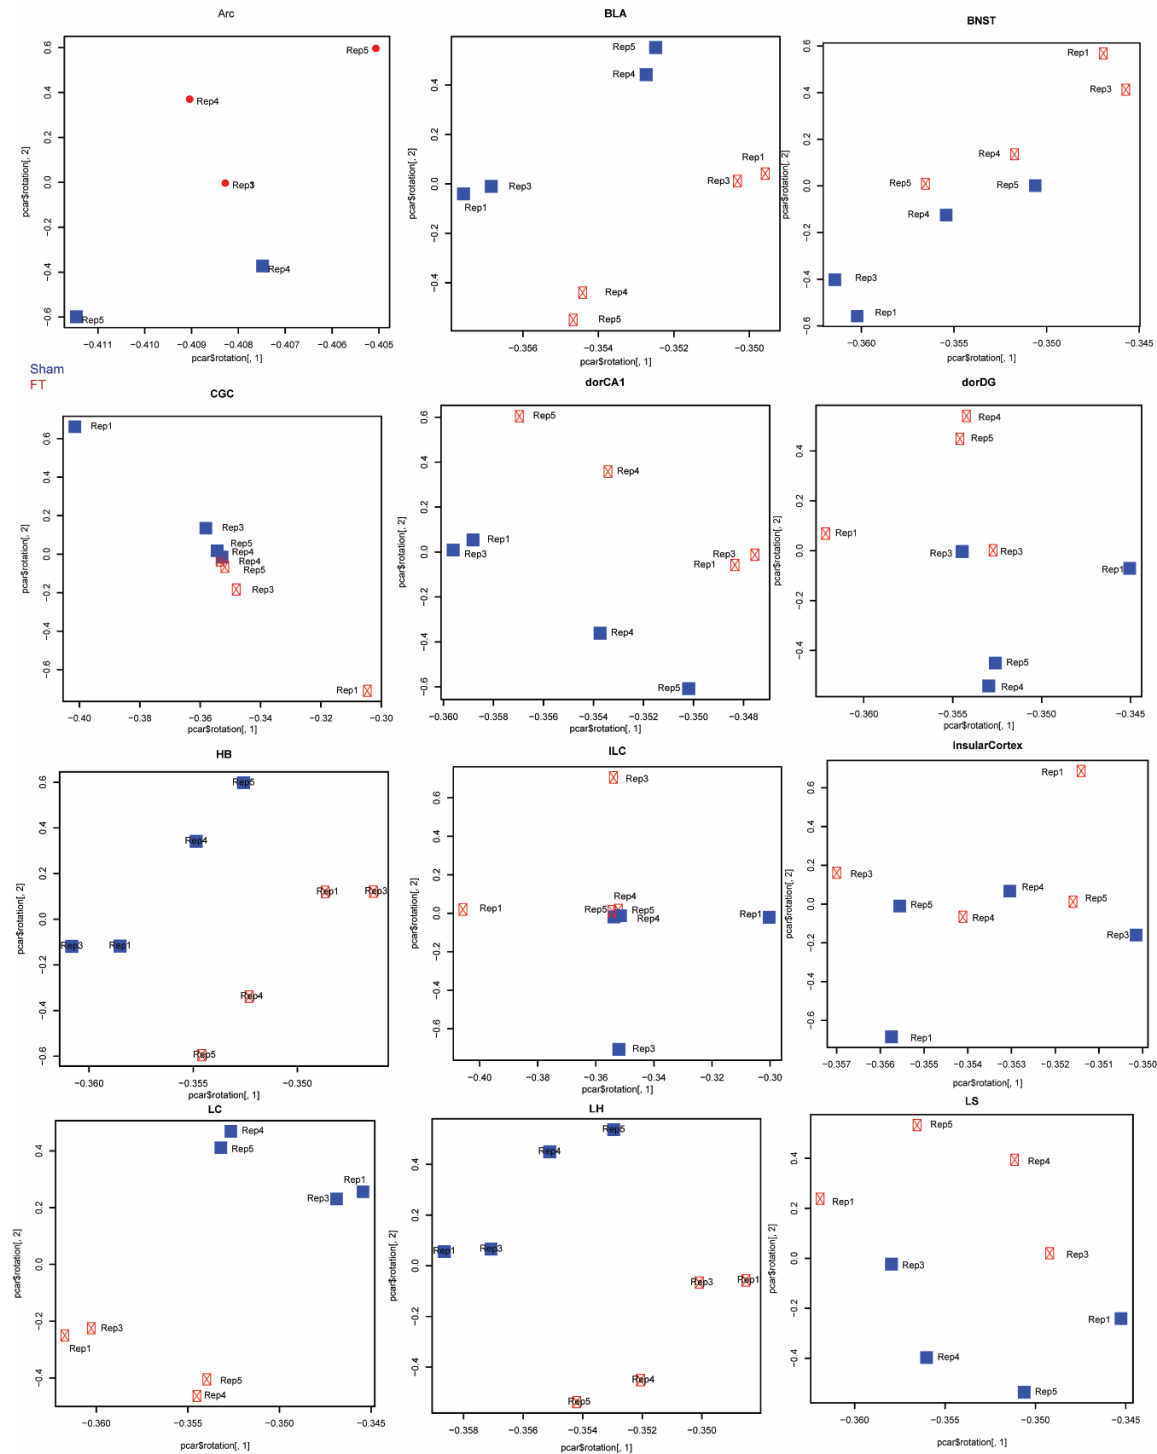

## Supplementary Fig. S1

- b.** Principal Component Analysis (PCA) visualization of the Sham and FT replicates (Rep) per region: Normalised and batch corrected read counts of DEGs, per replicate per region were visualised on PC1 and PC2 loadings (plots for 27 brain regions are provided). Sham replicates are coloured blue and FT in red.

## Supplementary Fig. S1b

Supplementary Fig.S1b page2

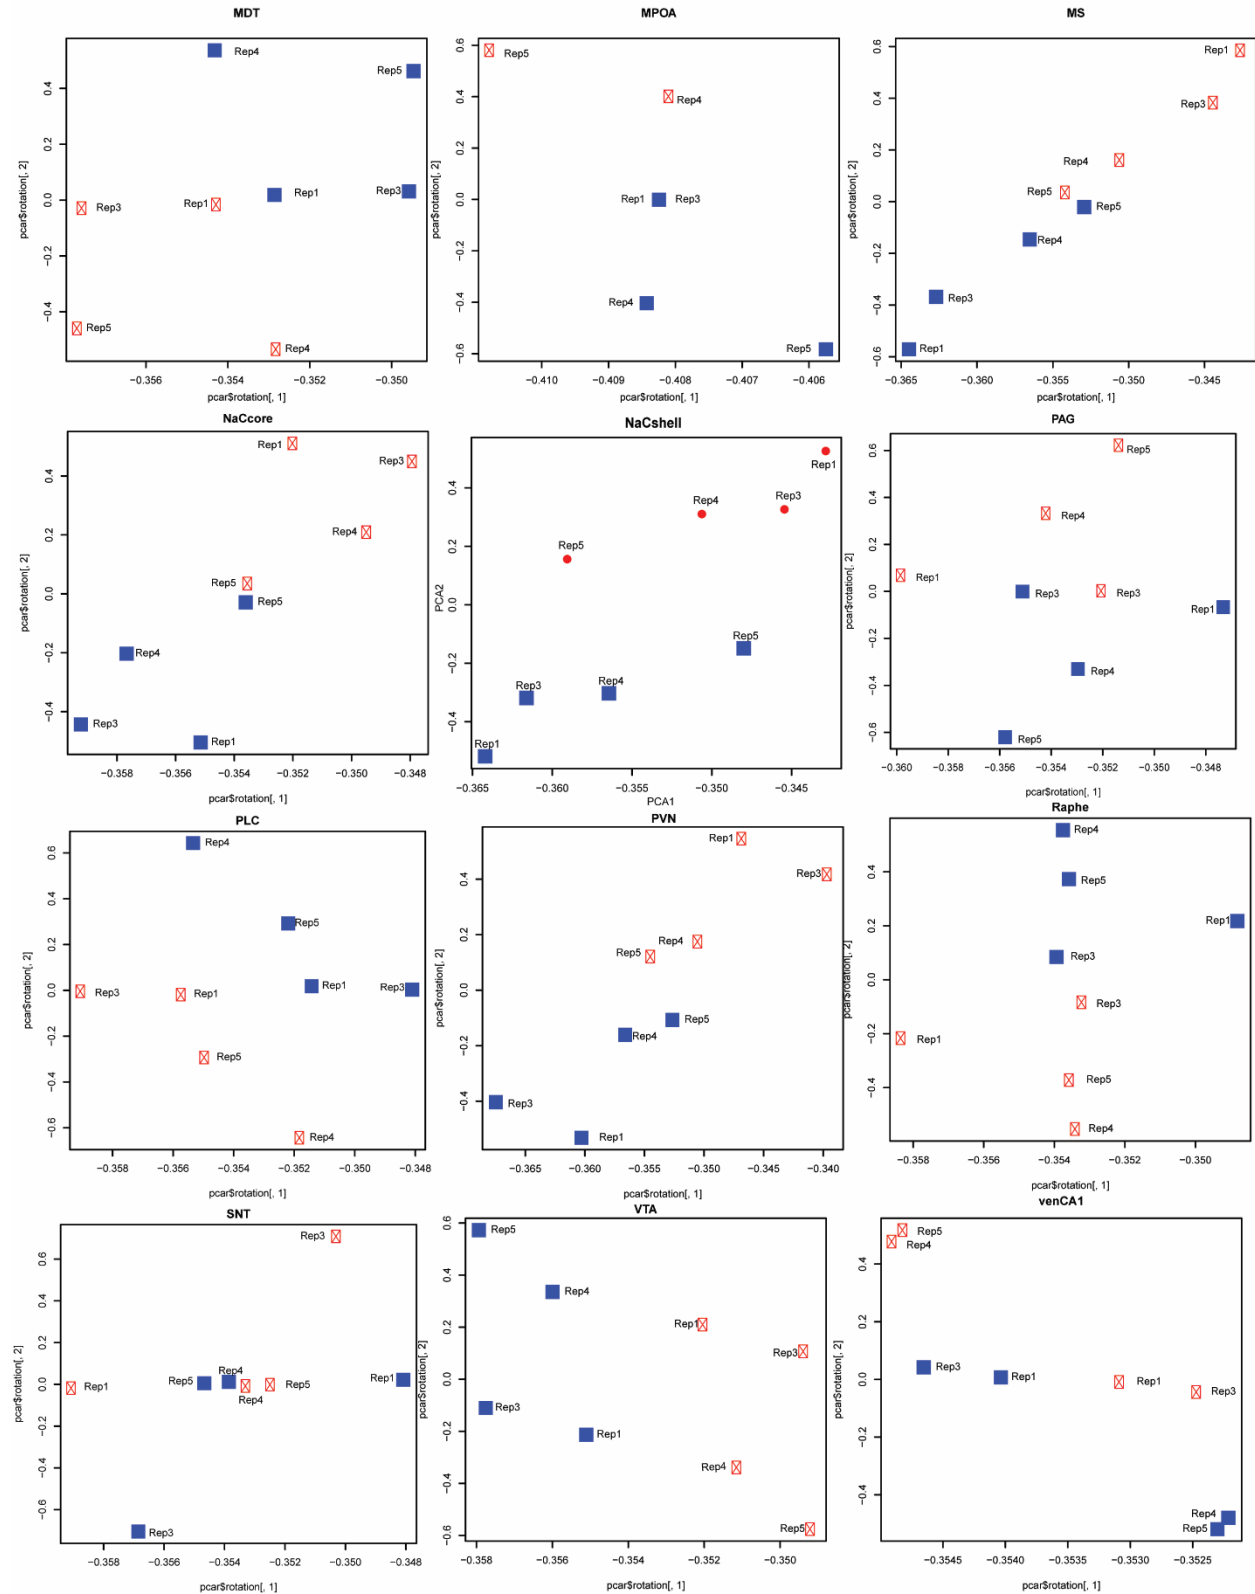

Supplementary Fig. S1b continued

## Supplementary Fig. S2

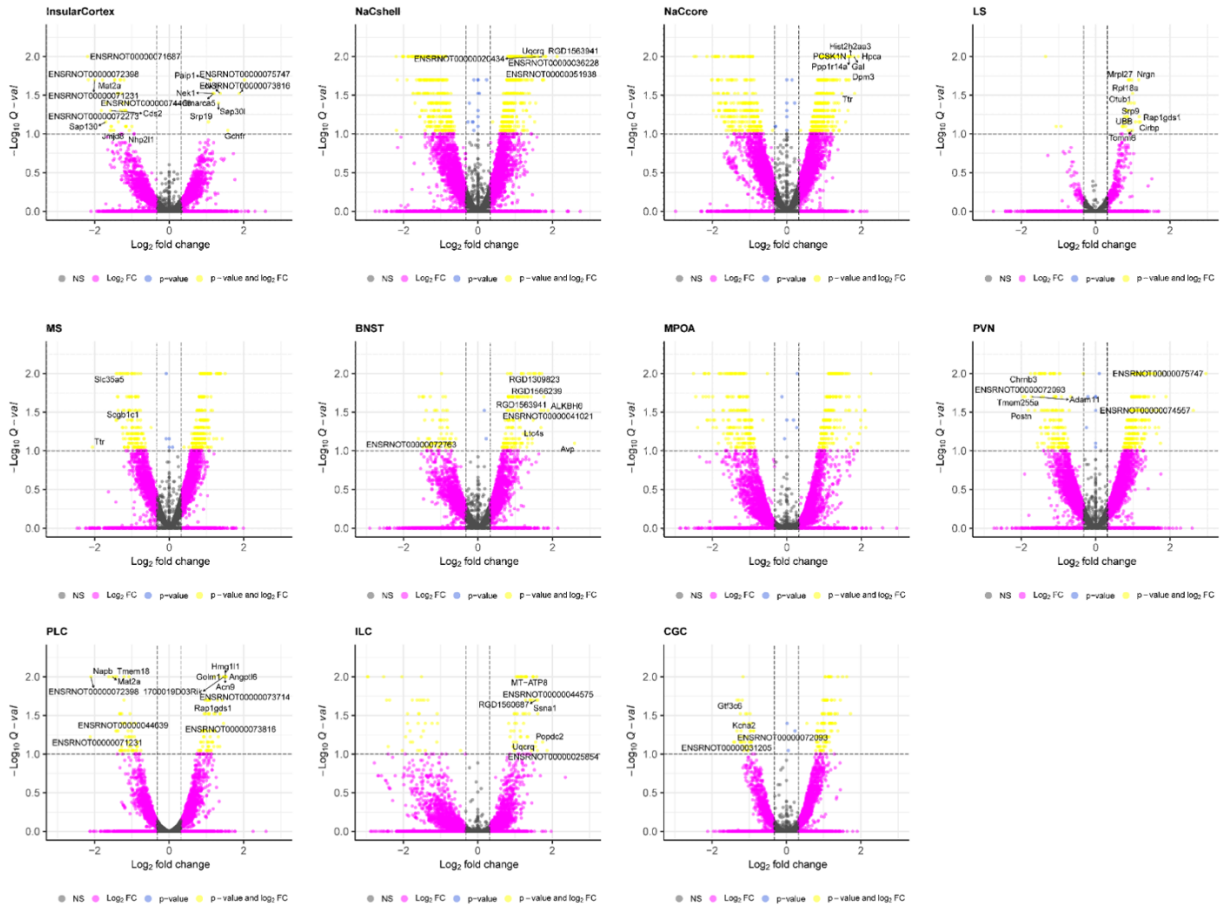

## Supplementary Fig. S2

Volcano plots of  $\log_2$ -fold-change values (x-axis) and  $-\log_{10}(Q\text{-val})$  (y-axis) across the 27 brain regions. DEGs are marked in yellow (selected genes are labelled); genes with significant  $\log_2$ -fold-changes but not significant  $Q$ -vals are marked in magenta; the rest in grey.

**Supplementary Fig. S2 (continued)**

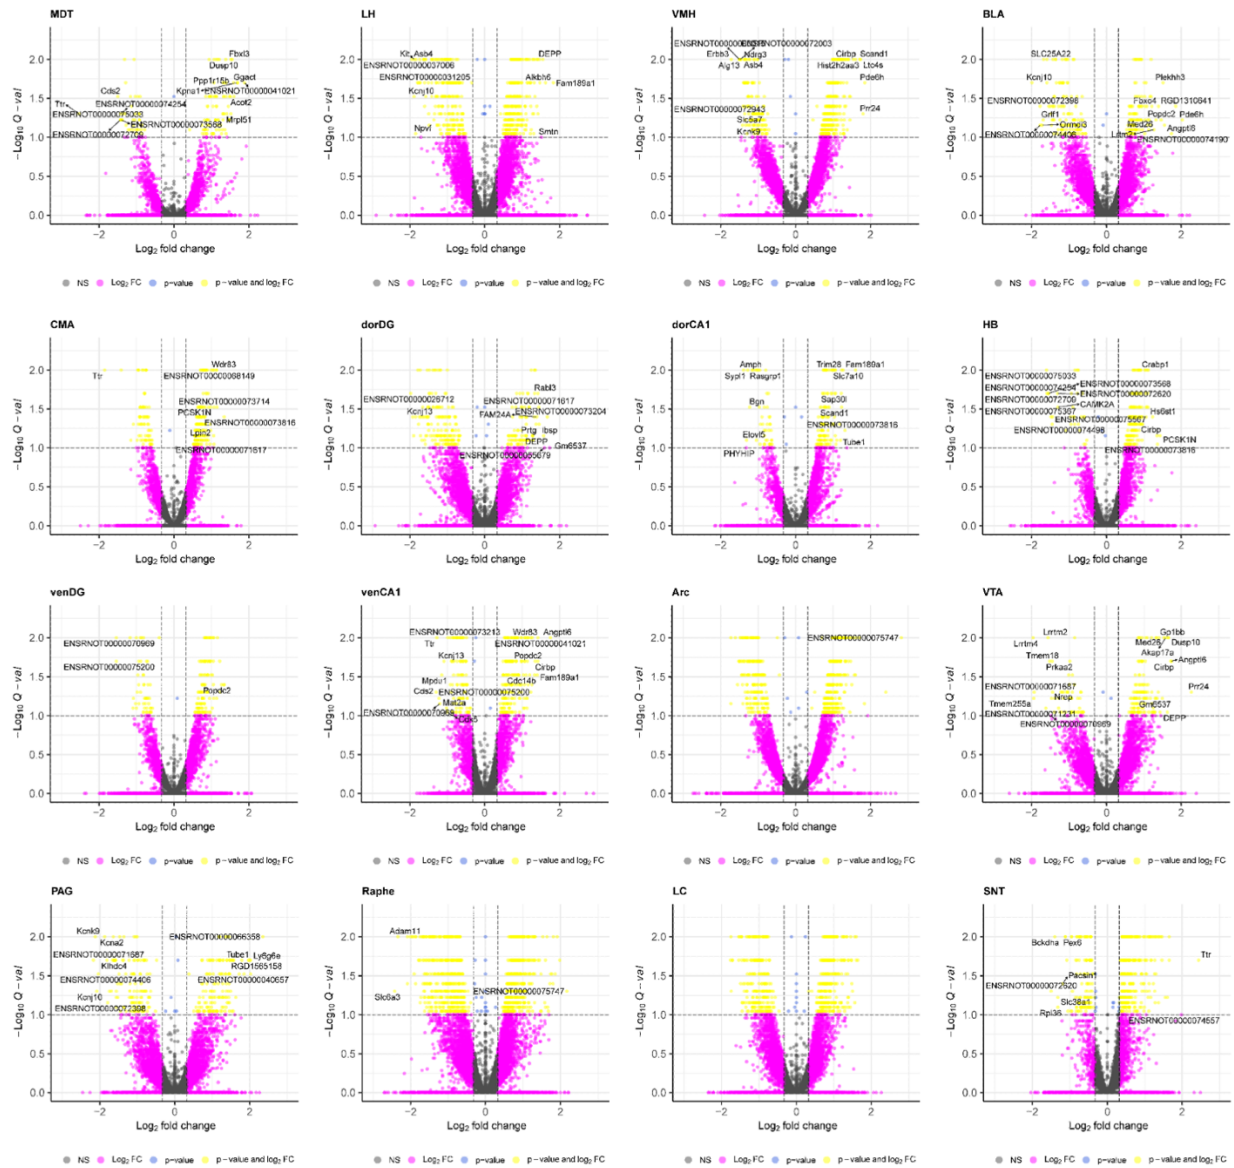

### Supplementary Fig. S3

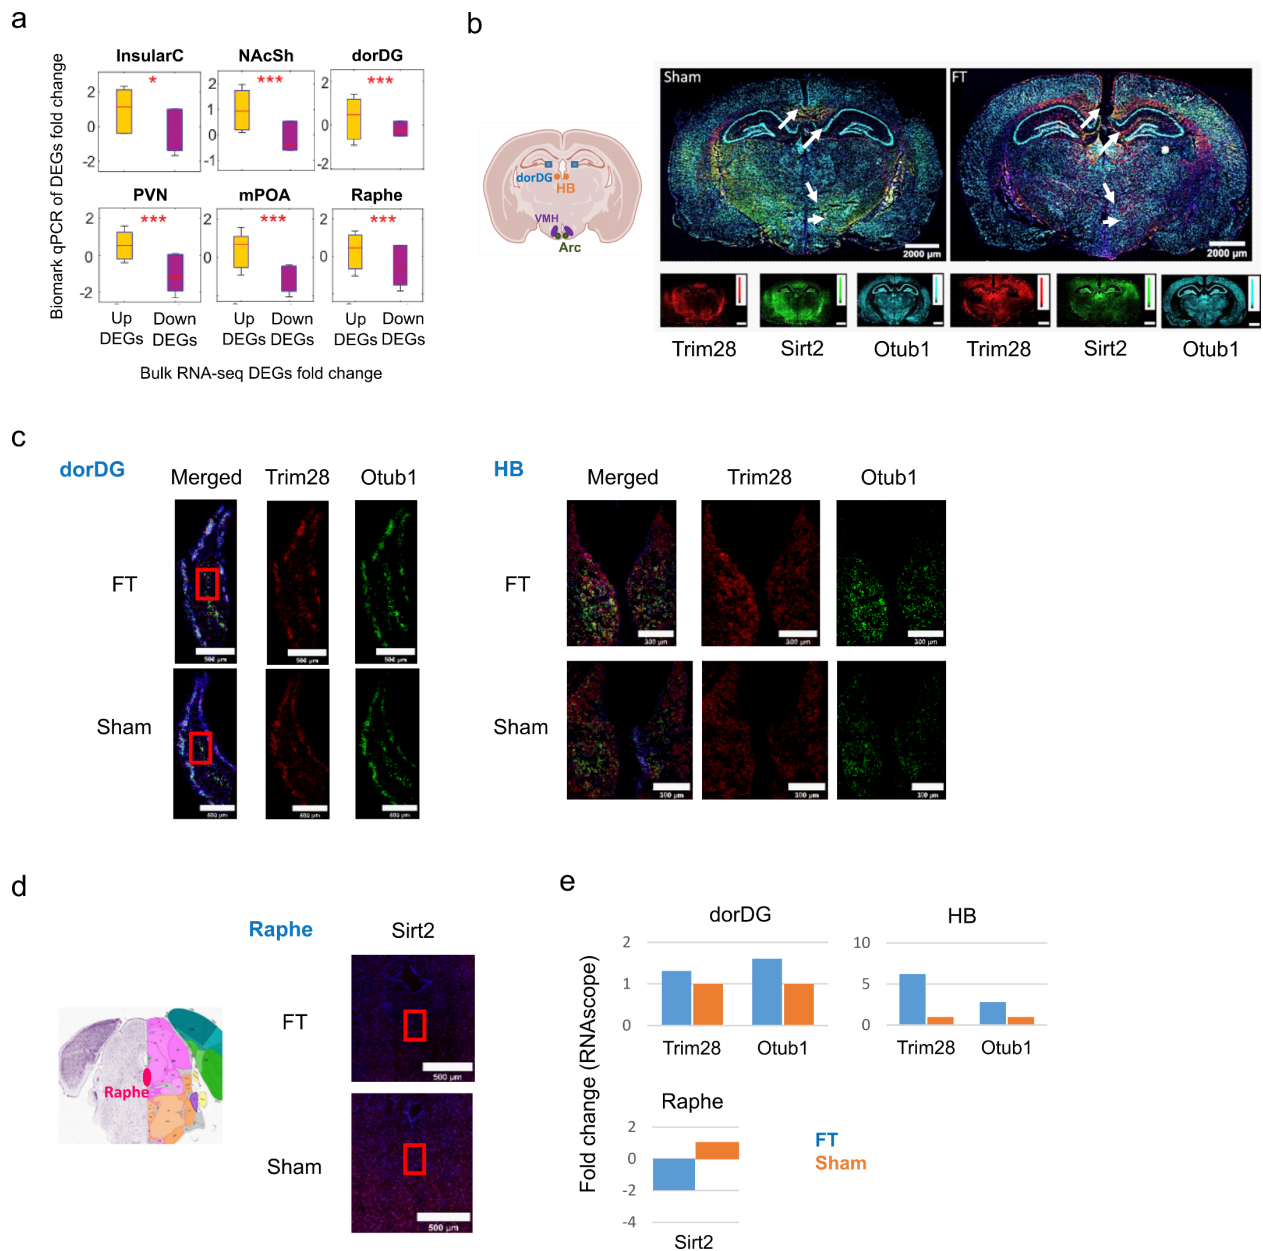

### Supplementary Fig. S3

- High-throughput Biomark qPCR  $\log_2FC$  values of 8 upregulated and 8 downregulated DEGs are compared to their corresponding RNA-seq DEG status in each of the listed six brain regions.
- RNAscope of 3 DEGs (Trim28, Otub1, Sirt2) in specific regions are shown. Scale bar indicates 200  $\mu m$ .
- RNAscope images (zoomed-in) of the dorDG and Habenula (HB) regions are shown (DEGs: Trim28, Otub1).
- RNAscope images (zoomed-in) of the Raphe are shown (DEG: Sirt2).
- Bar plots showing the single molecule RNA counts in FT and Sham sections of 3 brain regions (dorDG, HB and Raphe).

## Supplementary Fig. S4

a

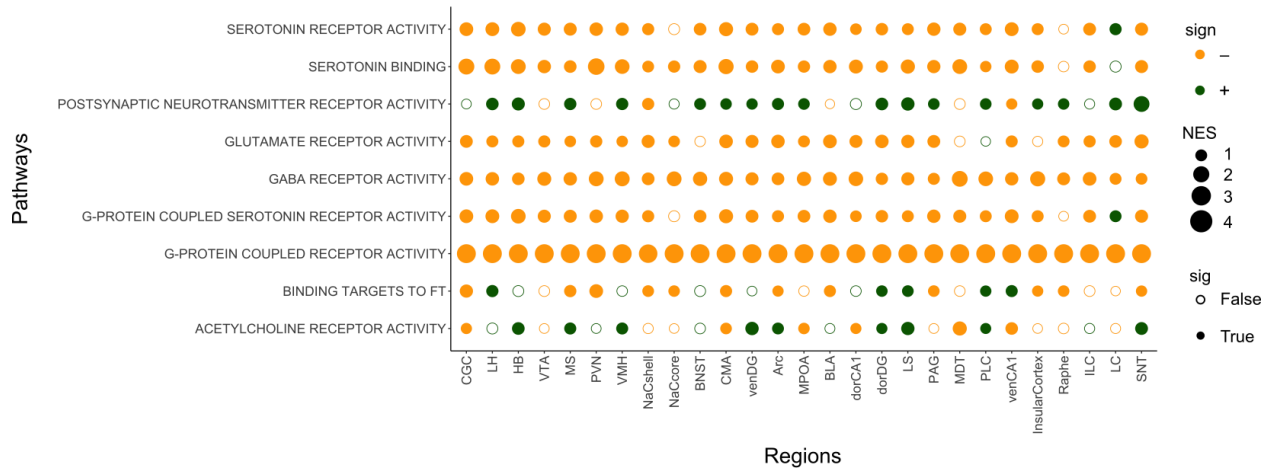

b

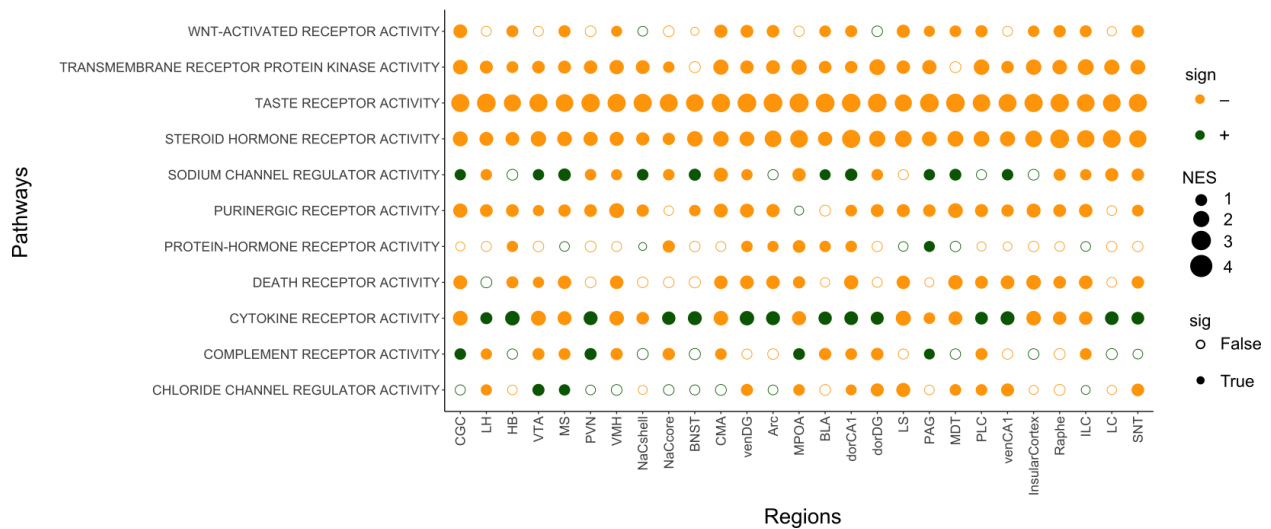

## Supplementary Fig. S4

- GSEA analysis of the effects of chronic fluoxetine on neurotransmitter receptor GO terms. GSEA normalized enrichment scores (NES) for GO terms (listed on the Y-axis). Upregulated sets are shown in green, downregulated in yellow. Closed circle indicates FDR  $Q$ -val  $< 0.25$ , open circle denotes a non-significant FDR.
- As in a., but for non-neurotransmitter receptor GO terms.

## Supplementary Fig. S5

a

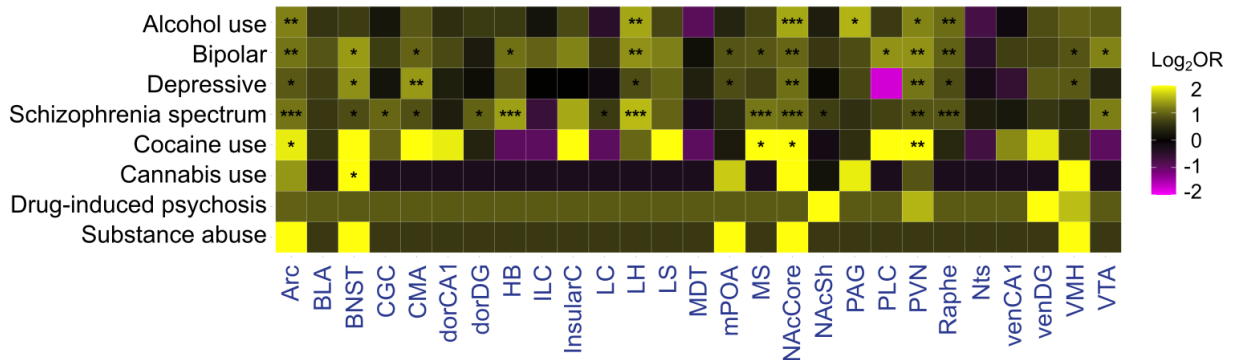

b

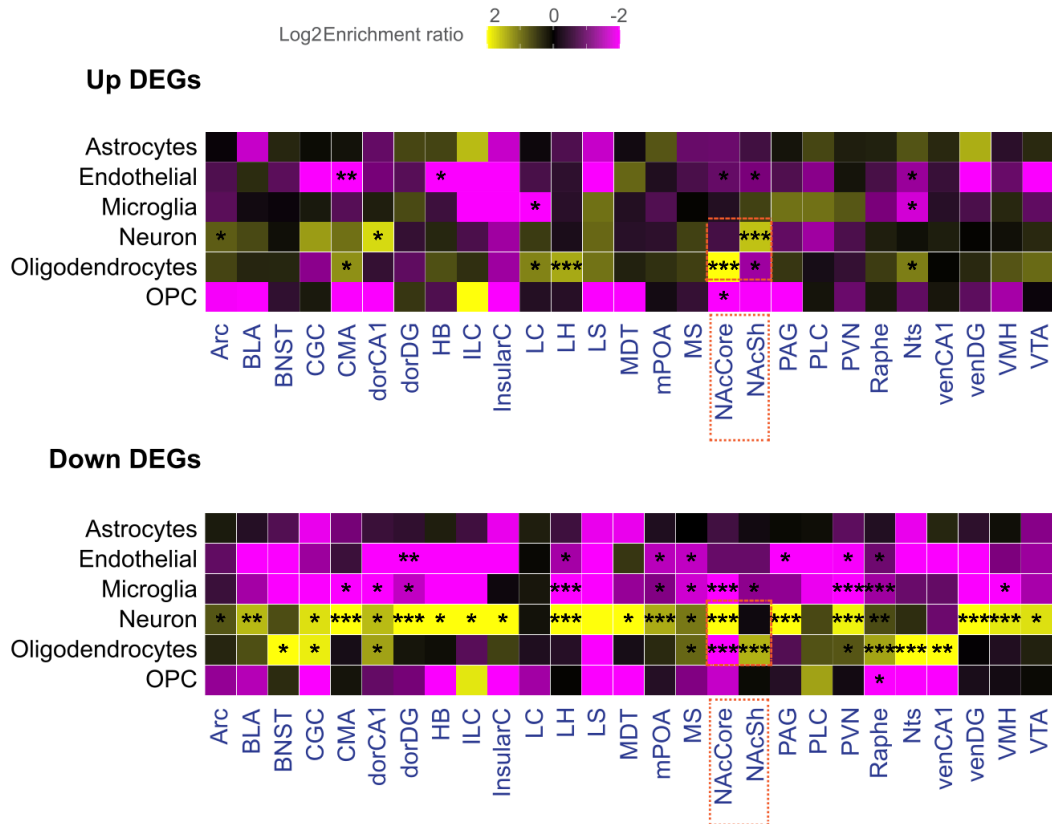

## Supplementary Fig. S5

- PsyGeNET results (enrichment for genes associated with Psychiatric disorders). Log<sub>2</sub> enrichment ratios (Log<sub>2</sub>OR) of region-specific DEGs with each set of psychiatric disorder-related genes from the PsyGeNET database. \*\*\* indicates  $P\text{-val} < 1\text{e-}3$ , \*\*  $P\text{-val} < 1\text{e-}2$ , \*  $P\text{-val} < 1\text{e-}1$ .
- RNA cell type enrichment. Log<sub>2</sub> enrichment ratios of upregulated (*top*) and downregulated (*bottom*) cell type-specific DEGs with their corresponding cell type-specific genes in the 6 major brain cell types per the BRETIGEA database. \*\*\* indicates  $P\text{-val} < 1\text{e-}3$ , \*\*  $P\text{-val} < 1\text{e-}2$ , \*  $P\text{-val} < 1\text{e-}1$ .

## Supplementary Fig. S6

- a Correlation of Fluoxetine response (this study, rats) to Fluoxetine responders (Res) and non-responders (nonRes) in CORT-stressed mice (Carazo-Arias et al., 2022)

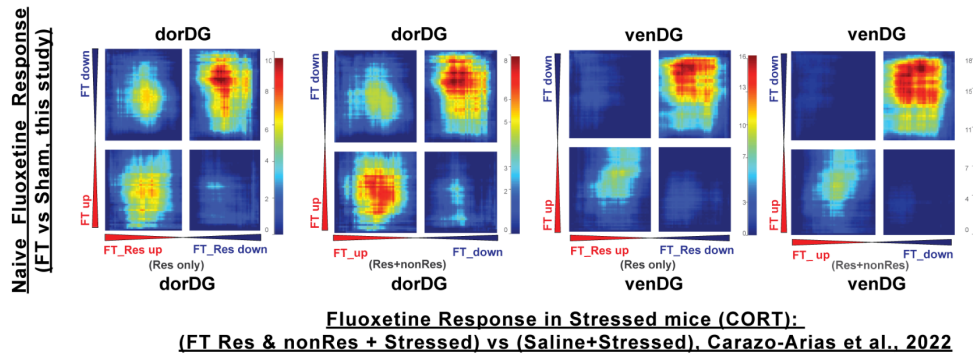

- b Correlation of Fluoxetine response (this study, rats) to Imipramine responders in stress susceptible mice (Bagot et al., 2017)

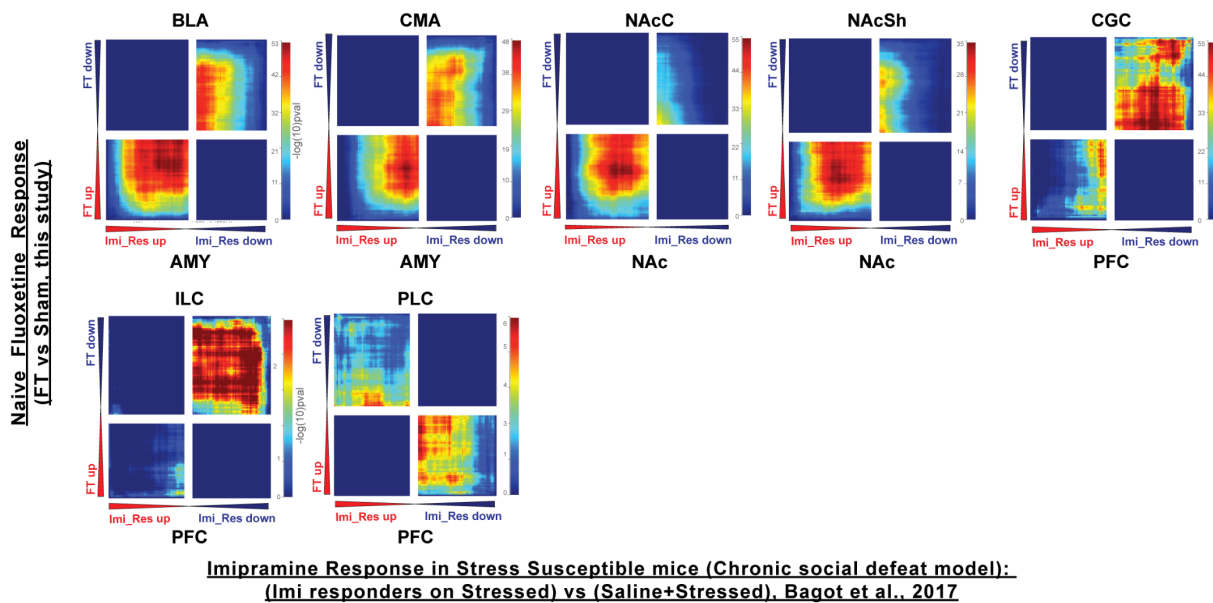

- c Correlation of Fluoxetine response (this study, rats) to Fluoxetine responders in CV stressed mice (Anacker et al. unpublished)

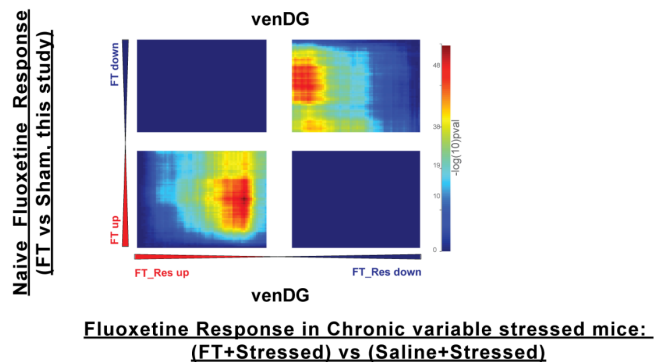

### **Supplementary Fig. S6**

- a-c.** Rank-rank hypergeometric overlap (RRHO) maps show the degree of differential expression (DDE;  $-\log_{10}(p\text{-value}) \times \text{direction of change}$ ) comparison between this study and prior literature and unpublished data. Pixels represent the overlap between the transcriptome of each comparison, with the significance of overlap ( $-\log_{10}(P\text{-val})$  of a hypergeometric test) colour coded. Genes along each axis are sorted from most positive DDE (lower left) to most negative DDE (top right).
- a.** RRHO plots showing overlap in Fluoxetine response (this study, rats) with gene expression changes in Fluoxetine responders (Res) and non-responders (nonRes) in CORT-stressed mice [66]. Shown here are plots for two brain regions – dorDG and venDG. Differential analysis for identifying fluoxetine response was done as follows in the respective studies: FT vs Sham; Responders to FT in the CORT+FT group vs CORT control; Responders and Non-Responders to FT in the CORT+FT group vs CORT control.
  - b.** RRHO plots showing overlap in Fluoxetine response (this study, rats) with gene expression changes in Imipramine responders in stress susceptible mice [65]. Shown here are plots for 7 brain regions featured in our study (BLA, CMA, NAcC, NAcSh, PLC, CGC and ILC), corresponding to 3 regions (Amygdala (AMY), NAc (nucleus accumbens) and PFC (prefrontal cortex)) in [65]. Differential analysis for identifying fluoxetine response was done as follows in the respective studies: FT vs Sham; Responders in the Chronic social defeat + Imipramine group vs Chronic social defeat + Saline group (control).
  - c.** Correlation of Fluoxetine response (this study, rats) to Fluoxetine responders in mice exposed to chronic variable stress (CVS, Anacker et al. unpublished). Shown here are plots for venDG. Differential analysis for identifying fluoxetine response was done as follows in the respective studies: FT vs Sham; FT responders + CVS vs CVS control.

## Supplementary Fig. S7

a

PCA of the log normalized ChIP-seq tag counts 27 regions

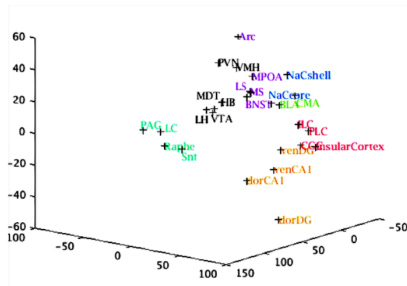

b

PCA of log normalized ChIP-seq tag counts, 27 regions, replicate and treatment

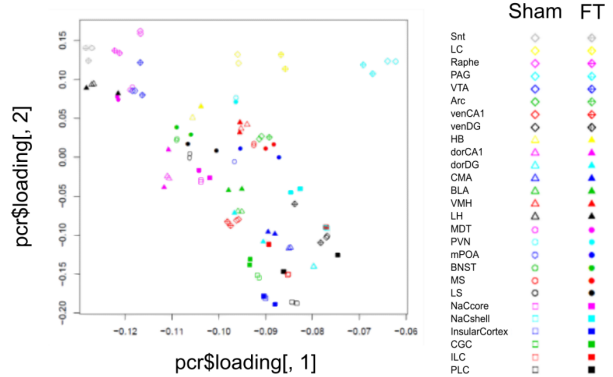

c

Correlation between replicates

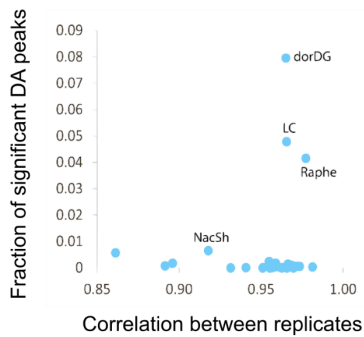

d

Signal to noise ratio

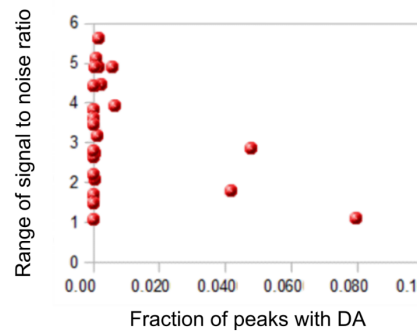

e

ChIP-seq consensus peaks\_Genomic feature distribution

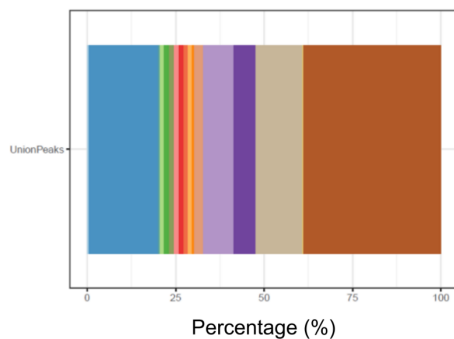

f

ChIP-seq DA peaks\_Genomic feature distribution

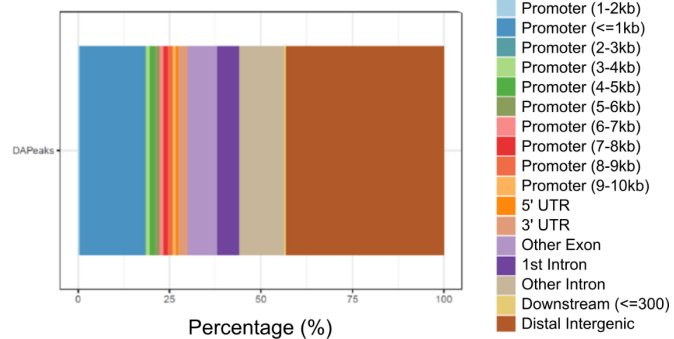

## Supplementary Fig. S7

- PCA of log-normalized ChIP-seq peak heights (all 27 regions are plotted). For every peak the average read-count of all Sham replicates were taken.
- PCA of log-normalized ChIP-seq tag counts, 27 regions, replicate and treatment wise. Sham and FT libraries are represented by open and closed shapes respectively.

- c.** Correlation between ChIP-seq replicate libraries versus the fraction of DA peaks. Each dot denotes a brain region.
- d.** Signal-to-noise ratio versus the fraction of DA peaks. ChIP-seq signal quality was the ratio of the mean read count from the top 10,000 peaks to the mean read count of random genomic bins not lying on peaks. Each dot represents a brain region.
- e.** Bar chart of the genomic distribution of peaks (consensus peak set) within introns/intergenic regions, exons, promoters and untranslated regions.
- f.** Bar chart of the genomic distribution of peaks (DA peak set) within introns/intergenic regions, exons, promoters, and untranslated regions.

### Supplementary Fig. S8

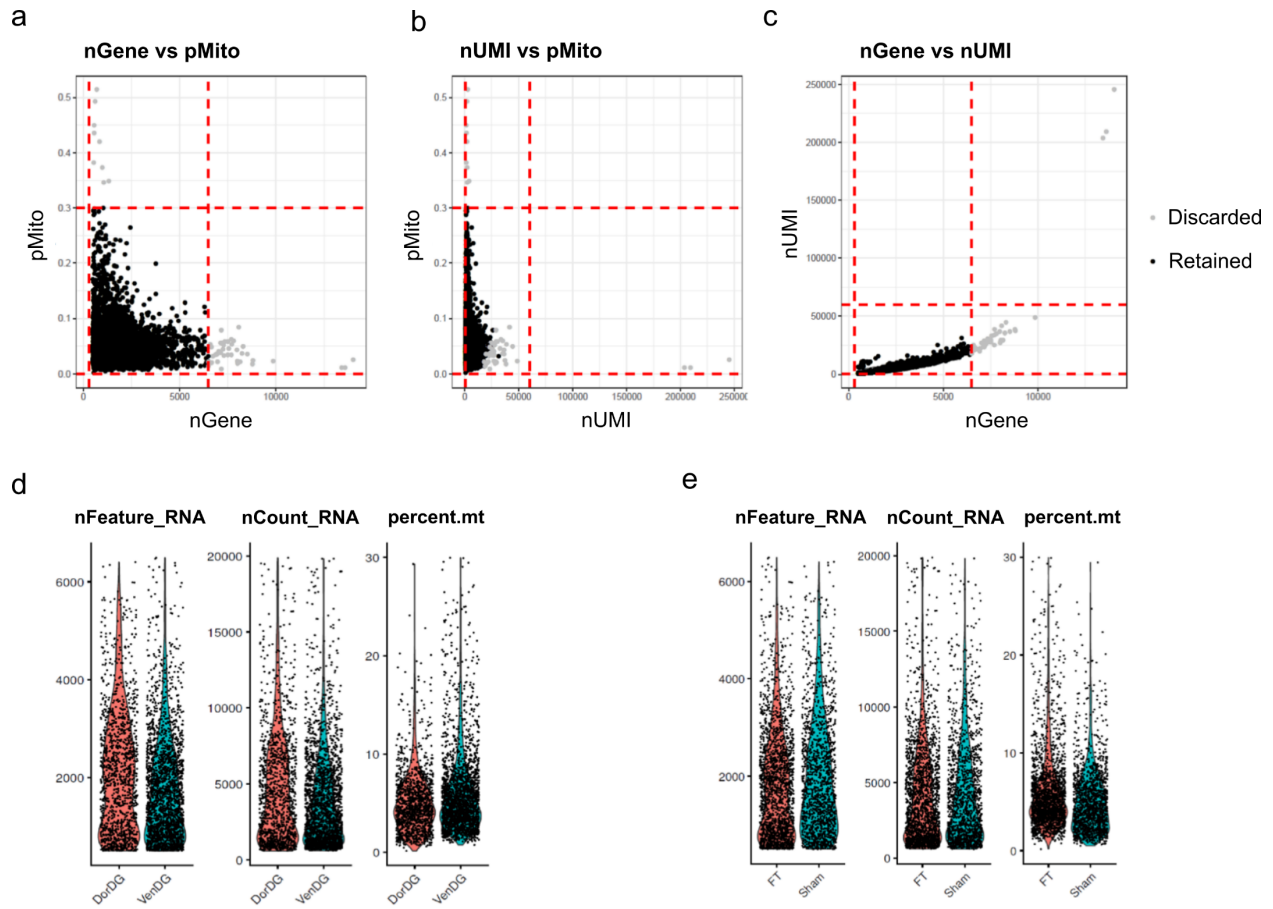

### Supplementary Fig. S8

- Quality control for single-cell RNA-seq. All single-cell data points were used to plot the number of detected genes (nGene) in each cell vs the per-cell fraction of mitochondrial reads mapped (pMito). Black dots indicate cells that passed the QC thresholds, grey dots indicate cells were discarded from further downstream analysis.
- Number of unique molecular tags detected per cell (nUMI) vs pMito.
- Plot of nGene vs nUMI.
- nGene, nUMI and pMito distribution of all high-quality cells in dorDG and venDG single-cell datasets are shown.
- nGene, nUMI and pMito distribution of all high-quality cells in FT and Sham groups are shown.

## Supplementary Fig. S8

f

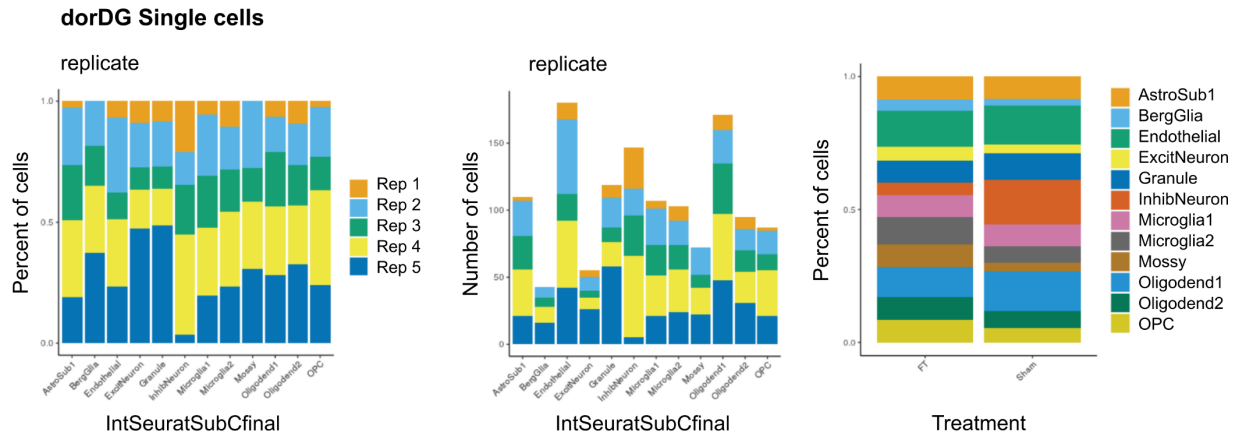

g

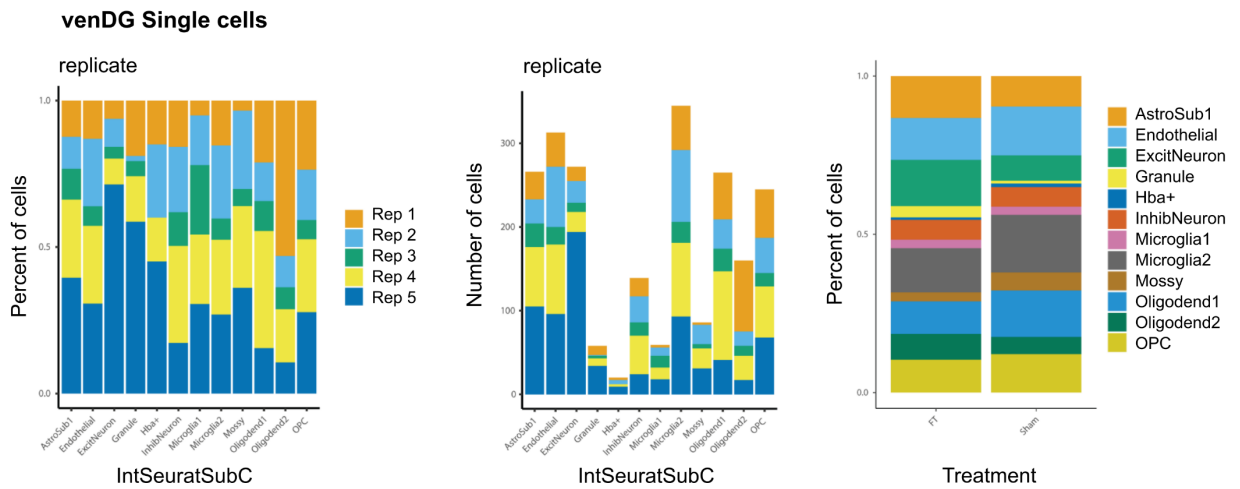

## Supplementary Fig. S8 (continued)

- f. For dorDG: *Left*, for each of the twelve annotated cell-types (x-axis), the fraction of cells contributed from each biological replicate; *middle*, for each of the twelve annotated cell-types (x-axis), the actual number of cells from each biological replicate; *right*, fractional proportions of the twelve annotated cell-types within FT and Sham.
- g. As in f., but for venDG.

## Supplementary Fig. S9

a

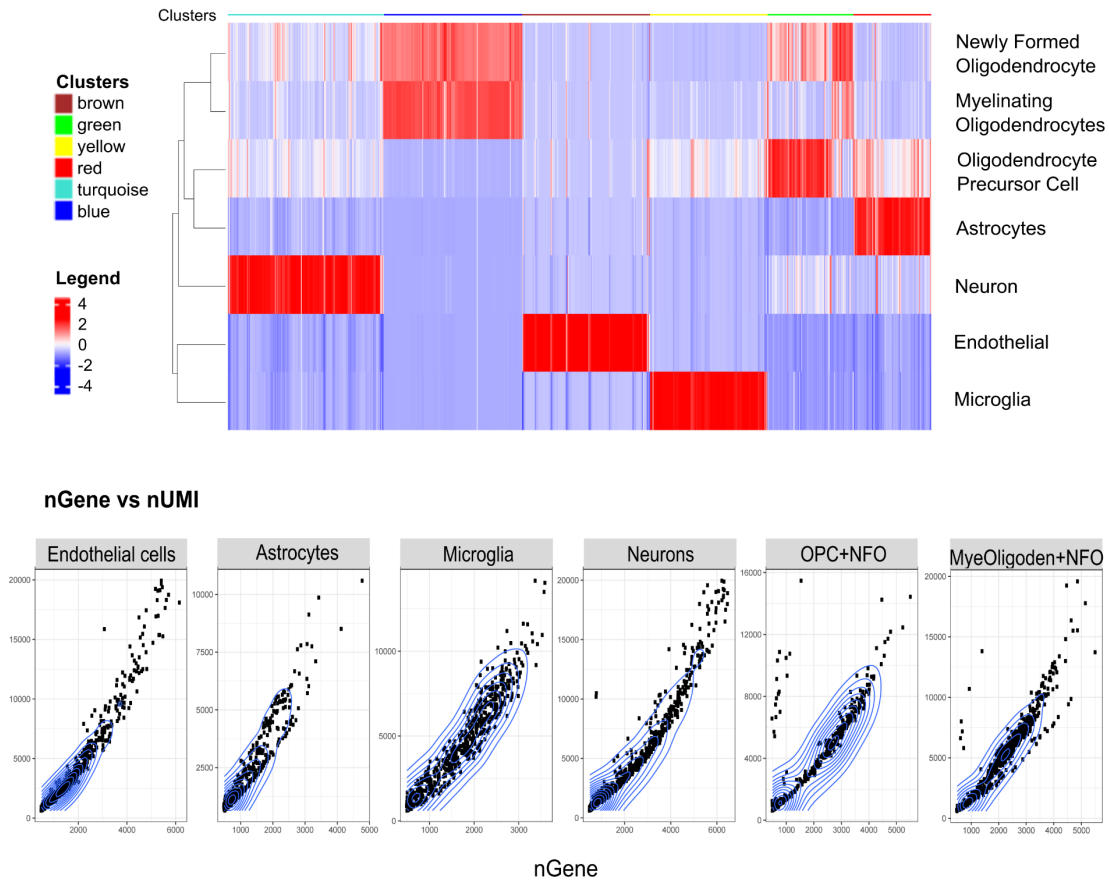

b

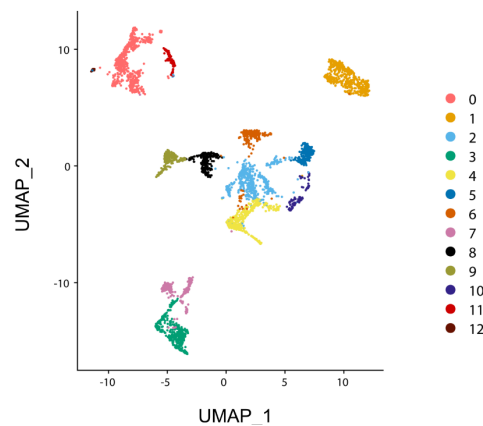

## Supplementary Fig. S9

- Top*: supervised RCA2 clustering of the single-cells that passed QC (dorDG and venDG combined) were clustered into 7 major cell types using RCA2. *Bottom*: nGene vs nUMI for each cluster, with their corresponding density plots.
- Unsupervised clustering results from Seurat, plotted as a UMAP: Following major cell type annotation and clustering using RCA2, each major cluster was subdivided into sub clusters. The UMAP shows 13 cell subtypes obtained by Seurat clustering (dims: 30, resolution: 0.8).

## Supplementary Fig. S9

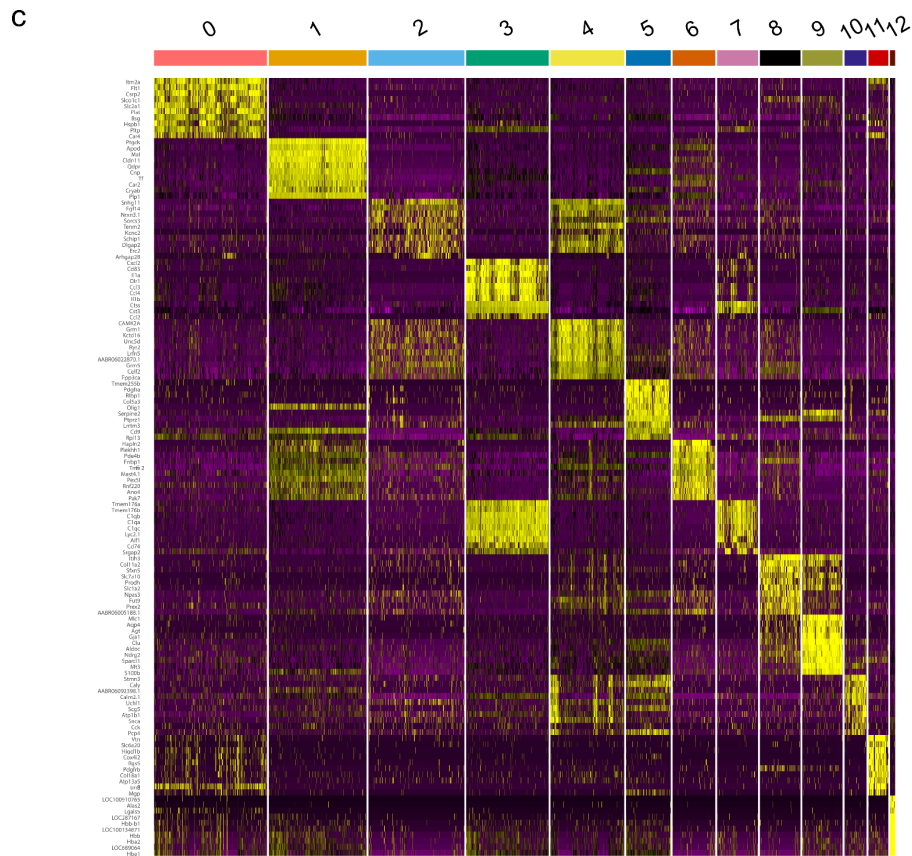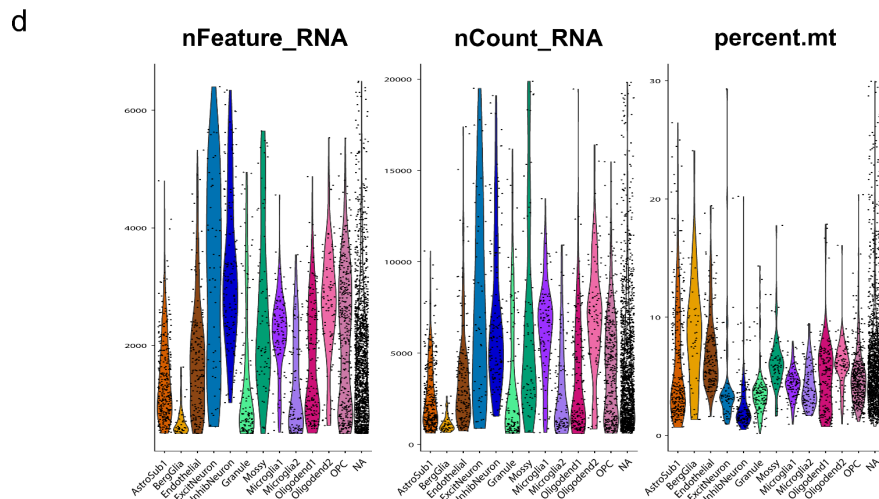

## Supplementary Fig. S9 (continued)

- c. Heatmap of the log transformed gene expression values for the top 10 cell type specific markers. Single cells from dorDG and venDG (combined scRNA-seq dataset are shown here).
- d. nGene, nUMI and pMito distribution of each of the 13 annotated cell types.  
(Note: The Hba+ cluster in venDG was discarded from all downstream analysis.)

## Supplementary Fig. S9

e

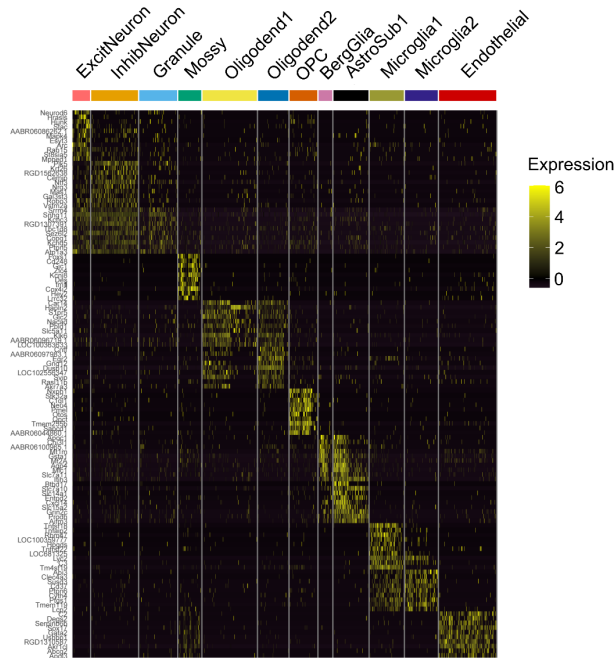

f

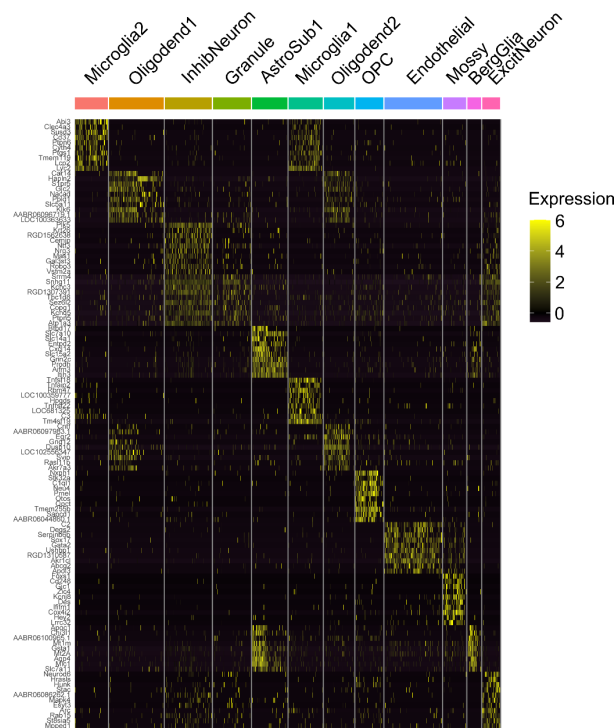

## Supplementary Fig. S9 (continued)

- e. Heatmap showing the log-transformed gene expression values for the top 10 cell type specific markers identified in the dorDG sc-dataset.
- f. Heatmap showing the log-transformed gene expression values for the top 10 cell type specific markers identified in the venDG sc-dataset.

**Supplementary Fig. S10a**

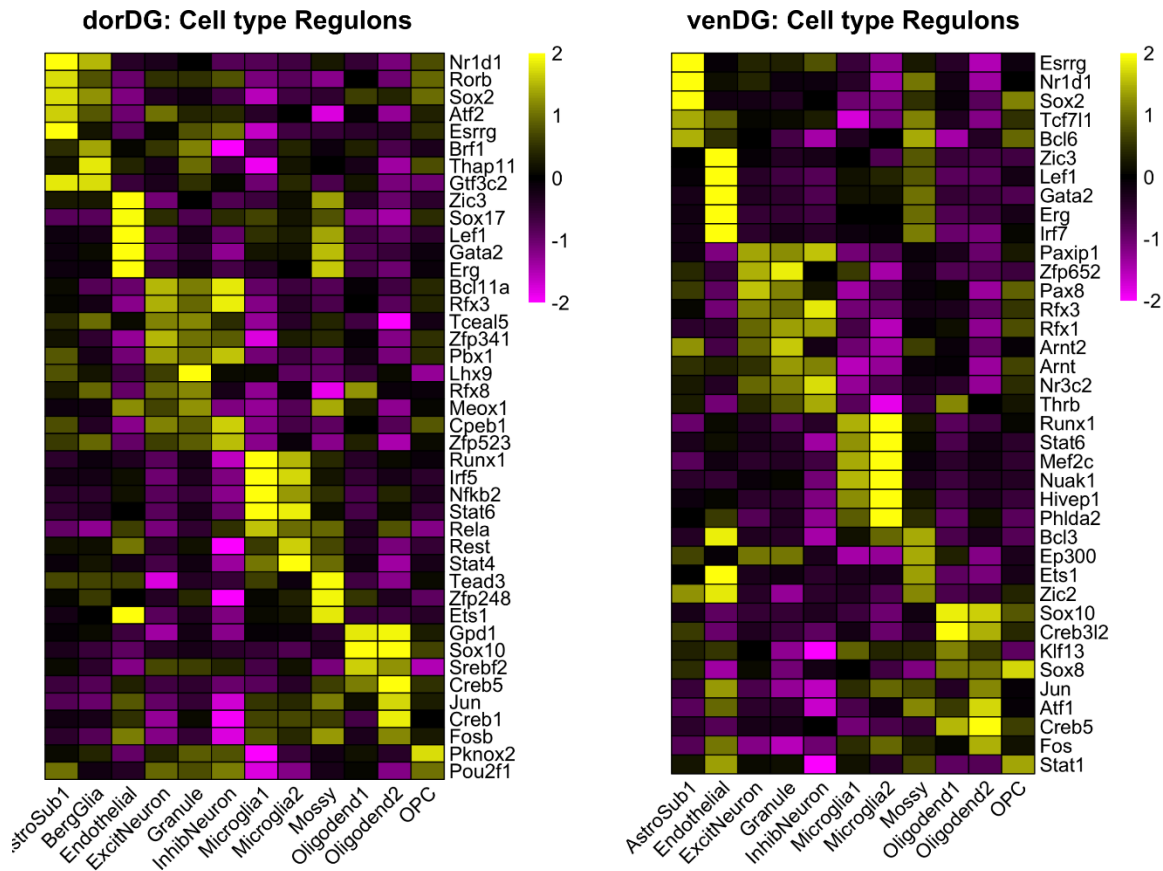

**Supplementary Fig. S10**

- a.** Heatmap of regulons identified in the different cell types within dorDG (left) and venDG (right). Heatmap is coloured by scaled regulon activity score (AUC Score), yellow denotes activated regulons and purple indicates inhibited regulons.

## Supplementary Fig. S10b

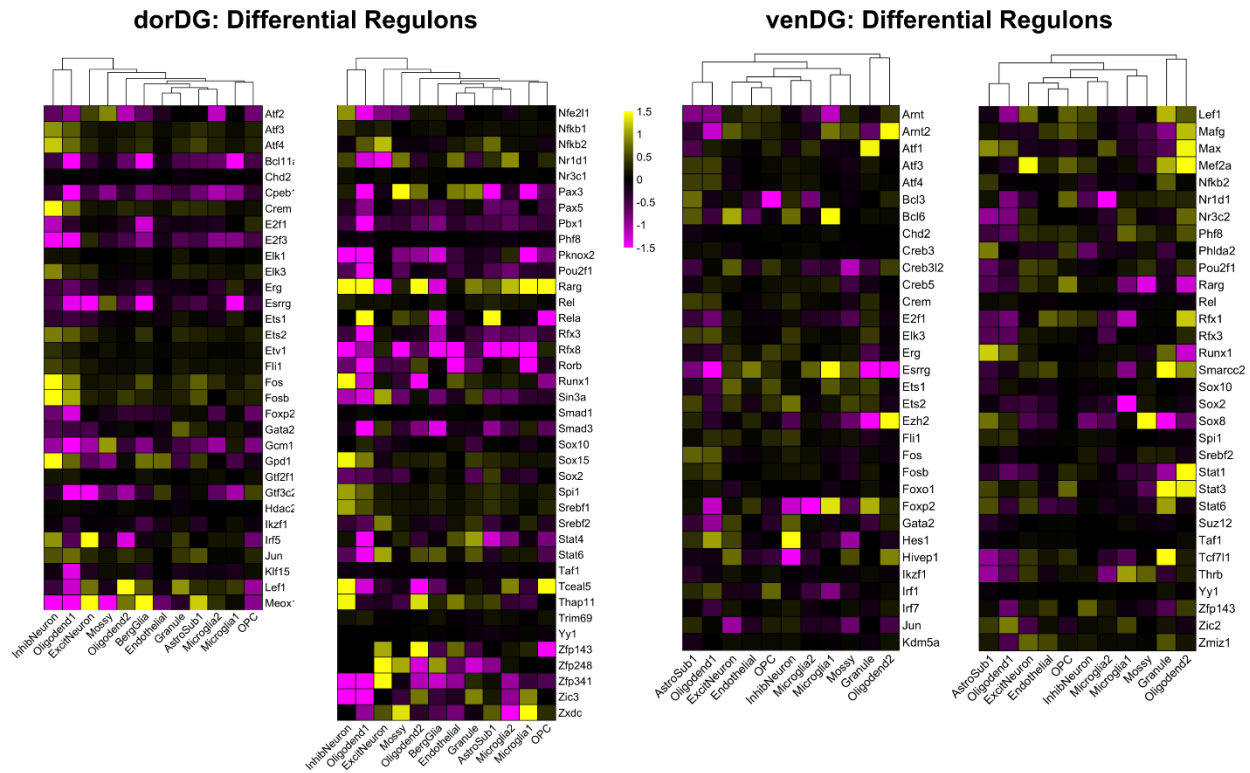

## Supplementary Fig. S10

- b.** Heatmap of differentially activated regulons (FDR  $Q\text{-val} \leq 0.2$ ) identified in the different cell types within dorDG (left) and venDG (right). Heatmap is coloured by scaled regulon activity score (AUC Score), yellow denotes activated regulons and purple indicates inhibited regulons. For clarity, only regulons that are “non-extended” are shown.

## Supplementary Fig. S11a

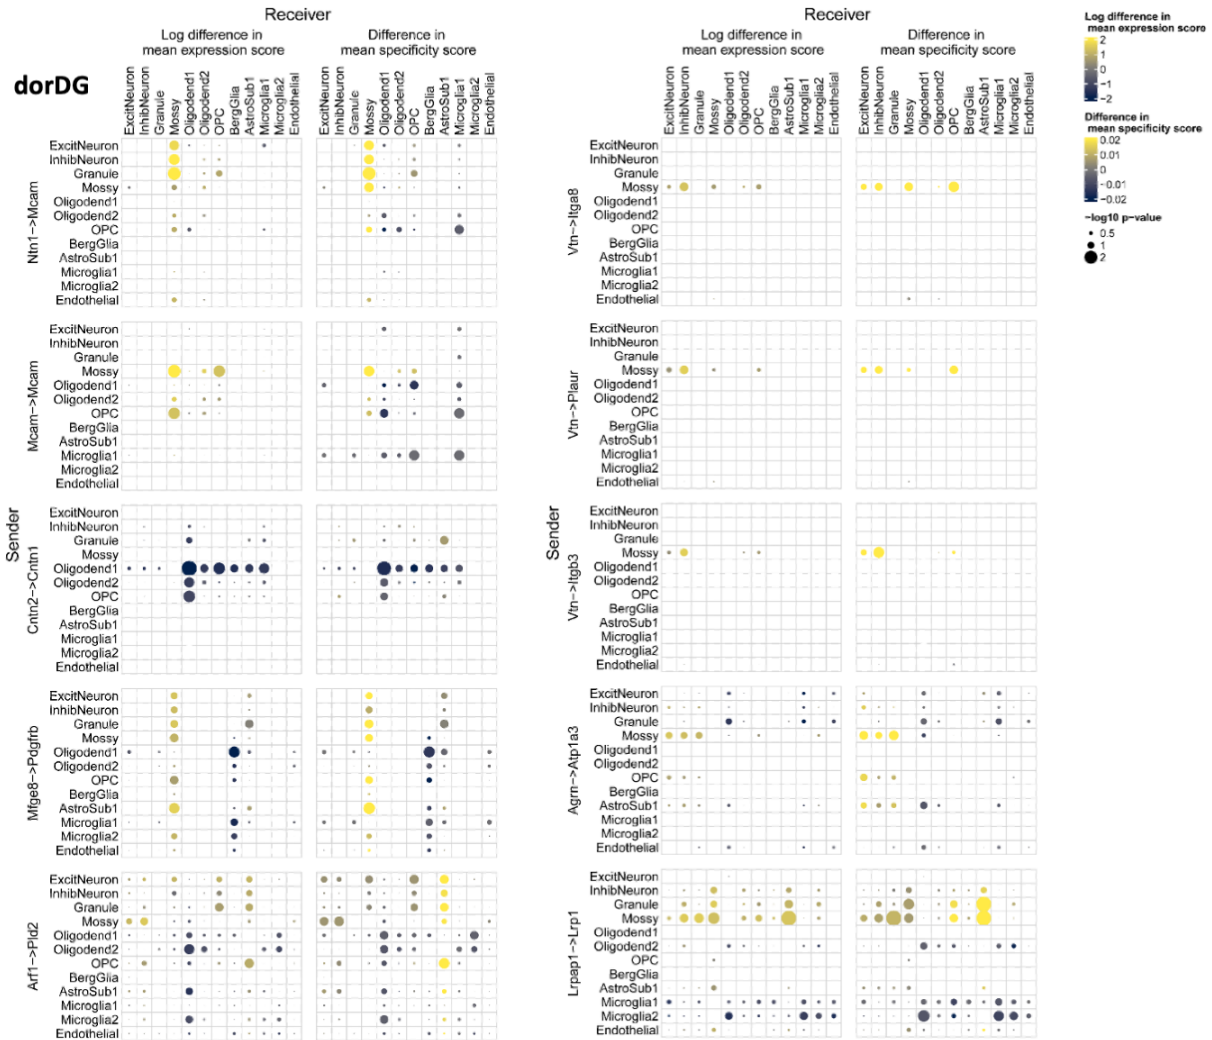

## Supplementary Fig. S11

- NATMI results (dorDG, continued on the next page): Log-fold change between average of NATMI expression scores (left column) and difference between average of NATMI specificity scores (right column) for top differential interactions between FT and Sham. More positive indicates a higher score in FT (blue), while more negative indicates a higher score in Sham (yellow). Dot size corresponds to Wilcoxon p-value testing for difference in expression or specificity score in FT. Only interactions where the ligand is expressed in at least 10% of cells in the sender cell type and the receptor is expressed in at least 10% of cells in the receiver cell type are depicted.

***Supplementary Fig. S11a (continued)***

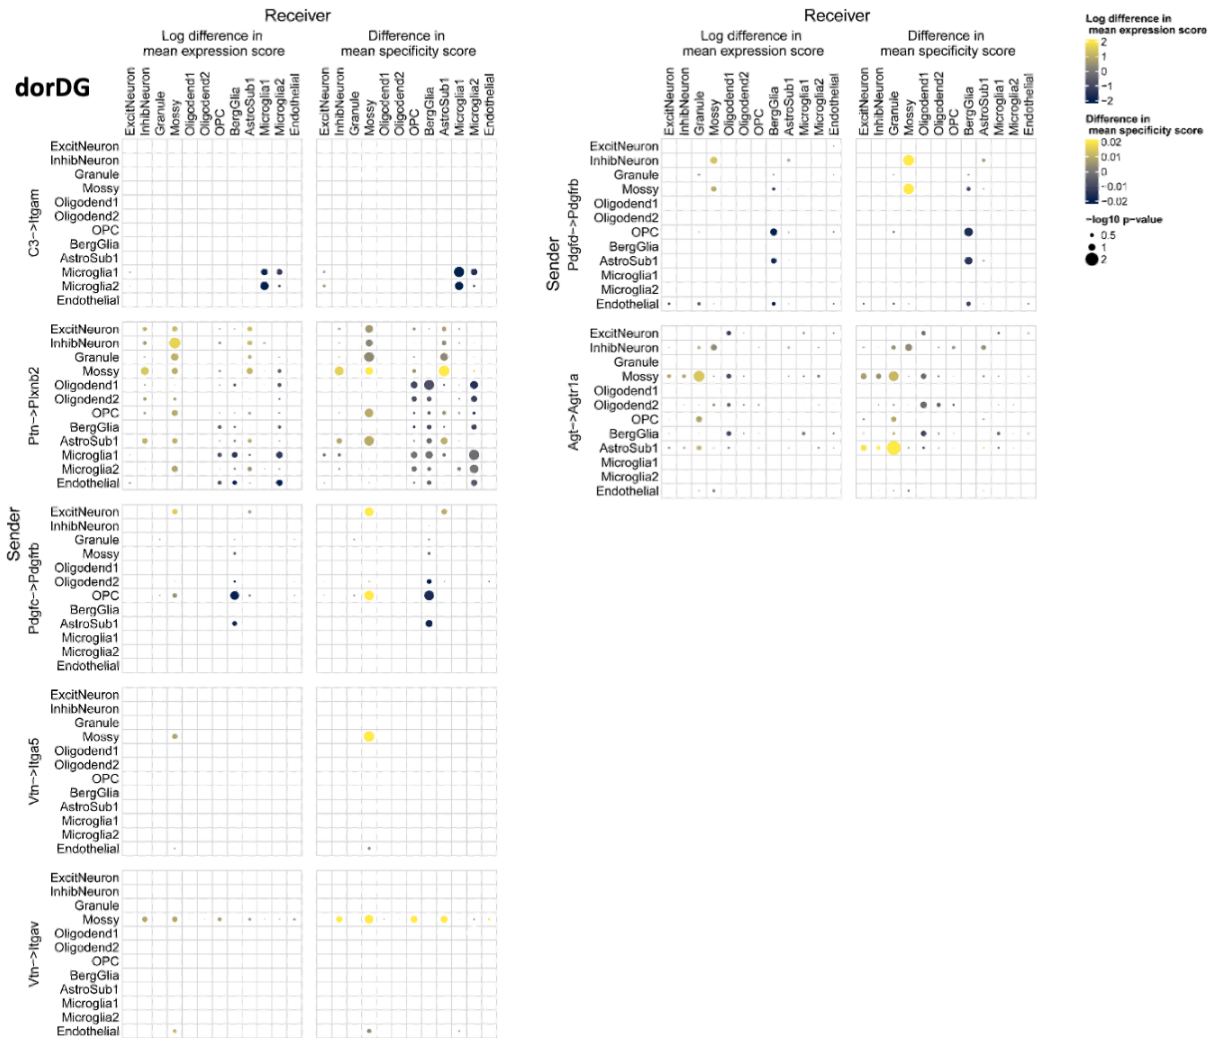

**Supplementary Fig. S11b**

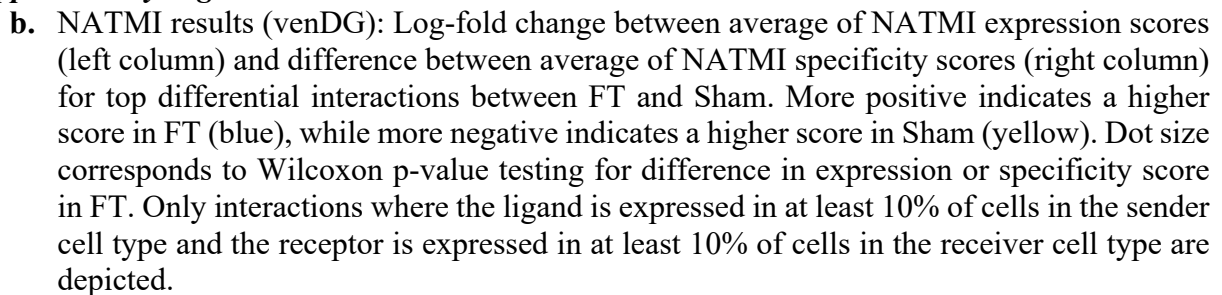

**Supplement:** Supplementary file 2 — Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

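Bulk RNA-seq counts were analysed for 196 samples of 25 rat brain regions, 98 FT and 98 Sham, each a pool of punches from 10 animals. The authors deposited raw counts per transcript, made by STAR alignment of 76 bp reads to the rn5 genome and counting with HTSeq on 29188 Ensembl transcripts, and applied no normalization to them. Each file ends with the number of reads that fell outside annotated features, were ambiguous between features or were not unique. The files list 0 reads as not unique. Ambiguous reads made up a median of 5.52%. Total counts on transcripts ranged from 4586 to 50893913 per sample, and the counts alone limit the precision for transcripts with a few reads in a library. The dorCA1 and venCA1 samples were not analysed here, and the other assays of the paper have no files in this set.

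Samples were grouped by region and treatment. The Supplementary Methods state that the FT and Sham samples of a replicate were processed in parallel and that replicate numbers entered the test as batches, so the same replicate numbers were used as pairs. The deviations of FT and Sham samples with the same number from their group means were compared across transcripts within each region. Their r had a median of 0.66 over regions, from -0.025 in Arc to 0.768 in CMA. For samples with different numbers the median was -0.199. Subtracting group means forces this value below 0 when the first is above 0, so it adds no evidence for the pairing. The paper's methods state that 2 CGC replicates were removed as outliers, and the pair of replicate 1, which lies far from the rest in Supplementary Fig. S1b, was left out of the CGC test.

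Each region was fitted alone with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), the replicate number as a block and the quasi-likelihood test for FT against Sham. A DEG had an absolute log2FC of at least log2(1.25) and a Benjamini-Hochberg adjusted p of at most 0.1 within its region. The standard error is the absolute log2FC divided by the square root of the quasi-likelihood F statistic. DESeq2 1.42.0 with the same block, its Wald test and default filtering was run on the same counts as an alternative, as in the paper's methods. In simulated counts with 13142 transcripts, of which 200 were changed, edgeR called 172 of the changed and 14 of the unchanged transcripts and DESeq2 174 and 31, with the right direction for 100% of the changed transcripts called. The simulation used the dorDG library sizes, with the same effect of a changed transcript in every replicate pair and independent noise for each transcript. The real ratios of FT to Sham differed between replicate numbers, so these rates need not hold for the real data.

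Gene names came from Supplementary Table TS4a alone, which lists 1989 transcripts, all found in the files, and names 1845 of them. Every transcript named there was called by the paper in 2 or more regions, so tests restricted to named transcripts are not independent of the paper's calls. Of 74 genes that the paper names for bulk RNA-seq, 55 have an identifier there, and the others were not analysed here. The genes named were chosen by a rule set before the data were examined. They are the genes the paper names, the 5 called higher and the 5 called lower in the most regions, and, for each of the 5 regions with the most DEGs, the largest rise and fall among DEGs that changed the same way in every pair. Where that transcript has no name, the largest change with a name is given. Avp, Gal, Hcrt, Oxt and Sst come from a list of peptide genes written before their mPoA values were seen, and Th, Dbp, Tef, Cirbp and Fos were named after values had been seen.

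Gene sets were tested on the edgeR fits with camera in limma 3.58.1, with named transcripts as background and Benjamini-Hochberg adjustment over regions at 0.05. Profiles of regions used mean log2 CPM with a prior count of 2 over the 20% of transcripts with the most counts, and group labels were permuted 100000 times. Principal components used the transcripts of this 20% that pass the filter in a region, after the mean of each replicate pair was removed. The k-means grouping used log2FC values scaled within each region and 9 clusters with 10 starts, as many clusters as the paper's methods state. The ratio of FT to Sham within each pair was taken on log2 CPM with the same prior count. Differences between regions in the response were tested as interactions in joint edgeR fits with a block for each replicate of each region, and, in an alternative chosen after the data were seen, with a treatment effect for each replicate number shared by both regions. These steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.

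The alternatives were DESeq2, no replicate block, median-ratio size factors in edgeR, no low-count filter, an adjusted p of 0.05, each replicate left out in turn, all 8 CGC samples, fry in place of camera and other transcript choices for the profiles. Labels of FT and Sham were also swapped within replicate pairs, over the 8 distinct swaps for regions with 4 pairs and the 4 for CGC. Corrections for GC content and transcript length were planned and not run, because neither is given for these transcripts. The cell-type list, the pathway lists and the enrichment software used in the paper were not applied, and hand-written marker and subunit lists were used in their place.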

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

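The tests of library size and of the most abundant transcripts for outlying gene values, and the test of peptide genes in mPoA, were set before their results were seen. The comparison of outlying values with the paired Sham or FT sample was chosen after the values were seen.

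In 3 groups of 4 samples, 1 library total lay far from the other 3. The Sham PVN sample of replicate 3 had 5334038 counts, with the other totals between 11114498 and 12117560. The FT HB sample of replicate 3 had 5078848, with the others between 13785627 and 15554352. The Sham LC sample of replicate 1 had 16434775, with the others between 7372372 and 8521080. Such gaps were looked for in 88 groups, 48 of library totals and 40 of gene values, and 11 were found where chance gives 4.4. The replicate 3 libraries had the lowest median total of all replicate numbers, in both FT and Sham. No biological explanation was tested for library totals.

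In 8 groups of 4 samples, the CPM of a gene named by the paper lay far from the others. In Arc, Slc6a3 had 5.21 CPM in the FT sample of replicate 3, from 10 reads, and at most 0.577 CPM in the other FT samples. In dorDG, Htr1a had 14.3 CPM in the FT sample of replicate 3 and at most 0.807 in the others, Sdhb had 183 CPM in the FT sample of replicate 3 and at least 349 in the others, and Pfkl had 189.8 CPM in the FT sample of replicate 1 and at most 125 in the others. In venDG, the FT sample of replicate 1 had 649 CPM of Sdhb and 1194.9 CPM of Mdh2, with at most 358 and 624 in the other FT samples. Cox5a had 1134 CPM in the FT venDG sample of replicate 3 and at most 200.3 in the others. Aacs had 28.1 CPM in the Sham venDG sample of replicate 5 and at most 22.1 in the others.

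Treatment is not the difference within any of these groups, since all samples of a group had the same one. In 6 of the 7 cases where a sample of the other group with the same number exists, that sample was also extreme in the same direction within its own group. For Htr1a, Sdhb and Pfkl in dorDG and for Sdhb, Mdh2 and Cox5a in venDG, the Sham samples with the same number had 18.7, 161.9, 151.2, 388, 570 and 661 CPM, each the highest or, for Sdhb in dorDG, the lowest of its group. A candidate explanation is the composition or size of the libraries. The library with the outlying value had the highest or lowest share of counts in its 50 most abundant transcripts in 5 of the 8 cases, and the highest or lowest library size in 6 of 8. In a group of 4, either happens by chance for about 4 of 8, so these counts cannot tell the outlying values apart from those of any other library. GC content, transcript length and the pools of animals behind each replicate number were not tested.

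In mPoA, 2 hypothalamic peptide genes that the paper does not discuss for this region were called by edgeR. The log2FC of Gal was 1.38 (adjusted p = 0.00088) and that of Hcrt 3.30 (adjusted p = 0.00141), each from the 2 replicate pairs. Npvf in the same region had a log2FC of 7.56. A shift of the punched tissue between FT and Sham is a candidate explanation for the rise of Npvf, and it predicts that other peptide genes of the hypothalamus differ too. Of 5 others tested, 2 had an absolute log2FC of at least 1, Gal and Hcrt, while Avp had 0.56, Oxt 0.29 and Sst -0.29. This test was set to take 2 or more as in favour of a shift, so the rise of Npvf cannot be told apart from one. Gal and Hcrt are themselves the 2 that differ, so it says nothing further about them, and no other test of their rise was made. Named peptide genes are those that the paper called in 2 or more regions, so the list is not a random one. With 2 pairs, an effect of the drug on these genes was not separated from a difference between pools.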

How the results depend on the processing

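The alternatives were set before the data were examined, except where stated, and each but DESeq2 changed 1 processing choice. DESeq2 changed the test and the filtering of transcripts together, so its shifts are not the effect of a single choice. With DESeq2 in place of edgeR's quasi-likelihood test, the block kept, the number of DEGs moved by more than 1.5-fold in 23 of 25 regions, to 160 in PLC, 1.4e+02 in ILC, 206 in CGC, 53 in InsularC, 948 in NAcSh, 925 in NAcC, 49 in LS, 583 in MS, 258 in BNST, 584 in mPoA, 608 in PVN, 148 in MDT, 590 in LH, 576 in VMH, 265 in BLA, 327 in CMA, 297 in dorDG, 244 in HB, 238 in venDG, 251 in VTA, 267 in PAG, 819 in Arc and 779 in LC. The number for ILC is rounded to 2 digits. The median per region moved from 2 to 297 DEGs, the share called in 3 or more regions from 12.0% to 31.5%, and the transcripts called in both dorDG and venDG from 0 to 41. In raphe (1237), in Nts (650), for the union over regions (4398) and for the share called in a single region (47.5%), DESeq2 stayed within 1.5-fold of edgeR. The 0 transcripts shared by dorDG and venDG with edgeR stand beside 1767 and 1591 transcripts at an unadjusted p under 0.05. For these changes, and for all others given here, the cause was not tested.

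Without the replicate block, mPoA had 1 DEG and ILC, CGC, NAcSh, NAcC, LS, MS, BNST, MDT, LH, CMA, raphe, Arc, LC and Nts had 0, with between 53 and 1409 transcripts at an unadjusted p under 0.05. The union was then 1 transcript, the median 0, the share called in a single region 100% and the share called in 3 or more 0%. Regions with FT and Sham apart on the first principal component fell from 15 to 2 when the means of the replicate pairs were kept, and the oligodendrocyte set in NAcC passed an unadjusted p of 0.05 (0.0266 from limma's camera), and exact swaps of labels within pairs were made only with the block kept.

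Without the low-count filter, edgeR called 278 in PLC, 239 in ILC, 525 in CGC, 52 in InsularC, 1032 in NAcSh, 890 in NAcC, 136 in LS, 852 in MS, 430 in BNST, 595 in PVN, 334 in MDT, 1062 in LH, 136 in VMH, 370 in BLA, 258 in CMA, 606 in dorDG, 6 in HB, 341 in venDG, 588 in VTA, 945 in PAG, 2115 in raphe, 871 in LC and 936 in Nts. The union was 6530, the median 588, the share called in 3 or more regions 34.6%, and 128 transcripts were called in both dorDG and venDG. Arc (3405) and mPoA (1318) stayed within 1.5-fold.

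With median-ratio size factors in place of TMM, the counts moved by more than 1.5-fold to 83 in NAcSh, 15 in LS, 34 in LH and 57 in LC, and in no other region, and the union (4639), the median (3) and both shares (65.9% and 11.9%) stayed within 1.5-fold. At an adjusted p of 0.05, edgeR called 23 in CGC, 1 in NAcSh, 12 in NAcC, 2 in MS, 5 in BNST, 94 in raphe, 1681 in Arc and 263 in Nts, and 0 in LH (2338 at an unadjusted p under 0.05). The union was then 2137 and the median 1. With the replicate 1 pair of CGC kept, CGC had 0 DEGs (1.2e+03, rounded to 2 digits, at an unadjusted p under 0.05) and the median over regions was 1.

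Leaving out one replicate at a time (both samples of the pair), the edgeR counts ranged from 0 to 25 in PLC, from 1 to 160 in ILC, from 11 to 732 in CGC, from 0 to 8 in InsularC, from 0 to 203 in NAcSh, from 0 to 80 in NAcC, from 0 to 53 in LS, from 1 to 25 in MS, from 0 to 9 in BNST, from 0 to 2 in PVN, from 0 to 17 in MDT, from 0 to 260 in LH, from 0 to 4 in BLA, from 0 to 38 in CMA, from 0 to 319 in dorDG, from 0 to 7 in venDG, from 0 to 1 in VTA, from 1 to 1029 in raphe, from 0 to 6 in LC and from 0 to 4345 in Nts. Where such a fit gave 0 DEGs, between 585 and 2224 transcripts had an unadjusted p under 0.05. Arc and mPoA could not be fitted without replicate 4 or 5, and stayed within 1.5-fold without replicate 1 or 3, which hold no complete pair in these regions and so cannot move them by much. The union ranged from 209 to 6292, the median from 0 to 22, the share called in 3 or more regions from 0.48% to 17.2%, and the transcripts called in both dorDG and venDG from 0 to 7. The oxphos set was higher in FT in 3 to 12 regions across these fits. For the oligodendrocyte set in NAcC the p lay between 0.0071 and 0.925 (limma's camera), under 0.05 without replicate 1 or 3 and above it without replicate 4 or 5. For the neuronal set in NAcSh it lay between 0.493 and 0.968, and the direction reversed without replicate 3 (0.8695) and without replicate 4 (0.965), while exact swaps of labels within pairs of all replicates gave as small a p as the real labels in 6 of 8 splits for the first set and 8 of 8 for the second. Counts of regions and modules for which no such fit was made, the match of regions to anatomical groups and the k-means modules, were not recomputed without a replicate.

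With fry in place of camera, the oxphos set passed in 0 regions, with 5 at an unadjusted p under 0.05, and the chromatin set passed in 2. Against all tested transcripts as background, chosen after the data were seen, the oxphos set passed in 22 regions, the chromatin set in 9 and the oligodendrocyte set in NAcC had p = 0.00157 (limma's camera), but the named transcripts are the ones the paper called in 2 or more regions, so this background favours any set of them. With the transcripts called by DESeq2, also chosen after the data were seen, FT and Sham lay apart on the first principal component in 25 of 25 regions, and with the edgeR calls in 11 of the 12 regions with enough of them, but neither shows stability because those transcripts were picked for that difference. The union of DESeq2 calls, each again chosen after the data were seen, was 869 without the replicate block, 2859 without replicate 1, 3192 without replicate 3, 1333 without replicate 4 and 3389 without replicate 5.

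Among the values of single named genes, 259 comparisons with an alternative gave 183 within the spread between replicates or on the same side of the threshold, 43 moved, 24 weaker, 7 stronger and 2 reversed. The reversed ones were both Cox5a in venDG, whose log2FC of 0.19 became 0.44 without replicate 1, -0.02 without replicate 3 and -0.066 without replicate 5. The interaction tests of dorDG against venDG and of NAcC against NAcSh gave 0 transcripts in the reported fit. There, 175 and 536 had an unadjusted p under 0.05, each a smaller share than that threshold gives by chance. The interaction tests also gave 0 without the replicate block, with median-ratio size factors and with each replicate left out in turn. These tests were not run with DESeq2 or without the low-count filter. With a treatment effect for each replicate number shared by both regions, chosen after the data were seen because the regions share pools of animals, dorDG against venDG stayed at 0 (818 at an unadjusted p under 0.05) and NAcC against NAcSh moved to 9 of 14315 transcripts (1683 at an unadjusted p under 0.05). The match of regions to anatomical groups was 22 of 25, and 23 with all transcripts that passed the filter. The k-means counts of modules raised or lowered in 13 or more of 25 regions stayed at 9 under both alternatives, but with an odd number of regions each module is on 1 side unless its median is 0 in some region, so this count could hardly have differed. Corrections for GC content and for transcript length were not run, since neither is given for these transcripts. The depth limits Nts, where the Sham library of replicate 3 holds 4586 counts, and transcripts with a few reads per library, such as Npvf and Pde6h in Sham.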

Differences from the paper's values

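The numbers of DEGs per region with edgeR were 0 in PLC (the paper's 1.6e+02), 4 in ILC (the paper's 1.4e+02), 61 in CGC (the paper's 211), 0 in InsularC (the paper's 48), 2 in NAcSh (the paper's 926), 30 in NAcC (the paper's 885), 4 in LS (the paper's 49), 8 in MS (the paper's 550), 8 in BNST (the paper's 263), 1428 in mPoA (the paper's 684), 0 in PVN (the paper's 577), 1 in MDT (the paper's 1.5e+02), 13 in LH (the paper's 626), 0 in VMH (the paper's 554), 0 in BLA (the paper's 276), 1 in CMA (the paper's 311), 0 in dorDG (the paper's 316), 0 in HB (the paper's 265), 0 in venDG (the paper's 234), 0 in VTA (the paper's 218), 0 in PAG (the paper's 290), 828 in raphe (the paper's 1243), 3551 in Arc (the paper's 854) and 3 in LC (the paper's 776). Numbers with an exponent are rounded to 2 digits. Where edgeR gave 0, between 1042 and 2080 transcripts had an unadjusted p under 0.05. DESeq2 with the replicate block, an alternative set before the data were examined and the method that the paper's methods state, came within 1.5-fold of the paper's number in each of these 24 regions, with 160 in PLC, 1.4e+02 in ILC, 206 in CGC, 53 in InsularC, 948 in NAcSh, 925 in NAcC, 49 in LS, 583 in MS, 258 in BNST, 584 in mPoA, 608 in PVN, 148 in MDT, 590 in LH, 576 in VMH, 265 in BLA, 327 in CMA, 297 in dorDG, 244 in HB, 238 in venDG, 251 in VTA, 267 in PAG, 1237 in raphe, 819 in Arc and 779 in LC. The other alternatives set before the data were examined did so in fewer. Without the low-count filter the numbers came within 1.5-fold of the paper's with 52 in InsularC, 1032 in NAcSh, 890 in NAcC, 595 in PVN, 370 in BLA, 258 in CMA, 341 in venDG and 871 in LC. Median-ratio size factors did so with 864 in raphe, and an adjusted p of 0.05 with 999 in mPoA. Leaving out replicate 1 did so with 160 in ILC and 53 in LS, leaving out replicate 3 with 44 in LS, 319 in dorDG and 1029 in raphe and leaving out replicate 4 with 170 in CGC. Leaving out replicate 5, dropping the replicate block and keeping all 8 CGC samples closed none of these gaps.

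The median number of DEGs per region was 2 with edgeR, and the paper's value is 311. With DESeq2 it was 297, and no other alternative set before the data were examined came within 1.5-fold. The share of DEGs called in 3 or more regions was 12.0%, and the paper's value is 33%. It was 31.5% with DESeq2 and 34.6% without the low-count filter, and the other alternatives set before the data were examined did not close the gap. In both dorDG and venDG, edgeR called 0 transcripts, with 1767 and 1591 at an unadjusted p under 0.05, and the paper's number is 39. DESeq2 called 41, and the other alternatives set before the data were examined did not close the gap. The oxphos set passed in 5 regions, and the paper's number is 19, from a gene list and test that were not used here. Using fry, dropping the replicate block, median-ratio size factors and leaving out each replicate did not close this gap, with 0 to 12 regions. The set was not tested with DESeq2 or without the low-count filter. A background of all tested transcripts, chosen after seeing the values, gave 22 regions.

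Otub1 was called higher in 3 regions by edgeR, and the paper's number is 23. DESeq2 and edgeR without the low-count filter each gave 21 regions. Trim28 was called in 4 regions, and the paper's number is 19. DESeq2 gave 18 regions and edgeR without the low-count filter 17. For Grin2c, edgeR called 0 regions, with a positive log2FC in 23 of 25, and the paper's number is 7. It was called in 5 regions without the low-count filter, within 1.5-fold of the paper's, and in 4 by DESeq2. For these 3 genes the other alternatives set before the data were examined did not close the gap. The log2FC of Npvf in mPoA was 7.56 with an SD of 3.05 between the 2 replicate pairs, and the paper's value is 4.1. DESeq2 gave 6.40, which differs from the paper's value by less than that SD, and the other alternatives set before the data were examined did not. The log2FC of Slc6a3 in Arc was -5.47 with an SD of 0.584 between the 2 replicate pairs, and the paper's value is -4.8. Without the replicate block it was -4.36, within that SD of the paper's value, and no other alternative set before the data were examined, DESeq2 included, closed the gap.

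The paper ranks raphe first by DEGs, followed by NAcSh, NAcC, Arc and LC. With edgeR the order was Arc, mPoA, raphe, Nts and CGC, and with DESeq2 it was that of the paper. Arc and mPoA have 2 replicate pairs each and CGC has 3, while Nts holds the Sham library of 4586 counts. The edgeR order therefore need not follow the strength of the response. The paper names Otub1 as the gene raised in the most regions. With edgeR, Tsc22d2, DEPP, Tmem126b and Dpm3 were each called higher in 5 regions, and with DESeq2 the highest number for any transcript was 21 regions, that of Otub1. The paper describes FT and Sham as distinct within each region, and here the first principal component separated them in 15 of 25 regions after the means of the replicate pairs were removed. For the transcripts called by DESeq2, chosen after seeing the values, it did so in 25 of 25. The table in Fig. 1e appears to give Napb a positive value, while the paper's text names Napb among the broadly lowered genes. Here its log2FC was negative in 25 of 25 regions, the direction given in that text.

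The paper groups Grm3 and Chrm1 with receptors that rose. Here Grm3 was called lower in mPoA and Arc by edgeR and in venDG by DESeq2, and Chrm1 lower in mPoA by edgeR and in 6 regions by DESeq2. Neither was called higher in any region by either tool. The paper lists Hdac8 and Auts2 among raised chromatin genes, and their log2FC was positive in 0 and 4 of 25 regions. It describes chromatin genes as raised in most regions and lowered in LC. The 5 with an identifier, tested as a set of 6 with Trim28, passed in 0 regions with camera (1 at an unadjusted p under 0.05), in 2 with fry, and had a mean log2FC of 0.13 in LC. Against all tested transcripts, a background chosen after seeing the values, the set passed in more regions. The paper describes functional categories, of which these genes are only a part. The paper places oligodendrocyte genes among those raised in NAcC and neuronal genes among those raised in NAcSh. The hand-written marker sets had an adjusted p of 0.52 and 0.894 there (limma's camera), and the oligodendrocyte set passed an unadjusted p of 0.05 without the replicate block and without replicate 1 or 3. The paper reports Htr1a as reduced in dorDG. There edgeR gave a log2FC of -2.56 with an adjusted p of 0.221, lower in 4 of 4 pairs, and DESeq2 called it (adjusted p = 0.00102), as did edgeR without the low-count filter (adjusted p = 0.000324) and without replicate 3 (adjusted p = 0.0216). The paper reports Sdhb, Mdh2, Cox5a, Pfkl, creatine kinase and Aacs as raised in parts of the hippocampus. Of these, DESeq2 called Pfkl and Mdh2 in venDG, and edgeR called none in dorDG or venDG. The hippocampal regions dorCA1 and venCA1 were not analysed here, so this is not shown to be a disagreement. Without the low-count filter, edgeR called Aacs in dorDG (adjusted p = 0.0557) and Mdh2 in venDG (adjusted p = 0.0965). The paper states that most DEGs of dorDG and venDG were distinct. In the test of a difference in response between these regions, 0 transcripts passed, with 175 at an unadjusted p under 0.05. Of the 14265 tested, this is a smaller share than that threshold gives by chance, and edgeR called 0 transcripts in each region alone. The test could therefore hardly have shown a difference. That fit leaves out that the 2 regions share pools of animals. A fit with a treatment effect for each replicate number, chosen after seeing the values, also gave 0, with 818 at an unadjusted p under 0.05.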

Other observations

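All tests in this part were chosen after the results they address were seen, as were the limits used to read them, which were an r under 0.1 as near 0, 50% of an r as kept and 5% of the calls as gone.

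The log2 ratio of FT to Sham within a replicate pair was shared between regions in replicates 4 and 5 and hardly in replicates 1 and 3. Averaged over regions, the ratios of replicates 4 and 5 had an r of 0.682 across 11365 transcripts and those of replicates 1 and 3 an r of 0.62, while the 4 comparisons across these had an r of 0.195, 0.119, 0.093 and 0.034. Transcripts are not independent replicates, and regions of one replicate number come from the same pool of 10 animals, since 40 animals per group make 4 pools, so regions do not replicate each other. The part of the ratio variance shared by all regions was 13.8%, 11.0%, 54.5% and 69.9% in replicates 1, 3, 4 and 5. A drug effect of similar size in all replicates predicts a clear r for every comparison of replicate numbers, and the lowest was 0.034, while 0.195 and 0.119 lie above the limit taken as near 0, so a weaker effect common to all replicates is not excluded. Library depth is one technical candidate. Replicate 4 thinned to the depth of replicate 3 kept a median r between regions of 0.417, from 0.548, where replicate 3 had 0.108. Replicate 5 thinned to the depth of replicate 1 kept 0.683, from 0.7, where replicate 1 had 0.091. A difference in the share of reads outside annotated features is another. That share was higher in FT in 21 of 25 regions for replicate 4 and in 7 of 25 for replicate 5, so it did not move the same way. These tests leave a difference in handling between FT and Sham that recurred in replicates 4 and 5, a difference between the pools of animals, a drug effect that was stronger in some pools, and a weaker one common to all. The files cannot tell these apart, and GC content and transcript length were not tested. As a hypothesis, part of the calls may rest on replicates 4 and 5. Without replicate 4 the edgeR union was 209 and without replicate 5 it was 396, from 23 regions each, since Arc and mPoA cannot be fitted without either. With DESeq2 the union was 1333 without replicate 4 and 3389 without replicate 5, beside 2859 without replicate 1 and 3192 without replicate 3 (25 regions each). The DESeq2 median per region was 79 and 128 without replicates 4 and 5 and 172 and 234 without replicates 1 and 3, from 297, so the unions and the medians do not rank the replicates alike.

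The labels of FT and Sham were swapped within replicate pairs, which keeps every pair intact and makes 8 distinct splits for 4 pairs, so that no share under 0.125 can be reached and no result can be set apart from chance in this way. The same swap was applied in every region that had the pair. The real labels gave the largest union with edgeR (4291) and with DESeq2 (4398), 1 of 8 splits each. With edgeR, the union was 4267 after swapping replicate 1, 4088 after swapping replicate 3 and 4205 after swapping both, while it was 1 after swapping replicate 4 and 0 after swapping replicate 5. Arc and mPoA have pairs 4 and 5 only, so swaps of replicates 1 and 3 leave them unchanged and the union near its real value. With DESeq2 the union was 1439, 1638 and 3307 after swapping replicate 1, replicate 3 and both, and 109 and 394 after swapping replicate 4 or 5. With DESeq2, the swapped split with the highest union is therefore the one that sets replicates 4 and 5 against replicates 1 and 3.

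Within single regions with edgeR, the real labels were the only split with as many DEGs in ILC, NAcC, MS, BNST, MDT, LH, raphe and LC (1 of 8 splits each) and in CGC (1 of 4). In NAcSh and LS, 2 of 8 splits gave as many, in CMA 3 of 8 and in Nts 4 of 8, with up to 921 DEGs in Nts against 511. In PLC, InsularC, PVN, VMH, BLA, dorDG, HB, venDG, VTA and PAG, where edgeR called 0 DEGs and between 1042 and 2080 transcripts had an unadjusted p under 0.05, all 8 splits gave as many. Among these, a swap gave up to 99 DEGs in venDG and 87 in VMH. With DESeq2, a swapped split gave more DEGs than the real labels in 9 of 23 regions, as many in 1 (Nts) and fewer in 13. The 9 were InsularC (93 against 53), LS (85 against 49), BNST (417 against 258), VMH (957 against 576), BLA (469 against 265), CMA (763 against 327), HB (739 against 244), venDG (789 against 238) and VTA (809 against 251). The oxphos set moved in one direction in at least 5 regions in 5 of 8 splits, with 17 regions after swapping replicates 1 and 4. The chromatin set passed in 0 regions with the real labels (1 at an unadjusted p under 0.05), which all 8 splits equal. The oligodendrocyte set in NAcC had as small a p in 6 of 8 splits and the neuronal set in NAcSh in 8 of 8. For the interactions of dorDG with venDG and of NAcC with NAcSh, 8 of 8 splits gave as many as the 0 transcripts of the real labels, which had 175 and 536 transcripts at an unadjusted p under 0.05, in fits that leave out that the 2 regions share pools.

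In Nts, the Sham library of replicate 3 holds 4586 counts. Without replicate 3, edgeR called 0 transcripts there, with 1674 at an unadjusted p under 0.05, and DESeq2 called 393. Without replicates 1, 4 or 5 in turn, edgeR called 4345, 25 and 97. Since the calls vanished with one tool and not with the other, the Nts calls cannot be told apart from an effect of that library. Requiring both tools to lose their calls is stricter than the criterion first written for this test.

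The number of DEGs per region was compared with the imbalance in depth between its FT and Sham libraries over the 25 regions. With edgeR, Spearman's rho was 0.2 (permutation p = 0.336) and Pearson's r was 0.064 (permutation p = 0.692), and r was 0.047 without the 2 regions farthest from the median imbalance. With DESeq2, rho was -0.007 (permutation p = 0.975) and r was 0.093 (permutation p = 0.684), or 0.06 without those 2 regions. Of these 4 relations none had a p under 0.05 before adjustment, and no relation with depth imbalance was seen.

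Cirbp and Dbp were higher in FT in 25 of 25 regions in both replicates 4 and 5, and in 15 and 13 of 22 for replicate 1 and 16 and 19 of 23 for replicate 3. A difference in time of day between the groups is a candidate explanation, although the Supplementary Methods give the same morning window of sacrifice for both. It predicts that Tef, another clock output gene, moves with Dbp. Tef was higher in FT in 18 of 22, 19 of 23 and 23 of 25 regions for replicates 1, 3 and 4, and in 10 of 25 for replicate 5, which goes against it for replicate 5. The median log2 ratios of replicates 1, 3, 4 and 5 were 0.03, 0.46, 1.19 and 1.58 for Dbp and 0.49, 0.38, 0.39 and -0.03 for Tef, so Tef did not follow Dbp across replicates. Only Dbp and Tef were named among clock genes, so the test is a narrow one. Fos was higher in FT in 24 and 23 of 25 regions for replicates 4 and 5, and in 17 of 22 and 17 of 23 for replicates 1 and 3.

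In Arc, Th had a log2FC of -1.07 (adjusted p = 0.0325 from edgeR, lower in FT in 2 of 2 pairs), beside -5.47 for Slc6a3. A smaller share of dopamine neurons in the FT punches predicts that Th falls with Slc6a3. The direction was as this predicts and the size was not the same, so this test alone leaves a difference in the punched tissue as a candidate explanation for part of the fall. In the unpaired FT samples of replicates 1 and 3, Th had 90.5 and 72.0 CPM, within the 70.7 to 111 CPM of the 2 Sham samples, while Slc6a3 was below both Sham samples there, and without the replicate block the log2FC of Th was -0.56 and not called. These values go against a loss of dopamine neurons from all FT punches. An effect of the drug was not separated from a difference in tissue.

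Among the transcripts without a name in Supplementary Table TS4a, 6 share the same list of 16 regions. Their counts had a lowest pairwise r of 0.9961 and a median of 0.997 over 193 samples. Together they took a median of 0.523% of the counts and at most 20.2%. This is in line with reads of one repeated sequence counted on several transcripts, and the sequence itself was not available to test it. If so, these 6 transcripts are not separate DEGs.

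The ribosomal protein set, tested beside the oxphos set with camera, was lower in FT at an adjusted p of at most 0.05 in 7 regions and higher in 0, and swaps of labels gave up to 13 regions, higher and lower ones together. It had a mean log2 ratio above 0 in 8 of 22, 18 of 23, 5 of 25 and 8 of 25 regions for replicates 1, 3, 4 and 5. In Arc the largest named rise was that of Oxt, with a log2FC of 3.62. In Nts the largest named rise and fall were those of Rabl3 (2.30) and Bckdha (-1.52), and in CGC those of DEPP (2.52) and Adam11 (-2.59).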
